# Reproducible lung protective effects of a TGFβR1/ALK5 inhibitor in a bleomycin‐induced and spirometry‐confirmed model of IPF in male mice

**DOI:** 10.14814/phy2.70077

**Published:** 2024-10-11

**Authors:** Asbjørn Graver Petersen, Stefanie H. Korntner, Jamal Bousamaki, Denise Oró, Alba Manresa Arraut, Susanne E. Pors, Casper Gravesen Salinas, Maja Worm Andersen, Martin Rønn Madsen, Yaohui Nie, Jordan Butts, Manuel Roqueta‐Rivera, Ulf Simonsen, Henrik H. Hansen, Michael Feigh

**Keywords:** ALK5 inhibitor, animal model, bleomycin, deep learning, histopathological scoring, idiopathic pulmonary fibrosis, spirometry, TGFβ receptor, transcriptomics, translatability, whole‐body plethysmography

## Abstract

This study comprehensively validated the bleomycin (BLEO) induced mouse model of IPF for utility in preclinical drug discovery. To this end, the model was rigorously evaluated for reproducible phenotype and TGFβ‐directed treatment outcomes. Lung disease was profiled longitudinally in male C57BL6/JRJ mice receiving a single intratracheal instillation of BLEO (*n* = 10–12 per group). A TGFβR1/ALK5 inhibitor (ALK5i) was profiled in six independent studies in BLEO‐IPF mice, randomized/stratified to treatment according to baseline body weight and non‐invasive whole‐body plethysmography. ALK5i (60 mg/kg/day) or vehicle (*n* = 10–16 per study) was administered orally for 21 days, starting 7 days after intratracheal BLEO installation. BLEO‐IPF mice recapitulated functional, histological and biochemical hallmarks of IPF, including declining expiratory/inspiratory capacity and inflammatory and fibrotic lung injury accompanied by markedly elevated TGFβ levels in bronchoalveolar lavage fluid and lung tissue. Pulmonary transcriptome signatures of inflammation and fibrosis in BLEO‐IPF mice were comparable to reported data in IPF patients. ALK5i promoted reproducible and robust therapeutic outcomes on lung functional, biochemical and histological endpoints in BLEO‐IPF mice. The robust lung fibrotic disease phenotype, along with the consistent and reproducible lung protective effects of ALK5i treatment, makes the spirometry‐confirmed BLEO‐IPF mouse model highly applicable for profiling novel drug candidates for IPF.

## 1 INTRODUCTION

Idiopathic pulmonary fibrosis (IPF) is a chronic interstitial lung disease with unknown etiology. IPF carries a poor prognosis with an estimated survival within 3–5 years upon diagnosis without treatment and represents a high economic burden for individuals and healthcare resources (Ley et al., 2011; Strongman et al., 2018). IPF is clinically manifested as progressive dyspnea, declining lung function and radiologically evident usual interstitial pneumonia and honeycombing reflecting pathological fibrotic remodeling of the lung architecture (Raghu et al., 2018). Although the pathogenesis is incompletely understood, IPF is considered resulting from a combination of genetic and environmental factors (Moss et al., 2022). Prevailing mechanistic hypotheses involve repeated lung microinjuries gradually exhausting alveolar epithelial adaptive and regenerative capacity. At this stage, molecular signals from degenerating epithelial cells can trigger immune cells to recruit and activate resident lung fibroblasts that produce and secrete collagens. Ultimately, persistent fibroblast stimulation will result in excessive fibrotic damage causing irreversible collapse of alveoli and subsequent loss of tissue aeration (Heukels et al., 2019a; Martinez et al., 2017). Despite recent advances in drug development for IPF, lung transplantation remains the only treatment option to restore lung function and improve survival in IPF. Pirfenidone and nintedanib are the only available disease‐modifying pharmacological modalities and these two drugs have been used for many years in the management of IPF (Raghu et al., 2018). Landmark studies have documented that pirfenidone and nintedanib can improve quality of life, attenuate symptoms and slow the rate of lung functional decline, however, progression of IPF is neither halted nor reversed (Canestaro et al., 2016; King et al., 2014; Richeldi et al., 2014). In addition, both agents are associated with adverse gastrointestinal effects that may lead to treatment discontinuation (Corte et al., 2015; Lancaster et al., 2017).

Given the high unmet need for more efficacious antifibrotic therapies in IPF, animal models that can better predict clinical efficacy of drug candidates are highly warranted. Although no single rodent model recapitulates the full spectrum of the human condition, the single‐instillation bleomycin (BLEO)‐induced mouse model of pulmonary fibrosis (BLEO‐IPF) is the best characterized animal model of IPF (Jenkins et al., 2017; Kolb et al., 2020; Tashiro et al., 2017). The BLEO‐IPF mouse is the preferred model in IPF research, however, there several aspects of the BLEO‐IPF mouse which have implications for its applicability in preclinical drug discovery.

Importantly, no standardization of the single‐instillation BLEO‐IPF mouse model exists, which can be challenging when designing, interpreting and comparing study outcomes in the model. Accordingly, several BLEO‐based IPF models are available which differ with respect to mouse strain, BLEO dose/administration route and study duration (Carrington et al., 2018; Tashiro et al., 2017). Also, there is no consensus on critical read‐outs in BLEO‐IPF mouse studies. For example, while forced vital capacity (FVC) is the most employed and accepted endpoint in IPF clinical trials (Nathan & Meyer, 2014), spirometry assessments have only been used to a limited extent in preclinical IPF model studies (Carrington et al., 2018). In the absence of lung functional endpoints, histological and biochemical markers are often applied as surrogate endpoints in BLEO‐induced mice. Although these markers offer a direct measure of fibrosis, changes in lung collagen levels may not necessarily translate to meaningful benefits on lung function. Given that histology and biochemistry is usually performed on discrete lung tissue specimens, it also remains unresolved if local changes in these readouts are representative for the whole lung, which could potentially give rise to misleading study conclusions. Furthermore, histomorphometrics are often complemented by assessment of lung fibrosis severity using the modified clinical Ashcroft scoring system (Ashcroft et al., 1988; Hübner et al., 2008), which is inherently subject to bias due to intra/inter‐observer variability and impractical because of the reliance on resources from expert histopathologists. Therefore, a broad set of well‐validated functional, biochemical and histological methodologies must be applied to achieve robust data in BLEO‐IPF mouse studies.

A key characteristic of the BLEO‐IPF mouse model is the spontaneous regression of pulmonary inflammation and fibrosis after single‐dose BLEO administration (Della Latta et al., 2015; Izbicki et al., 2002; Peng et al., 2013). As a result, the treatment window is limited in the model which makes the timing of drug administration crucial for obtaining conclusive results (Della Latta et al., 2015; Yanagihara et al., 2020). Most pharmacological studies in the model have profiled compounds, including pirfenidone and nintedanib (Schaefer et al., 2011; Wollin et al., 2014), using prophylactic or early interventional dosing regimens (Kolb et al., 2020). While studies aiming to prevent lung fibrosis have contributed to increased knowledge on molecular mechanisms underlying the pathogenesis of IPF, this approach has limited implications as most IPF patients have a significant fibrotic burden upon diagnosis (Ley et al., 2011). Consequently, there is an increasing appreciation that potential IPF drug therapies must be characterized within the relatively stable fibrotic phase in BLEO‐induced mice (Carrington et al., 2018; Jenkins et al., 2017; Tashiro et al., 2017).

Finally, an important barrier to successfully advancing novel treatment concepts is the lack of robustness of preclinical study findings (Drude et al., 2021). For any given animal model, it should therefore be a priority to demonstrate reproducible therapeutic effects of the drug treatment concept in the given animal model (Pound & Ritskes‐Hoitinga, 2018; Tashiro et al., 2017). Although it has been recommended to implement rigorous study designs and replication protocols when evaluating drug candidates in the BLEO‐IPF mouse (Jenkins et al., 2017), it remains to specifically pharmacologically validate the BLEO‐IPF mouse model for reproducible drug therapeutic outcomes.

Collectively, it is essential to establish a standardized BLEO‐IPF mouse model framework in preclinical drug discovery. We, therefore, aimed to rigorously evaluate the single‐installation BLEO‐IPF mouse model for reproducible lung disease phenotype and TGFβ‐targeted drug therapeutic outcomes using a wide array of state‐of‐the‐art lung functional, biochemical and histological methods.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Male C57BL/6JRj mice were purchased from Janvier Labs (Le Genest Saint Isle, France) and housed in a controlled environment (12 h light/dark cycle, 21 ± 2°C, humidity 50 ± 10%). Animals had ad libitum access to tap water and chow (Altromin 1324; Brogaarden, Hoersholm, Denmark). Each animal was identified by an implantable subcutaneous microchip (PetID Microchip, E‐vet, Haderslev, Denmark). Body weight and clinical signs (lack of grooming, inactivity, cold to the touch, piloerection, squinted eyes, weight loss, and respiratory distress) were assessed daily during the study. Humane endpoints were based on veterinary clinical evaluation and included ≥20% body weight loss within 5 days, and/or respiratory distress exceeding moderate stress load.

### 2.2 Disease phenotyping studies in BLEO‐IPF mice

12–14‐week‐old mice received a single intratracheal instillation of BLEO sulphate (Baxter Healthcare, Deerfield, IL; 1.5 mg/kg, dissolved in 50 μL sterile saline; BLEO‐IPF mice). Untreated mice served as healthy controls (CTRL). Body weight was measured once daily. Only animals that showed a mild to moderate body weight loss (≥−5% and ≤ −17%) at day 6 post‐administration were randomized into study groups. Animals were terminated on days 7 (*n* = 10), 14 (*n* = 12), 21 (*n* = 12), 28 (*n* = 12), 35 (*n* = 12), and 42 (*n* = 7), respectively, after BLEO administration. Whole‐body plethysmography (WBP, see below) was performed in a separate cohort of CTRL (*n* = 10) and BLEO‐IPF mice (*n* = 11) on days 7, 14, 21, and 28 after BLEO administration, followed by terminal spirometry on day 28. Progressive development of pulmonary fibrosis was associated with an overall mortality rate of 20.7% in BLEO‐IPF mice as determined over a period of 7–42 days after a single intratracheal instillation of BLEO. All animals were euthanized according to the humane endpoints described above.

### 2.3 ALK5i treatment studies in BLEO‐IPF mice

TGFβ1R/ALK5 inhibitor (ALK5i) treatment was characterized in a total of 6 independent intervention studies in BLEO‐IPF mice. Animals received a single intratracheal instillation of BLEO (2.0 mg/kg, dissolved in 50 μL sterile saline) or saline (CTRL). BLEO‐IPF mice were randomized and stratified to treatment according to baseline pulmonary function (PenH 0.7–2.0, primary factor) assessed by WBP, and body weight (secondary factor) measured on day 7 after BLEO administration. ALK5i (60 mg/kg/day, cat. No. #406415, MedKoo Biosciences; Durham, NC) or vehicle was administered orally by gavage (5 mL/kg) for 21 days. ALK5i was dissolved in equimolar of 1 M HCl, and 0.5 % methylcellulose in Milli‐Q water was added until the final concentration was reached. ALK5i was profiled in two different dosing regimens (three studies per regimen), that is, bi‐daily (BID) dosing of vehicle (study 1, *n* = 14; study 2, *n* = 14; study 3, *n* = 14) or ALK5i (30 mg/kg, dosing at 6:30 am and 2:30 pm; study 1, *n* = 10; study 2, *n* = 16; study 3, *n* = 10), or once daily (QD) dosing of vehicle (study 4, *n* = 14; study 5, *n* = 10; study 6, *n* = 11) or ALK5i (60 mg/kg, dosing at 6:30 am; study 4, *n* = 15; study 5, *n* = 12; study 6, *n* = 14), respectively. Mice orally administered vehicle (BID or QD) served as controls (CTRL, *n* = 10 per study). Body weight was measured once daily. BLEO‐IPF mice showed an overall mortality rate of 18.8% in the ALK5i studies. All animals were euthanized according to the humane endpoint described above.

### 2.4 Unrestrained Whole‐body plethysmography

To evaluate non‐invasive lung functional parameters before allocation to treatment intervention, respiration was measured using a whole‐body plethysmograph (vivoFlow, EMKA Technologies, Paris, France). Each animal was placed in an individual plethysmography chamber supplied with air and was allowed to move freely. Rate and volume of respiration of unrestrained mice were recorded and ventilatory parameters were averaged over a period of 15 min. See Table S1 for a description of the individual WBP variables.

### 2.5 Pulmonary spirometry

After terminal blood sampling (see below), animals were sacrificed by cervical dislocation followed by tracheostomy. An 18G, 10 mm metal cannula was placed in the trachea and a tight fit was secured with a suture. Animals were then connected to the flexiVent system (SCIREQ, Canada). To standardize lung volume and calculate inspiratory capacity, a deep inflation was performed by inflating the mouse lungs to a pressure of 30 cm H_2_O over a period of 3 s and then held at that pressure for another 3 s. Pressure‐volume (PV) loops were generated to obtain static compliance of the respiratory system. The negative pressure‐driven forced expiratory maneuver was performed by inflating the mouse lungs to a pressure of 30 cmH_2_O over 1 s, hold this pressure for 2 s before connecting the animal's airways to the negative pressure reservoir (−50 cm H_2_O) for 2 s. Forced expired volume measured over 0.1 s (FEV0.1) and FVC were calculated directly from the flow‐volume loops generated during lung deflation. All maneuvers were performed in triplicate. A coefficient of determination of 0.95 was set as the lower limit for accepting a measurement. See Table S1 for a description of the individual spirometry variables.

### 2.6 Blood and tissue sampling

Blood samples were kept on ice and centrifuged (10 min, 4°C, 3000 g) to generate EDTA‐stabilized plasma. The supernatant was aliquoted and stored at −70°C for further analysis. The lung was rinsed with 3 × 0.5 mL of cold sterile saline to collect bronchoalveolar lavage fluid (BALF). BALF was kept on ice, and centrifuged (7 min, 4°C, 400 ×g); the supernatant was aliquoted and stored at −70°C for further analysis. The lungs were excised and weighed. Thereafter, the right lung lobe was isolated by cutting the right bronchi and stored at −70°C until processing for biochemistry (superior and middle lobe) and RNA sequencing (inferior lobe), respectively. The left lung was used for histology. To reduce the number of mice used in the study, random tissue sampling was not applied.

### 2.7 Lung biochemistry

The right superior lobe was homogenized in 6 M HCl and hydrolyzed to degrade collagen, centrifuged and hydroxyproline (HP) content was measured in the supernatant using a colorimetric kit (Quickzyme Biosciences, Leiden, The Netherlands). A separate study was conducted to compare whole‐lobule HP content in the right inferior, right superior and left lung lobule following BLEO administration. Plasma and BALF surfactant protein D (SPD) was measured with the mouse SPD quantikine ELISA Kit (#MSFPD0, R&D systems, Minneapolis, MN). All three TGFβ isoforms in plasma, BALF and lung tissue were quantified by the mouse U‐PLEX TGFβ Combo MSD Kit (#K1542K, Meso Scale Discovery, Rockville, MD). For analysis of SMAD3 and p38MAPK phosphorylation, lung tissues were lysed in RIPA buffer with protease/phosphatase inhibitors (#78446, Thermo Fisher Scientific, Waltham, MA). Protein concentration was determined by BCA colorimetric assay (#23225, Thermo Fisher Scientific). Equal amount of 50 μg total protein was used for ELISA‐based quantification of phospho‐SMAD3 (pS423/pS425, #85‐86,192‐11, Thermo Fisher Scientific) and phospho‐p38MAPK (pT180/pY182, #85‐86,022‐11, Thermo Fisher Scientific).

### 2.8 Lung histology

The left lung lobe was cannulated through the trachea and perfusion‐fixed with 10% neutral‐buffered formalin (NBF) at a constant fluid pressure for 5 min. The left lung was transferred to a vial containing 10% NBF and immersion‐fixed overnight at room temperature, transferred to 70% ethanol and stored at 4°C until further processing. The tissue was then placed in a Histokinette to infiltrate prior to embedding. The lung was sectioned at 4 μm thickness on a microtome and mounted on Starfrost slides (Knittel, Braunschweig, Germany). Sections were stained with Masson's trichrome (MT, Sigma‐Aldrich, Brøndby, Denmark), Picro Sirius red (PSR, Sigma‐Aldrich, Brøndby, Denmark), anti‐type I collagen (Col1a1, cat. 1310‐01; Southern Biotech, Birmingham, AL), anti‐type III collagen (Col3, cat. 1330‐01, Southern Biotech, Birmingham, AL), anti‐alpha‐smooth muscle action (α‐SMA, cat. Ab124964; Abcam, Cambridge, UK), or anti‐galectin‐3 (Gal‐3, cat. 125,402, Biolegend, San Diego, CA) using standard procedures. Slides were scanned using a 20× objective (Aperio AT2, Leica Biosystems). Deep learning‐based image analysis was applied for automated histopathological scoring using the Ashcroft scoring system (see below). Quantitative histomorphometry was performed using digital imaging software (Visiomorph; Visiopharm, Hørsholm, Denmark) for the determination of whole‐section lung fibrosis (PSR, Col1a1, Col3), fibroblast activation (α‐SMA) and inflammation (Gal‐3), respectively, expressed as positive staining relative (%) to the total sectional area.

### 2.9 Ashcroft scoring using automated deep learning‐based image analysis

AI‐assisted pathology (Gubra Histopathological Objective Scoring Technology [GHOST]) was developed in Python 3.7 to grade lung fibrosis using the scoring system established by Ashcroft et al. (Ashcroft et al., 1988; Hübner et al., 2008). MT‐stained and scanned lung tissue sections were 50% downscaled and split into tiles of 512 × 512 pixels, whereafter each tile was assigned a score based on a convolutional neural network (CNN) model trained to reproduce the Ashcroft grading system. A total 93 lung sections and 4666 tiles were manually scored according to the Ashcroft criteria (grade 0–8; Table S2) by an expert histopathologist blind to experimental groups. An additional class was used for tiles showing non‐alveolar tissue, such as large bronchi or blood vessels, which were therefore excluded from the scoring. Before training, data was resampled to balance the classes and divided into training (75%), validation (20%), and test (5%) sets. The CNN trained model was used to compute the Ashcroft score in lung samples. The CNN model was trained based on the Inception‐v3 network architecture (Szegedy et al., 2016) using the Keras library (Chollet et al., 2015) to predict the tile score. The training was performed for 25 epochs, and the accuracy was computed at every iteration. The Adam optimizer (Kingma & Ba, 2015) was used during training, and data augmentation was applied in the form of rotations, flips, and brightness. The trained CNN model showed a Cohens kappa value of 0.78 measured on a test set of 269 samples. A composite Ashcroft score, expressed as whole‐section score, was calculated as mean score of all tiles in the individual lung section. The final Ashcroft score for a given lung sample was computed as the mean score of all tiles calculated using the following formula:

$$\begin{array}{c} \left(0\times \text{n0}\right)+\left(1\times \text{n1}\right)+\left(2\times \text{n2}\right)+\left(3\times \text{n3}\right)+\left(4\;x\;\text{n4}\right)\\ +\left(5\times \text{n5}\right)+\left(6\times \text{n6}\right)+\left(7\times \text{n7}\right)+\left(8\times n8\right)\\ /\text{n0}+\text{n1}+\text{n2}+\text{n3}+\text{n4}+\text{n5}+\text{n6}+\text{n7}+\text{n8} \end{array}$$

where nx was the number of tiles in each grade.

### 2.10 Lung stereology

A separate study in BLEO‐IPF mice was conducted to evaluate whole‐lobule distribution of BLEO‐induced fibrotic injury. Mice received a single intratracheal instillation of BLEO sulphate (2.0 mg/kg, dissolved in 50 μL sterile saline, BLEO‐IPF mice, *n* = 11) or saline (CTRL mice, *n* = 8). Perfusion‐fixed left lung tissues were fixed in 10% NBF for 5 min, and then kept in 10% NBF overnight. The volume of the left lung was obtained using the Archimedes principle. The weight of the fluid displaced by the immersed left lung was measured as described previously (Ochs & Schipke, 2021). After paraffin‐embedding, the left lung was sectioned at 4 μm thickness on a microtome and mounted on Superfrost Plus slides. A total of 6–8 sections per lung, with a distance of 300 μm between sections, were obtained for quantitative Col1a1 immunohistochemistry. Col1a1 staining was expressed as proportionate (%) area of whole‐section area for a representative single‐section, average %‐area for all serial sections sampled, and whole‐lobule Col1a1 volume (% area of Col1a1 × total lobule volume, μm^3^) using digital image analysis (Visiomorph; Visiopharm, Hørsholm, Denmark).

### 2.11 Lung RNA sequencing

The inferior lobe was dissected and stored at −70°C for RNA sequencing analysis. Samples were homogenized in lysis buffer and RNA was purified using NucleoSpin® RNA binding strips (cat. no. 740698.5, Macherey‐Nagel, Dueren, Germany). RNA purity and concentration were measured using a NanoDrop 2000 and cDNA libraries were prepared using NEBNext® Ultra II Directional RNA library prep Kit for Illumina® (cat. no. E7760L, New England Biolabs, Ipswich, MA). cDNA libraries were sequenced to a depth of approximately 15 million reads per sample (single‐end, 75 bp reads) on a NextSeq 500 System (Illumina, San Diego, CA) using the NextSeq 500/550 High Output Kit version 2.5 (cat. no. 20024906, Illumina). Reads were aligned to the GRCm38 release 96 Ensembl *Mus musculus* genome using STAR version 2.7.0f (Dobin et al., 2013). All downstream analyses were performed with R version 3.6.0 (R Core Team, 2018). For differential gene expression analysis, the R package DESeq2 (Love et al., 2014) was used and p‐values were corrected for multiple testing using the Benjamini‐Hochberg method (5% False Discovery Rate, FDR <0.05). Lung global gene expression changes in BLEO‐IPF mice were validated against previously reported lung RNA transcriptome changes in patients with advanced IPF undergoing lung transplantation (*n* = 36) compared to human controls donor lungs deemed ineligible for lung transplantation (*n* = 17) (Sivakumar et al., 2019). In addition, a curated set of 179 gene expression markers linked to human IPF and lung fibrosis (Ma et al., 2022; McDonough et al., 2019; Roach et al., 2021; Wollin et al., 2015; Zhao et al., 2022) were probed in BLEO‐IPF mice. Gene set enrichment analysis was conducted using the R package Piano (Väremo et al., 2013).

### 2.12 Flow cytometric analysis of bronchoalveolar lavage fluid

After centrifugation of the BALF, the cell pellet was resuspended in 250 μL of cell staining buffer (PBS 2% FBS 5 mM EDTA) and strained through a 60 μm filter to obtain a single‐cell suspension. Samples were blocked with anti‐CD16/CD32 antibody TruStain fcX™ (Biolegend, San Diego, CA), incubated with the viability marker Zombie Aqua™ (BioLegend, San Diego, CA) and subsequently stained with one of two antibody panels to phenotype lymphoid cells [CD45 PE‐Cy7 (clone I3/2.3), CD11b BV650 (clone M1/70), CD3 FITC (clone KT3.1.1), CD4 BV421 (clone GK1.5), CD8 APC (clone 53‐6.7), NK1.1 PE (clone PK136), B220 BV605 (clone RA3‐6B2), and CD19 APC Fire 750 (clone 6D5) and myeloid cells [CD45 PE‐Cy7 (clone I3/2.3), CD11b BV650 (clone M1/70), Ly6G BV605 (clone 1A8), Ly6C APC (clone HK1.4), F4/80 BV421 (clone T45‐2342) and CD11c (clone N418)], and subsequently fixed. Prior to analysis, cells were passed through a 60 μm filter, 50 μL of CountBright™ counting beads (Invitrogen, Carlsbad, CA) were added to each sample and flow cytometry was performed on a 4‐laser CytoFlex S (Beckman Coulter, Indianapolis, IN). Data was analyzed using the Cy13) tExpert 2.2 software (Beckman Coulter, Indianapolis, IN). Viable CD45^+^ leucocytes without debris and doublets were displayed on a CD45/CD11b dot plot and gated for CD45^+^CD11b^+^ myeloid cells and CD45^+^CD11b‐ lymphoid cells. Neutrophils were segmented from viable CD45^+^ leucocytes as Ly6G^+^Ly6C^+^ population. Non‐neutrophils (Ly6G^–^Ly6C^–^) were displayed on a F4/80/CD11c dot plot. Interstitial macrophages and alveolar macrophages were classified as F4/80^+^CD11c^low^ and F4/80^+^CD11c^hi^ cells, respectively (Bedoret et al., 2009; Dipiazza et al., 2017; Misharin et al., 2013; Yu et al., 2016; Zaynagetdinov et al., 2013). Alveolar macrophages were further divided into CD11b^+^ and CD11b^–^ subpopulations. Dendritic cells were selected as F4/80^–^CD11c^+^ cells. Lymphoid cells were divided into a CD3^+^ and CD3^–^ fraction. In the CD3^+^ fraction, based on co‐expression of CD4 and CD8 antigens, three subpopulations of T lymphocytes were established: T‐helper cells (CD4^+^CD8^–^), cytotoxic T‐cells (CD4^–^CD8^+^), and double negative (DN) T‐cells (CD4^–^CD8^–^). B cells were selected from the CD3^–^ fraction as CD19^+^ and B220^+^ cells.

### 2.13 Statistics

Except from deep learning‐based image analysis and RNA sequencing, data were analyzed using GraphPad Prism version 10.1.2 software (GraphPad, La Jolla, CA). All results are shown as mean ± standard error of mean (S.E.M.). After confirmation of normal distribution of the data (D'Agostino and Pearson omnibus normality test), a one‐way analysis of variance (ANOVA) followed by Dunnett's multiple comparisons test was applied. When the above assumption was violated, non‐parametric statistics and Kruskal‐Wallis test was utilized, followed by Dunn's multiple comparisons test. A *p* value ≤0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Biomarkers of lung disease in BLEO‐IPF mice

Markers of lung injury were profiled longitudinally in BLEO‐IPF mice and compared to untreated controls (CTRL), see study outline in Figure 1a. While body weight was relatively stable over time in BLEO‐IPF mice (Figure 1b), lung weight significantly increased (reflecting oedema and inflammation) and reached a plateau from day 14 after BLEO administration (Figure 1c). Lung HP levels increased progressively over the entire study, attaining statistical significance from day 21 and onwards (Figure 1d). Temporal and tissue‐specific dynamics were detected for SPD and TGFβ biomarkers in BLEO‐IPF mice (Table 1). Compared to CTRL, plasma SP‐D levels peaked on day 14 followed by a gradual decline. In contrast, BALF SP‐D levels remained significantly elevated in BLEO‐IPF mice during the entire study. In CTRL mice, TGFβ levels were as follows: TGFβ1 > TGFβ2> > TGFβ3 (plasma), TGFβ2 > TGFβ1 > TGFβ3 (BALF), and TGFβ1> > TGFβ2> > TGFβ3 (lung tissue). Compared to CTRL mice, BLEO‐IPF mice showed unchanged plasma TGFβ1 and TGFβ2 levels but lower TGFβ3 concentrations. All TGFβ isoforms were significantly elevated in BALF samples from BLEO‐IPF mice, showing most pronounced increases on day 14–21. Lung levels of TGFβ2 and TGFβ3, but not TGFβ1, were significantly increased in BLEO‐IPF mice from day 14 and onwards.

**FIGURE 1:**
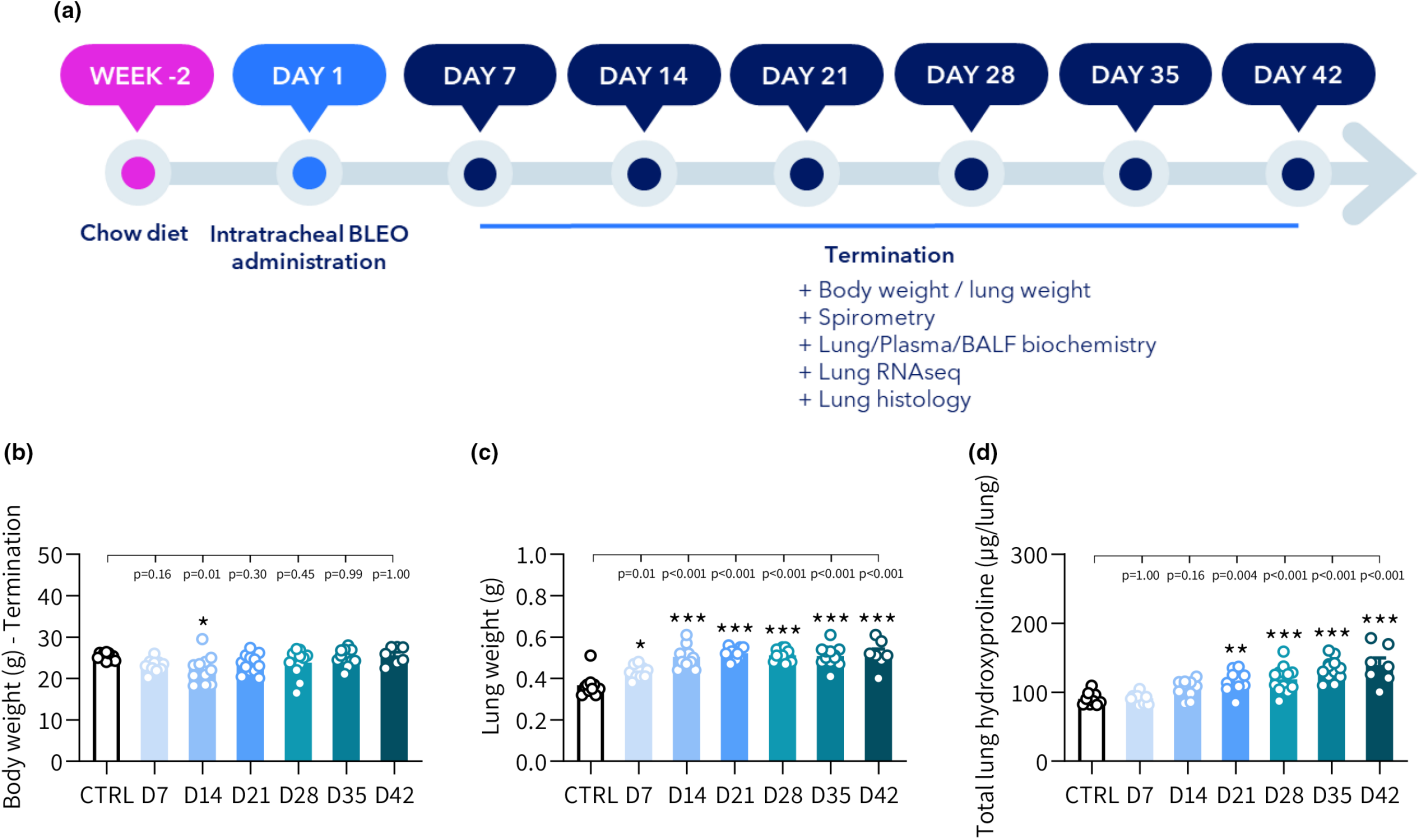
Longitudinal study in BLEO‐IPF mice. (a) Study outline. Mice received a single intratracheal instillation of saline vehicle (*n* = 10) or bleomycin (BLEO‐IPF, 1.5 mg/kg) and were terminated on day 7‐42 after BLEO administration (*n* = 7–12 per time point). (b) Terminal body weight. (c) Lung weight. (d) Total lung hydroxyproline (HP) content. *p < 0.05, **p < 0.01, ***p < 0.001 vs. CTRL. Dunnett's test one‐factor linear model.

**TABLE 1:** BLEO‐IPF mice show increased levels of surfactant protein D (SPD) and TGFβ biomarkers.

	CTRL *n* = 10	BLEO‐IPF D7 *n* = 10	CTRL vs. D7	BLEO‐IPF D14 *n* = 11	CTRL vs. D14	BLEO‐IPF D21 *n* = 12	CTRL vs. D21	BLEO‐IPF D28 *n* = 12	CTRL vs. D28	BLEO‐IPF D35 *n* = 12	CTRL vs. D35	BLEO‐IPF D42 *n* = 6	CTRL vs. D42
Plasma SP‐D (ng/ml)	5.4 ± 0.4	793 ± 104	*p* = 0.13	1661 ± 378***	*p* <0.001	929 ± 173*	*p* = 0.04	1031 ± 378*	*p* = 0.02	311 ± 127	*p* = 0.87	14.8 ± 5.6	*p* >0.99
Plasma TGFβ1 (pg/ml)	9023 ± 530	12,730 ± 3140	*p* = 0.37	8774 ± 309	*p* >0.99	9093 ± 940	*p* >0.99	11,150 ± 2102	*p* = 0.81	11,934 ± 1069	*p* = 0.56	3895 ± 1405**	*p* = 0.004
Plasma TGFβ2 (pg/ml)	2356 ± 66	2155 ± 79	*p* = 0.22	2253 ± 40	*p* = 0.77	2418 ± 57	*p* = 0.95	2470 ± 110	*p* = 0.70	2582 ± 65	*p* = 0.11	*ND*	*N/A*
Plasma TGFβ3 (pg/ml)	17 ± 1.9	5.2 ± 1.3**	*p* = 0.001	7.2 ± 1.4**	*p* = 0.007	7.2 ± 2.0**	*p* = 0.006	15 ± 3.8	*p* = 0.98	4.9 ± 1.5**	*p* = 0.003	3.7 ± 0.7**	*p* = 0.005
BALF SP‐D (ng/ml)	517 ± 39	2690 ± 410**	*p* < 0.001	1950 ± 248***	*p* < 0.001	2370 ± 236***	*p* < 0.001	2220 ± 270***	*p* < 0.001	2750 ± 220***	*p* < 0.001	642 ± 81	*p* = 0.23
BALF TGFβ1 (pg/ml)	19 ± 3.1	75 ± 11*	*p* = 0.04	115 ± 13***	*p* < 0.001	132 ± 16***	*p* < 0.001	91 ± 14**	*p* = 0.005	83 ± 15*	*p* = 0.01	*ND*	*N/A*
BALF TGFβ2 (pg/ml)	61 ± 3.6	468 ± 74***	*p* < 0.001	676 ± 84***	*p* < 0.001	611 ± 85***	*p* < 0.001	382 ± 68**	*p* = 0.006	289 ± 48	*p* = 0.09	42 ± 9.4	*p* = 0.07
BALF TGFβ3 (pg/ml)	8.0 ± 0.3	10 ± 0.5**	*p* = 0.001	12 ± 0.3***	*p* < 0.001	11 ± 0.4***	*p* < 0.001	8.0 ± 0.5	*p* > 0.99	7.6 ± 0.4	*p* = 0.86	2.1 ± 0.4***	p < 0.001
Lung TGFβ1 (pg/mg)	1088 ± 127	1065 ± 91	*p* > 0.99	940 ± 75	*p* = 0.64	928 ± 103	*p* = 0.55	690 ± 52**	*p* = 0.008	829 ± 62	*p* = 0.14	*ND*	*N/A*
Lung TGFβ2 (pg/mg)	99 ± 4.5	126 ± 6.8	*p* = 0.46	192 ± 15***	*p* < 0.001	166 ± 15**	*p* = 0.001	206 ± 15***	*p* < 0.001	194 ± 9.6***	*p* < 0.001	165 ± 8.7***	*p* < 0.001
Lung TGFβ3 (pg/mg)	6.9 ± 0.2	8.8 ± 0.5	*p* = 0.96	20 ± 1.4***	*p* < 0.001	18 ± 2.5**	*p* = 0.002	25 ± 3.5***	*p* < 0.001	19 ± 2.1**	*p* = 0.001	7.2 ± 1.0	*p* = 0.78

*Note*: Mice received a single intratracheal instillation of bleomycin (BLEO‐IPF, 1.5 mg/kg) and were terminated on days 7, 14, 21, 28, 35 and 42, respectively, after BLEO administration (*n* = 6–12 per group). Mice receiving an intratracheal dose of saline served as healthy controls (*n* = 10). Mean ± S.E.M. *p < 0.05, **p < 0.01, ***p < 0.001 vs. CTRL, one‐way ANOVA with Dunnett's multiple comparisons test or Kruskal‐Wallis test with Dunn's multiple comparisons test.

Abbreviations: BALF, bronchoalveolar lavage fluid; NA, not applicable; ND, not determined; TGFβ1‐3, transforming growth factor‐β isoforms 1‐3.

### 3.2 Combined spirometry and WBP confirms impaired pulmonary function in BLEO‐IPF mice

BLEO‐IPF mice demonstrated impaired lung function, indicated by significantly lowered expiratory function (FEV0.1, FEV), static compliance and inspiratory capacity, see Figure 2a–d. Impaired lung function was manifest from day 14‐28 whereupon all four spirometry endpoints gradually declined towards normal control levels. While expiratory function (FEV0.1, FEV) was not significantly different from controls on day 42, static compliance and inspiratory capacity remained significantly reduced. Flow‐volume and PV curves obtained on day 28 further supported lung functional deficits in BLEO‐IPF mice compared to controls (Figure 2e,f). In contrast to terminal spirometry, WBP is a non‐invasive procedure whereby respiratory function/capacity can be assessed in unrestrained conscious animals, making WBP ideal for confirming respiratory deficits (Hoymann, 2007; Lomask, 2006). An additional intervention study was therefore performed in BLEO‐IPF mice to monitor lung deficits by WBP on day 7 (baseline) as well as day 14, 21 and 28 after BLEO administration followed by terminal spirometry at day 28 (Figure 3a). WBP parameters progressively changed over the course of the study (Figure S1). Enhanced pause (PenH), a dimensionless index related to ventilatory timing, was determined as the most robust WBP endpoint in BLEO‐IPF mice. PenH peaked on day 7 and remained significantly elevated over the course of the study as compared to healthy controls. BLEO‐IPF mice also demonstrated a highly consistent decline in all terminal spirometry variables (Figures S1 and S2). Baseline WBP (PenH) was inversely correlated to all terminal spirometry parameters compared to healthy controls (*p* < 0.001, Figure 3b–e). By confirming good correlation between baseline WBP (PenH) and body weight vs. terminal gold‐standard spirometry, baseline WBP (PenH) and body weight was applied to randomize and stratify disease severity in BLEO‐IPF mice before treatment (see below).

**FIGURE 2:**
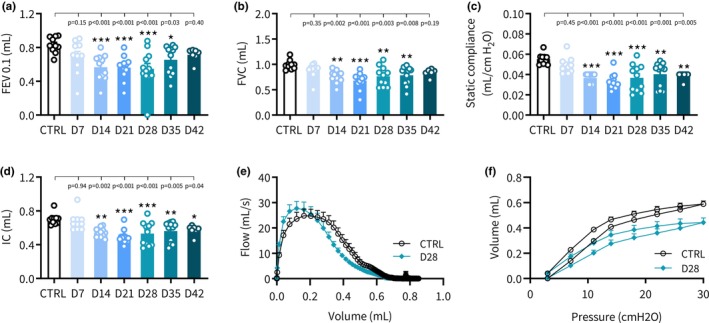
Progressive dynamics in pulmonary function in BLEO‐IPF mice. Respiratory physiology assessment using spirometry. (a) Forced expiratory volume in 0.1 seconds (FEV0.1). (b) Forced vital capacity (FVC). (c) Static compliance. (d) Inspiratory capacity (IC). (e) Flow‐volume curves for healthy controls (CTRL) and BLEO‐IPF mice (28 days after BLEO instillation). (f) Pressure‐volume curves for healthy controls (intratracheal instillation of saline vehicle, CTRL) and BLEO‐IPF mice (28 days after BLEO instillation). *p < 0.05, **p < 0.01, ***p < 0.001 vs. CTRL. Dunnett's test one‐factor linear model.

**FIGURE 3:**
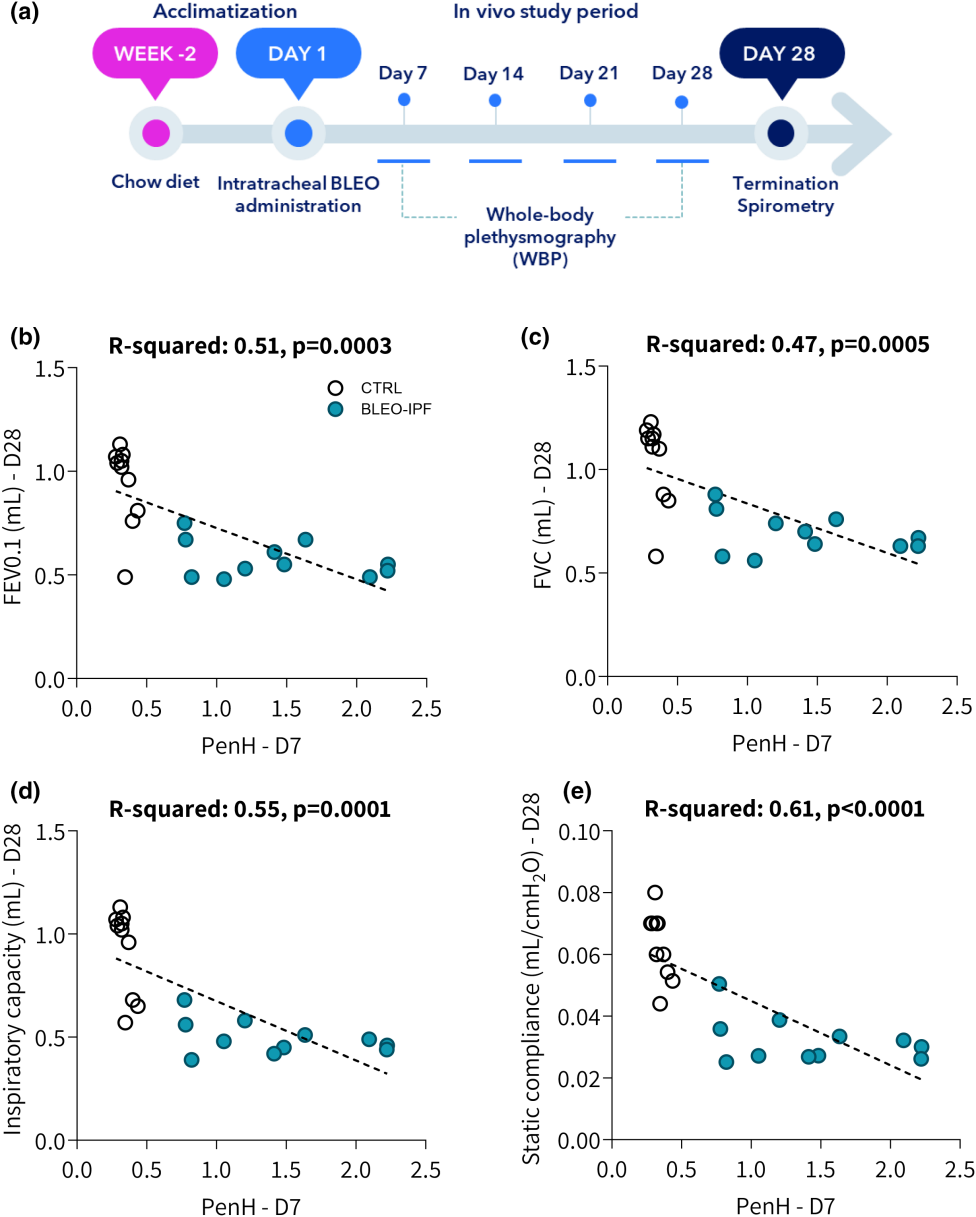
Whole‐body plethysmography (WBP) in freely moving BLEO‐IPF mice. (a) Outline of the characterization study in BLEO‐IPF mice using repeated WBP assessment of respiratory function in individual mice on days 7, 14, 21, and 28 after bleomycin (BLEO) induction (see Figure S1 for all WBP data). Mice received a single intratracheal instillation of saline vehicle (CTRL, *n* = 10) or bleomycin (BLEO‐IPF, 2.0 mg/kg, *n* = 11). Terminal spirometry was performed on day 28. Correlation of baseline WBP (PenH, day 7) and terminal spirometry endpoints (day 28), including (b) forced expiratory volume in 0.1 seconds (FEV0.1), (c) forced vital capacity (FVC), (d) inspiratory capacity (IC), and (e) static compliance, respectively. Simple linear regression analysis.

### 3.3 Automated deep learning‐based Ashcroft scoring of lung fibrosis in BLEO‐IPF mice

An automated AI‐based digital image analysis pipeline (GHOST) was developed to obtain a more accurate and objective method for scoring of lung fibrosis as outlined by Ashcroft et al. (Ashcroft et al., 1988; Hübner et al., 2008). The Ashcroft score was computed and validated using a test set of MT‐stained lung tissue samples from 93 individual mice (Figure 4a). The analysis indicated a high degree of agreement between automated and manual Ashcroft scoring (Kappa value of 0.83; Figure 4b). This establishes GHOST as an accurate AI‐based method for unbiased and automated Ashcroft scoring of pulmonary fibrosis in BLEO‐IPF mice.

**FIGURE 4:**
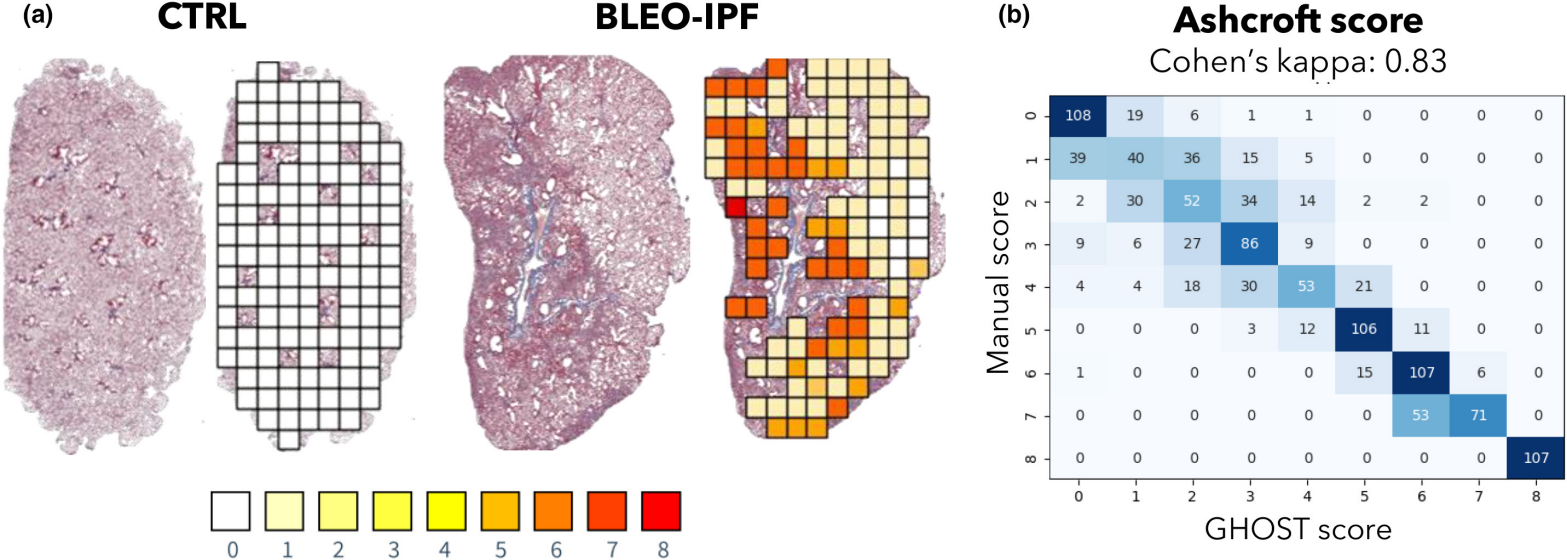
Validation of automated deep learning‐based Ashcroft scoring of lung fibrosis in BLEO‐IPF mice. (a) Deep learning‐based Ashcroft scoring, using Gubra Histopathological Objective Scoring Technology (GHOST), applied to the entire left lung at 10x magnification. Representative Masson's trichome stainings used for image analysis. Heatmaps depict Ashcroft scores (score 0‐8; i.e., normal lung tissue architecture to total fibrous obliteration) in individual lung image tiles of 512 × 512 pixels. (b) Ashcroft score was computed and validated using a test set of lung samples from a total of 93 mice. There was a high concordance between manual and automated (GHOST) scoring (kappa value of 0.83).

### 3.4 Histological disease progression in BLEO‐IPF mice

GHOST was subsequently implemented for objective and reproducible assessment of Ashcroft scores in BLEO‐IPF mice. Whereas CTRL mice displayed normal lung tissue, BLEO‐IPF mice demonstrated incremental increase in fibrosis score from day 7 (mean score 1.8 ± 0.2) to day 14 (mean score 4.3 ± 0.2), whereafter fibrosis severity slightly declined over the remainder of the study (day 42, mean score 3.1 ± 0.6), see Figure 5a. The temporal dynamics in fibrosis severity was reflected by corresponding changes in the within‐group distribution of Ashcroft scores (Figure 5b).

**FIGURE 5:**
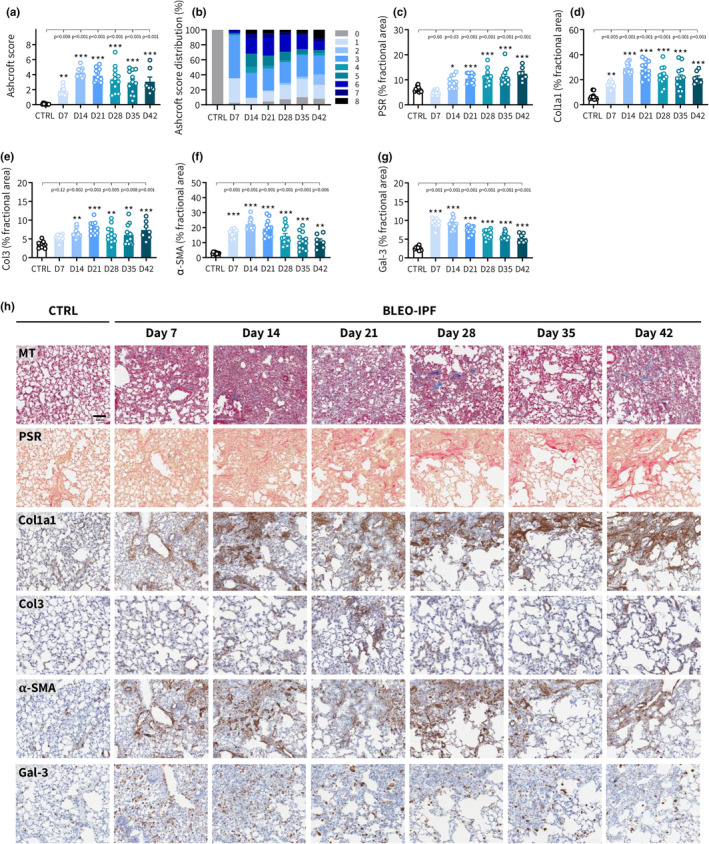
Histological hallmarks of fibrotic lung disease in BLEO‐IPF mice. (a) GHOST‐based Ashcroft scoring on day 7‐42 after BLEO administration (*n* = 7–12 per group). Histopathological scoring was performed on sections stained with Masson's trichrome (MT). **p < 0.01, ***p < 0.001 vs. healthy controls (intratracheal instillation of saline vehicle, CTRL, *n* = 10); Dunnett's test one‐factor linear model. (b) Group‐wise distribution of Ashcroft scores. (c–g) Histomorphometric assessment of fibrosis (PSR, Col1a1, Col3), fibrogenesis (α‐SMA) and inflammation (Gal‐3) using conventional image analysis. Data were calculated as proportionate (%) area of staining. (c) PSR. (d) Collagen‐1a1 (Col1a1); (e) Collagen‐3 (Col3). (f) α‐SMA. (g) Galectin‐3 (Gal‐3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. CTRL). Dunnett's test one‐factor linear model. (h) Representative photomicrographs. Scale bar, 100 μm.

Quantitative histology was performed to further evaluate lung disease progression in BLEO‐IPF mice. As histomorphometrics was applied to a subset of sections from the left lobule, we initially validated BLEO‐induced changes in histological markers for being representative of whole‐lobe changes. To this end, we applied stereological analysis on Col1a1‐stained lung tissue sections sampled systematically throughout the left lung lobule of BLEO‐IPF and saline control mice, respectively (Figure S3a,b). Controls and BLEO‐IPF mice demonstrated low within‐group variation in Col1a1 staining at all lobule levels evaluated. For each lobule level, BLEO‐IPF mice showed a consistently higher %‐area of Col1a1 as compared to controls (Figure S3c). Single‐section Col1a1 levels were representative for mean whole‐lobule levels (Figure S3d). Stereological volume analysis further supported robust increases in whole‐lobule Col1a1 expression in BLEO‐IPF mice (Figure S3e). In addition, changes in biochemical (HP) and histological markers (Ashcroft score, PSR, Col1a1, Col3, α‐SMA, Gal‐3) were similar across all lung lobules (left lung lobule, right inferior lobule, right superior lobule) in BLEO‐IPF mice (Figure S4), indicating that changes in left lung lobule markers of fibrosis and inflammation were representative for whole‐lung changes in the model.

Histomorphometric analyses confirmed dynamic changes in lung fibrosis and inflammation in BLEO‐IPF mice. While PSR levels progressively increased from day 14 and onwards (Figure 5c), Col1a levels peaked on day 14 and thereafter gradually declined but remained significantly increased over the entire monitoring period (Figure 5d). Col3 levels were also significantly increased, reaching a plateau from day 14–21 (Figure 5e). Expression of α‐SMA, a marker of fibrogenesis, peaked on day 14 followed by a gradual decline (Figure 5f). Gal‐3 immunostaining indicated significant pulmonary inflammation on day 7–14 with a consistent regression profile from day 21 (Figure 5g). Representative histological images are shown in Figure 5h. Pulmonary inflammation was supported by flow cytometry analysis of BALF samples (measured on day 21). BLEO‐IPF mice showed significant expansions in both myeloid and lymphoid immune cell populations (Figure S5a–d). Enrichment in myeloid cells was primarily driven by increases in alveolar and interstitial macrophage subsets as well as dendritic cells and neutrophils (Figure S5e–J). Substantial increases in T‐cells (CD4^+^CD8^–^ T‐helper cells, CD4^–^CD8^+^ cytotoxic T‐cells, CD4^–^CD8^–^ T‐cells) and B‐cells were also detected in BLEO‐IPF mice (Figure S5k–o).

### 3.5 Clinical translatability of lung transcriptome changes in BLEO‐IPF mice

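RNA from the inferior lobe of the right lung was sequenced in 75 male C57BL/6JRj mice of the longitudinal study, with 1 library per mouse. Bleomycin (BLEO) is an antineoplastic agent that injures the alveolar epithelium, and BLEO-IPF mice had received a single intratracheal dose of 1.5 mg/kg. Only BLEO-IPF mice with mild to moderate weight loss in the first week had been randomized. The groups comprised 10 control mice (CTRL), 10 BLEO-IPF mice on day 7, 12 mice each on days 14, 21, 28 and 35, and 7 mice on day 42 after BLEO administration. The sample labels and the legend of Figure 6 describe the controls as given saline, whereas the methods describe them as untreated. The authors prepared stranded libraries, sequenced them single-end on an Illumina NextSeq instrument and aligned the reads with STAR to the GRCm38 mouse genome with the annotation of Ensembl release 96. The paper's text does not name the program that counted reads per gene or state how it treated strand and multiply mapped reads. The authors deposited whole-number counts per gene without normalization for 55536 Ensembl genes, of which 38610 had at least 1 count. The paper states a depth of about 15 M reads per sample. The values here use the counts on genes, which totaled a median of 10677163 per mouse. Total counts ranged from 9662299 to 14665247 (median 10745113) in CTRL mice, from 9718300 to 12329251 (median 11211230) on day 7 and from 9859808 to 13419601 (median 11267629.5) on day 14. The totals ranged from 9800483 to 12640351 (median 10964413) on day 21 and from 9249037 to 13704519 (median 10393432.5) on day 28. On day 35 they ranged from 9240291 to 14355394 (median 10231079), and on day 42 from 10134347 to 11620555 (median 10677163). Mitochondrially encoded genes took at most 2.87% of the counts of a library, and the 10 genes with the most counts took a median of 5.17% on day 7 and 7.07% in CTRL mice, the lowest and highest of the group medians. None of the 375 pairs of mice within a group differed by as little as sampling noise, with a lowest chi-square per degree of freedom of 4.11. Neither the labels nor the paper name a sequencing batch. Each BLEO-IPF day was compared with CTRL by edgeR's quasi-likelihood F test, in 1 fit over all 75 mice with the 7 groups as means and TMM normalization. The fit covered the 16221 genes that passed edgeR's filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as differentially expressed genes (DEGs), and all adjusted p-values given for single genes come from this fit. Expression is given in CPM, the counts of a gene scaled to a library of fixed size with TMM factors, and changes as log2 fold changes (log2FC) against CTRL. The paper used DESeq2 at the same false discovery rate. DESeq2 is 1 of 9 alternatives that were run, which also changed the scaling, the filter, the mice in the fit and the threshold on the fold change. As all days share the 10 CTRL mice, chance deviations of these mice enter every comparison.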

Global lung gene expression changes in BLEO‐IPF mice were compared to lung transcriptome signatures reported in patients with advanced IPF (Sivakumar et al., 2019). 

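On day 21 after BLEO administration, 8788 of the genes tested were DEGs against CTRL, 4598 upregulated and 4190 downregulated. On day 28, 7023 genes were DEGs, 3906 upregulated and 3117 downregulated. Of the 9 alternatives, the added requirement of an absolute log2FC of at least 0.5 moved these numbers most, to 2230 upregulated and 1850 downregulated genes on day 21 and 2031 and 1216 on day 28. The balance between the directions on day 21 depended on the scaling, as upper quartile factors in place of TMM gave 4297 upregulated and 4474 downregulated genes. The same held for the filter, since a minimum of 10 counts in every mouse gave 3639 upregulated and 3781 downregulated genes on that day. On day 28, more genes were upregulated than downregulated under each of the 9 alternatives. The patient transcriptomes were not analysed here.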

Venn diagrams illustrate the degree of overlap between significantly upregulated and downregulated genes detected in BLEO‐IPF mice (day 21 and 28) and IPF patients as compared to corresponding controls (Figure 6a,b). An extensive number of differentially expressed genes (DEGs) were determined in lung samples from BLEO‐IPF mice, with alterations being most pronounced on day 14 (*n* = 9789 DEGs; Figure 6c). 

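The number of DEGs against CTRL was 7429 on day 7, 10118 on day 14, 4853 on day 35 and 4001 on day 42. Fits of only the groups compared gave 9216 on day 14 and 5997 on day 42. On day 14, 5262 were upregulated and 4856 downregulated, but downregulated genes were more numerous with library size as the only scaling (5097 against 4961), with upper quartile factors (5224 against 4825) and with at least 10 counts required in every mouse (4265 against 4160). Day 14 had the most DEGs of the 6 days under the main setting and all 9 alternatives. Compared directly, 5521 genes differed between day 42 and day 14, of which 2467 were higher and 3054 lower on day 42. This balance was reversed with library size as the only scaling (2802 higher and 2697 lower) and with upper quartile factors (2789 and 2746). The largest increases on day 14 among genes whose BLEO-IPF mice all lay on one side of all CTRL mice were in *Chl1*, *Thbs4* and *Cemip*. *Chl1* (ENSMUSG00000030077, chromosome 6, 103510586 to 103750211 of GRCm38), which encodes a neural cell adhesion molecule, was at 0.384 ± 0.145 CPM in CTRL (SD, n = 10) and 61.6 ± 46.8 CPM on day 14 (SD, n = 12), a log2FC of 7.30 (standard error 0.83, adjusted p = 1.39e-11). *Thbs4* (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818), which encodes thrombospondin-4, had a log2FC of 7.23 (standard error 0.69, adjusted p = 4.82e-14), and *Cemip* (ENSMUSG00000052353, chromosome 7, 83932857 to 84086502), which encodes a hyaluronan-binding protein, one of 6.53 (standard error 0.76, adjusted p = 3.05e-11). The CTRL libraries held 1 to 6 counts of *Chl1*, 1 to 8 of *Thbs4* and 1 to 12 of *Cemip*, so the size of these increases rests on few control counts. The largest decreases on day 14 were in *Krt79* (ENSMUSG00000061397, chromosome 15, 101929332 to 101940324), from 18.1 ± 3.10 to 1.71 ± 1.53 CPM (log2FC -3.38, adjusted p = 1.39e-10), in *Colq* (ENSMUSG00000057606, chromosome 14, 31523082 to 31591343; log2FC -3.13, adjusted p = 3.06e-09) and in *Cst8* (ENSMUSG00000027442, chromosome 2, 148798785 to 148805595; log2FC -3.06, adjusted p = 2.51e-10). On day 42, the largest increases by the same criteria were in *Spp1*, *Ankrd34b* and *Mmp12*. *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes osteopontin, rose from 69.4 ± 31.7 CPM in CTRL (SD, n = 10) to 1169 ± 820.3 CPM (SD, n = 7), a log2FC of 4.07 (standard error 0.53, adjusted p = 1.86e-08). *Ankrd34b* (ENSMUSG00000045034, chromosome 13, 92425896 to 92441658) had a log2FC of 3.94 against 1 to 5 counts per CTRL library (adjusted p = 2.16e-09), and *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), a macrophage metalloelastase, one of 3.90 (adjusted p = 4.32e-10). The largest decreases on day 42 were in *Cyp1a1* (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824; log2FC -3.09, adjusted p = 4.97e-04), *Gria1* (ENSMUSG00000020524, chromosome 11, 57011387 to 57330244; log2FC -2.33, adjusted p = 3.73e-05) and *Pcdhac2* (ENSMUSG00000102697, chromosome 18, 37143503 to 37187657; log2FC -2.09, adjusted p = 1.27e-06). *Pcdhac2* shares its locus with 16 genes on the same strand and 2 on the opposite strand, which together had 21.5% as many counts, so its value is uncertain to that extent. The calls of these 12 genes on these days held under all alternatives that tested them. The paper ranks the days by the number of DEGs and states that the alterations were most pronounced on day 14.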

A relatively large proportion of DEGs (*n* = 2268) remained significantly regulated over the entire study period in BLEO‐IPF mice (Figure 6d). 

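Of the 12262 genes called on at least 1 day, 2214 (18.1%) were DEGs on all 6 days, and they made up 21.9% of the DEGs of day 14. All but 1 of them, 2213 genes, changed in a single direction on all 6 days. On day 14, 1352 of them were upregulated and 862 downregulated. Because the 6 comparisons use the same CTRL mice, unchanged groups were simulated from the CTRL means, with 1 simulated CTRL group shared by all comparisons. In 20 such simulations, at most 2 genes were called on any day and 0 on all 6 days, with at most 16 genes at an unadjusted p under 0.05 on all 6 days. Genes were drawn independently, so deviations that many genes of the real CTRL mice share were not reproduced. With the labels of all mice permuted, a check chosen after the results were seen, up to 276 genes were called on a day. Up to 16 were then called on all 6 days. Irrespective of significance, 64.2% of all genes tested had a log2FC of the same sign on all 6 days, against a median of 29.6% in the simulations. The number of shared DEGs fell to 1199 when each group was reduced to 7 mice and to 879 when the fold change threshold was added, the only alternatives that moved it by more than 1.5 times. Genes called on 1 day only numbered 509 on day 7, 1132 on day 14, 266 on day 21, 181 on day 28, 164 on day 35 and 127 on day 42.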

To obtain further resolution of lung transcriptome regulations, RNA sequencing data were probed for candidate genes linked to human IPF pathology and fibrosis (Ma et al., 2022; McDonough et al., 2019; Roach et al., 2021; Sivakumar et al., 2019; Wollin et al., 2015; Zhao et al., 2022). 

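All genes drawn in Figure 6e were matched by symbol to the count table, 74 for ECM organization, 67 for the immune system and 38 for TGFβ signaling. Of these, 71, 63 and 36 passed the filter on low counts, so that 170 candidate genes were tested. The 9 untested genes were *Fgf3*, *Fgf4*, *Mmp1b*, *Ern2*, *Ifng*, *Il10*, *Il13*, *Wnt1* and *Wnt3*, and their highest count in any library was 15, in *Il10*. Without the filter, *Il10* was called as upregulated on day 14 (adjusted p = 0.00125), where 11 of 12 mice had a count, and so was *Wnt1* (adjusted p = 3.49e-04), with a count in 7 of 12 mice. *Wnt1* was then also called on day 7 (adjusted p = 0.00781) and day 21 (adjusted p = 0.0108), and the other 7 genes on no day. No CTRL library held more than 3 counts of *Il10* or any of *Wnt1*, and no fold change is given for them. The paper drew the list from published studies of IPF and fibrosis.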

A total of 179 curated candidate genes were segmented into three major functional categories (extracellular matrix (ECM) organization, immune system, TGFβ signaling). BLEO‐IPF mice and IPF patients showed similar directional and significant shifts in candidate gene expression (Figure 6e). 

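For the candidate genes, the direction in patients was taken from the colors in Figure 6e and is the paper's. The patient data themselves were not analysed here. Figure 6e colors 139 genes as changed in patients, 111 upregulated and 28 downregulated, and leaves 40 without color. Of the colored genes, 134 were tested in BLEO-IPF mice, 107 of them upregulated and 27 downregulated in patients. The sign of the mouse log2FC matched the direction in patients for 118 of 134 genes on day 7 (88.1%, 95% Wilson interval 81.5 to 92.5), 123 on day 14 (91.8%, 85.9 to 95.4) and 125 on both day 21 and day 28 (93.3%, 87.7 to 96.4). On both day 35 and day 42 it matched for 124 genes (92.5%, 86.8 to 95.9). Genes are not independent replicates, and these intervals cover only the number of genes. Among 10000 random gene lists of matched mean expression, the median match was between 49.3% and 50.8%. The upper end of their 95% range was at most 58.96%, and every day's value lay above all random lists. These lists were not matched in the share of genes upregulated in mice. How many matches that share alone would give was not computed. Of the 107 genes upregulated in patients, between 96 (day 7) and 101 (days 14, 21 and 28) had a positive log2FC in mice. Of the 27 downregulated in patients, 22 had a negative log2FC on days 7 and 14 and 24 on the later days. Of the refits, DESeq2 moved the match most, to 89.9% on day 35. Restricted to genes that were also DEGs in BLEO-IPF mice, the match was 94.6% on day 7, 95.2% on day 14, 95.9% on day 21, 96.6% on day 28, 99.0% on day 35 and 96.7% on day 42. The DEGs with opposite directions on day 21 were *Enpp2* (log2FC -0.57), *Fgf1* (-0.67), *Map3k19* (-0.94) and *Mmp9* (-0.81), which were downregulated in mice and upregulated in patients, and *Tgfbr2* (0.53), with the reverse. These 5 genes were singled out after their values were seen.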

Compared to controls, BLEO‐IPF mice demonstrated significant and widespread gene regulations, involving several pathways associated with ECM organization, the immune system and TGF‐β signaling, being generally manifest from day 7 after BLEO administration (Figure 6e, Figure S6,S7). 

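On day 7 after BLEO administration, 137 of 170 candidate genes were DEGs, 107 upregulated and 30 downregulated. The number was 152 on day 14 (121 upregulated, 31 downregulated), 153 on day 21 (118 and 35), 144 on day 28 (113 and 31), 124 on day 35 (99 and 25) and 112 on day 42 (90 and 22). The added requirement of an absolute log2FC of at least 0.5 moved these numbers most, to 107, 134, 128, 116, 95 and 87 genes on the 6 days. When p-values were adjusted over the list alone, 140, 153, 153, 148, 135 and 122 genes were called on the 6 days. A total of 160 candidate genes were called on at least 1 day, 97 on all 6 days and 10 on none. On day 7, DEGs comprised 60 of 71 ECM genes, 51 of 63 immune genes and 26 of 36 TGFβ genes. Each category was then tested as a set against all other genes with limma's camera test at a preset inter-gene correlation of 0.01, with adjustment over the 18 tests. The ECM category was shifted upward on every day, with adjusted p-values between 6.58e-12 on day 14 and 4.66e-06 on day 42. The immune category was also shifted upward on every day, with adjusted p-values between 5.69e-17 on day 35 and 1.75e-12 on day 7. The TGFβ category, which holds upregulated and downregulated genes, was not shifted on any day (lowest adjusted p = 0.167 on day 14), and 0 of its tests had an unadjusted p under 0.05. All 12 shifts held with the fry test, which also called the TGFβ category on day 14 (adjusted p = 5.16e-05) and day 21 (0.0286). None of the 12 held when the inter-gene correlation was estimated from the data, with a lowest adjusted p of 0.0535, although 9 of the 18 tests then had an unadjusted p under 0.05. The mice of each day and CTRL were also split at random in 30 ways, the real one included. The ECM shift was as large in 2 splits on day 28 and in 3 on day 42, so chance splits reached it on these days. On the other days, and for the immune category on every day, only the real split gave as large a shift. The most extreme other split of day 28 had an unadjusted camera p of 4.29e-10 for the ECM category, against 1.22e-08 for the real one. A small p at the preset correlation is thus not by itself evidence of a shift. The Reactome pathways of Figures S6 and S7 were not analysed here.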

While a wide range of markers of immune cell showed sustained upregulation, several tended to gradually lower their expression towards normalization. 

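Among the 63 immune genes of Figure 6e that were tested, 52 were upregulated on at least 1 day after BLEO administration and 44 on all 6 days. Upregulation was present in 47 genes on day 7, 51 on day 14 and 49 on day 42. Of the 51 genes upregulated on day 14, 33 were significantly lower on day 42 than on day 14, 18 did not differ between the days and 0 were higher, also at an unadjusted p under 0.05. Their median log2FC was 1.27 on day 14 and 0.82 on day 42. Only 3 of the 51 genes were no longer upregulated on day 42.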

Dynamic shifts in ECM remodeling were also observed during the course of lung disease BLEO‐IPF mice. For example, expression of *Acta2*, *Col1a1*, *Col1a2*, *Col5a1*, *Col6a1*, *Col6a3* and *Col16a1* were gradually normalized while *Col3a1*, *Col5a2*, *Col5a3*, *Col15a* and *Col18a1* remained at high levels. 

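The 7 genes *Acta2*, *Col1a1*, *Col1a2*, *Col5a1*, *Col6a1*, *Col6a3* and *Col16a1* and the 5 genes *Col3a1*, *Col5a2*, *Col5a3*, *Col15a1* and *Col18a1* all had their highest log2FC on day 14, and all 12 were significantly lower on day 42 than on day 14. Of the first group, none was called on day 42 in the fit of all mice, while the 5 genes of the second group were called on all 6 days. That fit uses 1 estimate of the spread per gene for all groups, so a missing call on day 42 does not by itself show a return to CTRL levels. *Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590 of GRCm38), which encodes smooth muscle α-actin, was at 223 ± 17.4 CPM in CTRL (SD, n = 10), 353 ± 122 CPM on day 14 (SD, n = 12) and 225 ± 27.8 CPM on day 42 (SD, n = 7), with log2FC of 0.66 (adjusted p = 2.07e-04) and 0.01 (adjusted p = 0.975). *Col6a1* (ENSMUSG00000001119, chromosome 10, 76708792 to 76726168) was at 358 ± 35.7, 757 ± 135 and 369.9 ± 31.8 CPM in the same groups, with log2FC of 1.08 (adjusted p = 9.81e-15) and 0.05 (adjusted p = 0.795). The log2FC of *Col5a1* (ENSMUSG00000026837, chromosome 2, 27886425 to 28039514) went from 2.91 on day 14 to 0.76 on day 42 (adjusted p = 0.0913), that of *Col6a3* (ENSMUSG00000048126, chromosome 1, 90765923 to 90843971) from 1.87 to 0.31 (adjusted p = 0.366) and that of *Col16a1* (ENSMUSG00000040690, chromosome 4, 130047840 to 130099283) from 1.15 to 0.39 (adjusted p = 0.101). A fit of only day 42 and CTRL mice called 4 of these 7 genes on day 42, *Col1a1* (adjusted p = 4.87e-04), *Col1a2* (adjusted p = 0.00396), *Col5a1* (adjusted p = 9.92e-05, range over 7 alternatives 9.92e-05 to 0.156) and *Col16a1* (adjusted p = 0.00167, range 0.00167 to 0.166). *Col5a2* (ENSMUSG00000026042, chromosome 1, 45374321 to 45503282) was at 122 ± 18.9 CPM in CTRL, 951 ± 386 CPM on day 14 and 261 ± 78.9 CPM on day 42, where its log2FC was 1.10 (standard error 0.30, adjusted p = 0.00432) and all 7 mice lay above all CTRL mice. On day 42, *Col15a1* (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) had a log2FC of 1.17 (adjusted p = 0.00180) and *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) one of 0.55 (adjusted p = 0.0156). Genes overlapping *Col18a1* on the opposite strand had 5.16% as many counts. *Col5a3* (ENSMUSG00000004098, chromosome 9, 20770050 to 20815067) had a log2FC of 1.24 on day 42 (adjusted p = 0.0395), which was not called without the filter on low counts (0.0669) or with 7 mice per group (0.0802, range over the alternatives 6.18e-06 to 0.0802). Expressed as the share of the day 14 log2FC left on day 42, the first group retained 17.7% ± 11.6 (SD, n = 7 genes, 1.54 to 33.7%) and the second 41.7% ± 4.88 (SD, n = 5 genes, 36.6 to 47.2%). The difference was 24.1 percentage points. No p is given for it, as the paper sorted the 12 genes into these groups by their course in the same data. Over the alternatives, this difference was smallest with 7 mice per group, at 22.6 points.

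**Figure D1:**
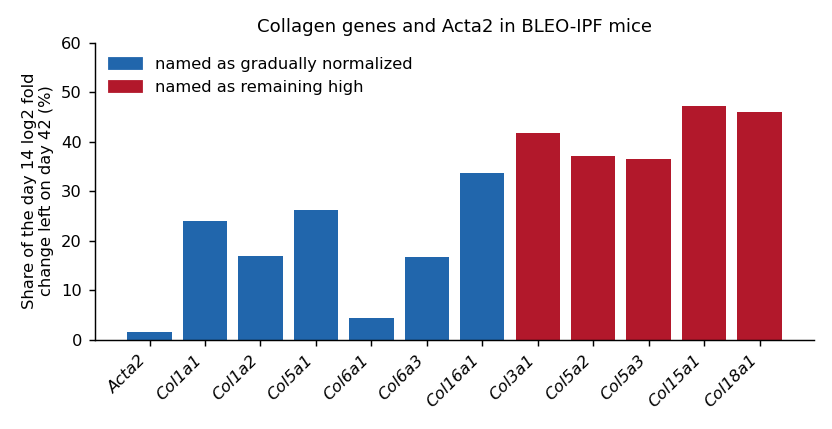
Share of the log2FC on day 14 that was left on day 42 (y axis, percent) for the 12 genes, with 1 bar per gene. Bars of the 7 genes of the first group lie between 1.54 and 33.7% and bars of the 5 genes of the second group between 36.6 and 47.2%.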

Changes in the expression of TGFβ‐associated molecular signaling markers were apparent in BLEO‐IPF mice (Figure 6e; Figure S7). Accordingly, a subset of canonical TGFβR1 (also known as activin receptor‐like kinase 5, Alk5 (Derynck & Budi, 2019; Massagué, 2012)) signaling transduction markers were upregulated (*Tgfb1*, *Tgfbr1*) while others were unaffected (*Smad2*, *Smad3*). 

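*Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077 of GRCm38) was at 76.2 ± 7.26 CPM in CTRL (SD, n = 10), 110.0 ± 13.9 CPM on day 14 (SD, n = 12) and 87.7 ± 8.24 CPM on day 42 (SD, n = 7). Its log2FC was 0.53 on day 14 (standard error 0.09, adjusted p = 2.87e-07), when all 12 mice lay above all CTRL mice, and it was a DEG from day 7 to day 28. On day 35 (adjusted p = 0.174) and day 42 (adjusted p = 0.122) it was not called, although a fit of only day 42 and CTRL mice called it on day 42 (adjusted p = 0.0156, range over 7 alternatives 0.0156 to 0.252). The calls of *Tgfb1* on day 7 and day 28 were each lost under 1 alternative, with 7 mice per group (adjusted p = 0.0631, range 0.00821 to 0.0631) and without the filter on low counts (adjusted p = 0.0523, range 0.00639 to 0.0523). *Tgfbr1* (ENSMUSG00000007613, chromosome 4, 47353222 to 47414931), which encodes ALK5, was a DEG on all 6 days. It was at 90.2 ± 6.12 CPM in CTRL, 150.1 ± 27.2 CPM on day 14 and 122 ± 20.9 CPM on day 42, with log2FC of 0.74 (standard error 0.10, adjusted p = 5.96e-09) and 0.43 (standard error 0.12, adjusted p = 0.00414). *Smad2* (ENSMUSG00000024563, chromosome 18, 76241580 to 76310963) was at 66.5 ± 4.33 CPM in CTRL and 70.0 ± 6.87 CPM on day 14, and its log2FC stayed between 0.00 and 0.07 on the 6 days (lowest adjusted p = 0.189). The sign of *Smad2* on day 7 and day 28 changed between alternatives and was not called under any. *Smad3* (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) was higher on day 14 at 66.8 ± 9.81 CPM against 58.1 ± 5.28 CPM in CTRL, a log2FC of 0.20 (standard error 0.07, adjusted p = 0.00914), with 5 of 12 mice above all CTRL mice. With 7 mice per group this call was lost (adjusted p = 0.0622, range 0.00601 to 0.0622), and *Smad3* was not called on the other days (lowest adjusted p = 0.127 on day 21), except on day 21 in a fit of only day 21 and CTRL mice (adjusted p = 0.0494, range 0.0494 to 0.239).

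**Figure D2:**
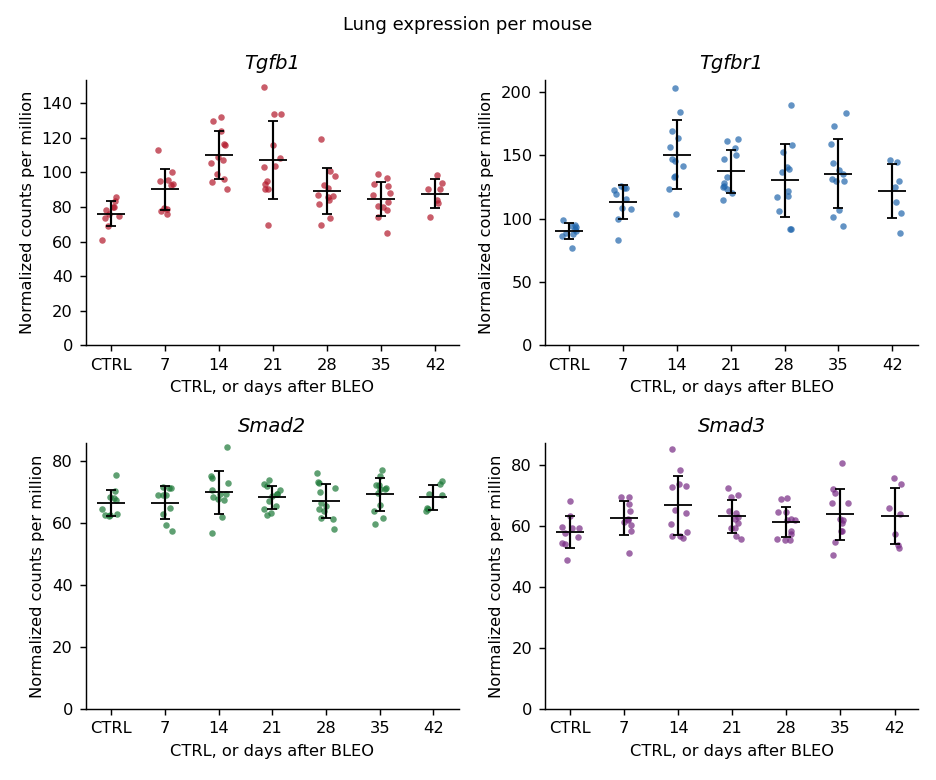
Normalized expression of *Tgfb1*, *Tgfbr1*, *Smad2* and *Smad3* (y axis, CPM) in CTRL mice and on each day after BLEO administration (x axis). Points are single mice and bars mean ± SD. *Tgfbr1* was a DEG on all 6 days and *Smad2* on none.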

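For 11 TGFβ-associated genes (*Ccn2*, *Ccn4*, *Fn1*, *Fst*, *Inhbb*, *Itgav*, *Itgb5*, *Itgb6*, *Mapk11*, *Pmepa1*, *Tgfbr2*), the log2FC was above 0 on all 6 days, although that of *Ccn2* on day 35 turned to -0.0057 with 7 mice per group. *Ccn4*, *Fn1*, *Inhbb*, *Itgb6*, *Pmepa1* and *Tgfbr2* were DEGs on all 6 days, *Itgav* on all but day 42, *Ccn2*, *Fst* and *Mapk11* from day 7 to day 28, and *Itgb5* from day 14 to day 35. *Fn1* (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200 of GRCm38), which encodes fibronectin, was at 531 ± 85.7 CPM in CTRL (SD, n = 10), 5321 ± 2562 CPM on day 14 (SD, n = 12) and 1177 ± 589 CPM on day 42 (SD, n = 7). Its log2FC was 3.32 on day 14 (standard error 0.36, adjusted p = 2.44e-12) and 1.15 on day 42 (standard error 0.36, adjusted p = 0.0154). On day 14, the log2FC was 3.72 for *Fst* (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951; adjusted p = 5.15e-08), 2.44 for *Ccn4* (ENSMUSG00000005124, chromosome 15, 66891320 to 66923201; adjusted p = 1.52e-11), 1.67 for *Pmepa1* (ENSMUSG00000038400, chromosome 2, 173224458 to 173276533; adjusted p = 5.06e-11) and 1.37 for *Ccn2* (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683; adjusted p = 1.84e-07). It was 1.26 for *Inhbb* (ENSMUSG00000037035, chromosome 1, 119415465 to 119422248; adjusted p = 1.47e-07), 0.76 for *Itgb5* (ENSMUSG00000022817, chromosome 16, 33829665 to 33949338; adjusted p = 1.03e-07), 0.68 for *Itgav* (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916; adjusted p = 6.64e-07) and 0.49 for *Mapk11* (ENSMUSG00000053137, chromosome 15, 89142486 to 89149628; adjusted p = 2.72e-05). *Itgb6* (ENSMUSG00000026971, chromosome 2, 60598292 to 60722643) was highest on day 21, with a log2FC of 1.38 (adjusted p = 3.16e-11). On day 42, *Ccn2* (adjusted p = 0.395), *Fst* (0.547), *Mapk11* (0.288), *Itgb5* (0.195) and *Itgav* (0.192) were not called in the fit of all mice. Fits of only the groups compared called *Ccn2* (adjusted p = 0.00728), *Itgb5* (0.00391), *Itgav* (0.0164) and *Prkcz* (0.00246) on day 42, *Fst* (0.0476) and *Mapk11* (0.0106) on day 35 and *Itgb5* on day 7 (0.027). The call of *Ccn4* on day 42 (adjusted p = 0.0493) was lost under 3 of 7 alternatives, which gave 9.32e-04 to 0.0971, as was that of *Tgfbr2* (range 0.00107 to 0.0911). The calls of *Inhbb* on day 42 (range 1.59e-05 to 0.0562), *Itgav* on day 35 (range 0.00276 to 0.0829), *Itgb5* on day 35 (range 7.69e-04 to 0.0612) and *Ccn2* on day 7 (range 3.13e-04 to 0.0768) and day 28 (range 0.00592 to 0.0519) were each lost under 1 or 2 alternatives. *Acvrl1*, *Smad6*, *Tgfbr3* and *Wnt2* were downregulated on all 6 days and *Prkcz* on all but day 42. On day 14, *Acvrl1* (ENSMUSG00000000530, chromosome 15, 101128522 to 101145336) fell from 853 ± 74.5 to 528 ± 93.5 CPM (log2FC -0.69, adjusted p = 2.09e-07) and *Prkcz* (ENSMUSG00000029053, chromosome 4, 155260129 to 155361361) from 54.99 ± 3.56 to 32.6 ± 6.90 CPM (log2FC -0.75, adjusted p = 3.52e-09). The call of *Prkcz* on day 35 (adjusted p = 0.0468) was lost under 5 of 7 alternatives, which gave 0.00143 to 0.181. *Smad6* (ENSMUSG00000036867, chromosome 9, 63953076 to 64022059) had its largest decrease on day 35 (log2FC -0.98, adjusted p = 3.34e-05), as did *Wnt2* (ENSMUSG00000010797, chromosome 6, 17988940 to 18030585; log2FC -1.01, adjusted p = 7.75e-07). With 7 mice per group, the calls of *Acvrl1* on day 42 (range 0.00151 to 0.0550), *Smad6* on day 7 (range 0.00177 to 0.0799) and *Wnt2* on day 7 (range 0.00342 to 0.0724) were lost, and that of *Wnt2* was also lost without the filter on low counts. The call of *Smad6* on day 42 was lost under 4 of 7 alternatives (range 0.00955 to 0.102). *Mapk14* (ENSMUSG00000053436, chromosome 17, 28691329 to 28748406) was not called on any day, with log2FC between -0.07 and 0.05 (lowest adjusted p = 0.302). *Pdgfa* (ENSMUSG00000025856, chromosome 5, 138976014 to 138997370) was not called on any day in the fit of all mice either (lowest adjusted p = 0.0997 on day 42), but fits of only the groups compared called it on day 21 (adjusted p = 0.0363, range 0.0363 to 0.309) and day 42 (adjusted p = 0.0154, range 0.0154 to 0.297). On day 7, replicate 3 had 166 CPM of *Pdgfa* against 66.0 to 94.4 CPM in the other mice of its group, and without it the log2FC went from -0.17 (adjusted p = 0.112) to -0.30 (adjusted p = 8.6e-04), a setting chosen after the values were seen. A gene overlapping *Pdgfa* on the opposite strand had 12.6% as many counts. *Sp1* (ENSMUSG00000001280, chromosome 15, 102406143 to 102436404) was downregulated on all 6 days, on day 14 with a log2FC of -0.47 (standard error 0.06, adjusted p = 3.72e-10), all 12 mice lying below all CTRL mice. The calls of *Sp1* on day 35 (range 0.00529 to 0.388) and day 42 (range 0.00215 to 0.125) were lost under 1 and 3 alternatives. *Smad7* (ENSMUSG00000025880, chromosome 18, 75367529 to 75395935) was downregulated from day 7 to day 35, on day 14 with a log2FC of -0.48 (standard error 0.09, adjusted p = 4.86e-06), and not on day 42 (adjusted p = 0.120). *Wnt3* (ENSMUSG00000000125, chromosome 11, 103774150 to 103817957), with at most 4 counts in any library and a count in 47 of 75, was left out by the filter and was not called on any day without it (lowest adjusted p = 0.211 on day 14).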

Other TGFβ‐responsive genes implicated in IPF, of which some are molecular targets for approved or clinical‐stage IPF therapeutics (Ma et al., 2022; Roach et al., 2021; Wollin et al., 2015; Zhao et al., 2022), were consistently upregulated (*e.g., Ccn2* (*Ctgf*), *Ccn4* (*Wisp1*), *Fn1, Fst, Inhbb, Itgav, Itgb5, Itgb6, Mapk11, Pmepa1, Tgfbr2*), downregulated (e.g., *Acvrl1, Prkcz, Smad6, Tgfbr3, Wnt2*), or largely unregulated (e.g., *Mapk14, Pdgfa, Smad7, Sp1, Wnt3*) over the course of the study.

**FIGURE 6:**
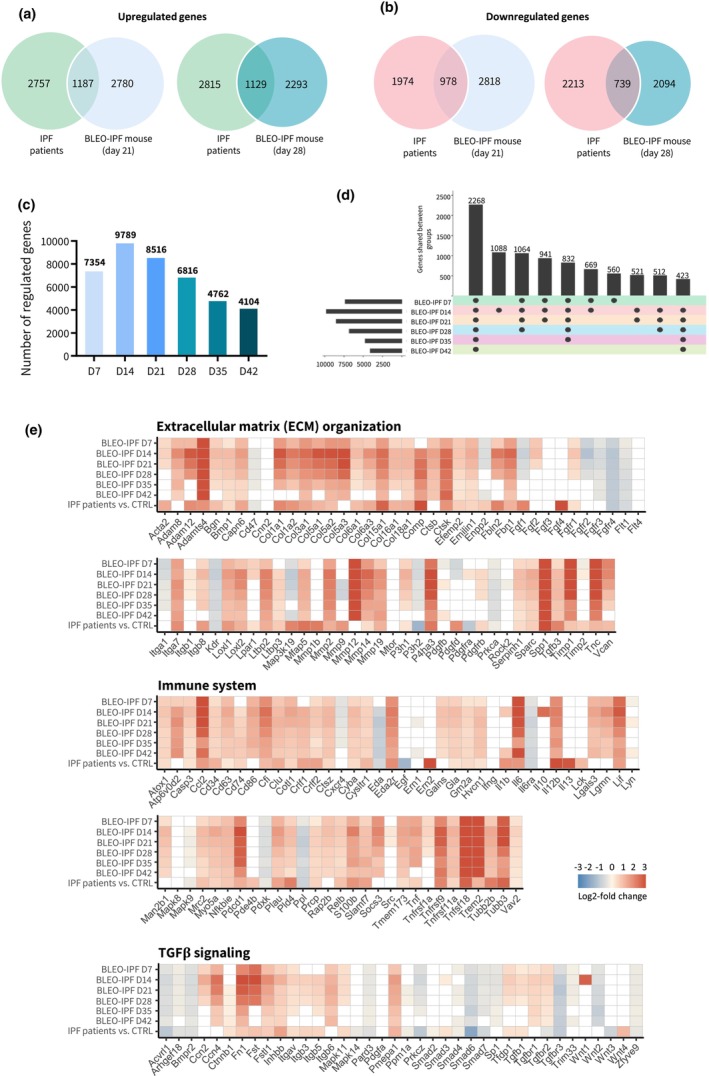
Progressive lung transcriptome changes in BLEO‐IPF mice validated against lung RNA sequencing data from IPF patients. (a, b) Venn diagrams depicting shared and separate differentially expressed genes (DEGs; false discovery rate <0.05) in BLEO IPF mice vs. patients with advanced IPF (Sivakumar et al., 2019). BLEO‐IPF mice (day 21 and 28 post‐administration (*n* = 12 per group) compared to intratracheal saline administration (*n* = 10). (c) Total number of DEGs in BLEO‐IPF mice (day 7‐42 post‐BLEO administration) compared to saline controls. (d) Number of DEGs shared between BLEO‐IPF mice at different time points after BLEO administration. (e) Curated list of 179 candidate genes linked to IPF pathogenesis and fibrosis, divided into three categories, that is, extracellular matrix (ECM) organization, immune system and TGFβ‐associated signaling. Color gradients indicate significantly upregulated (red color) or downregulated (blue color) genes compared to corresponding controls. White color indicates no significant change in gene expression compared to corresponding controls.

### 3.6 Reproducible therapeutic outcomes of ALK5i treatment in BLEO‐IPF mice

For intervention studies, a slightly higher intratracheal dose of BLEO (2.0 mg/kg) was applied to promote a further robust and homogenous lung disease phenotype while preserving a relatively low mortality rate. Further increments in the BLEO dose (2.5 mg/kg) were not tolerated (data not shown). To characterize TGFβ‐directed therapy in the BLEO‐IPF mouse, we profiled a standard orally active ALK5i [SB525334, (Grygielko et al., 2005)] in the model. An initial study aimed to assess drug‐target engagement after ALK5i treatment for 21 days (30 mg/kg, BID), starting at 7 days after BLEO administration. Lung tissue levels of phospho‐SMAD3, a marker of canonical TGFβR1/ALK5 receptor signaling, were significantly upregulated in vehicle‐dosed BLEO‐IPF mice and this effect was completely reversed by ALK5i (Figure S8a). In contrast, phospho‐p38MAPK, a marker of non‐canonical TGFβR1/ALK5 receptor signaling, was unchanged in BLEO‐IPF mice and not influenced by ALK5i (Figure S8b), suggesting preferential recruitment of canonical TGFβR1/ALK5 receptor signaling upon ALK5i treatment. In addition, a subsequent lung global gene expression analysis indicated that several TGF‐β responsive genes were significantly downregulated by ALK5i, including *Ccn2* (*Ctgf*), *Ccn4* (*Wisp1*), *Itgav*, *Itgb5*, *Itgb6, Pdgfa, Pmepa1* and *Tgfbr1* (Figure S8c). Following confirmation of pulmonary target engagement of ALK5i, the compound was subsequently profiled in an extensive series of intervention studies in BLEO‐IPF mice to evaluate consistency of ALK5i treatment outcomes on functional, biochemical, and histological endpoints. ALK5i was administered either bi‐daily (30 mg/kg, BID; 3 studies) or once daily (60 mg/kg, QD; 3 studies) for 21 days. Except for comparing two routes of ALK5i administration, study designs were identical in all six studies in BLEO‐IPF mice (Figure 7a). In all studies, BLEO‐IPF mice were randomized and stratified to treatment according to WBP (PenH) and baseline body weight measured on day 7 after BLEO administration (Figure 7b,c).

**FIGURE 7:**
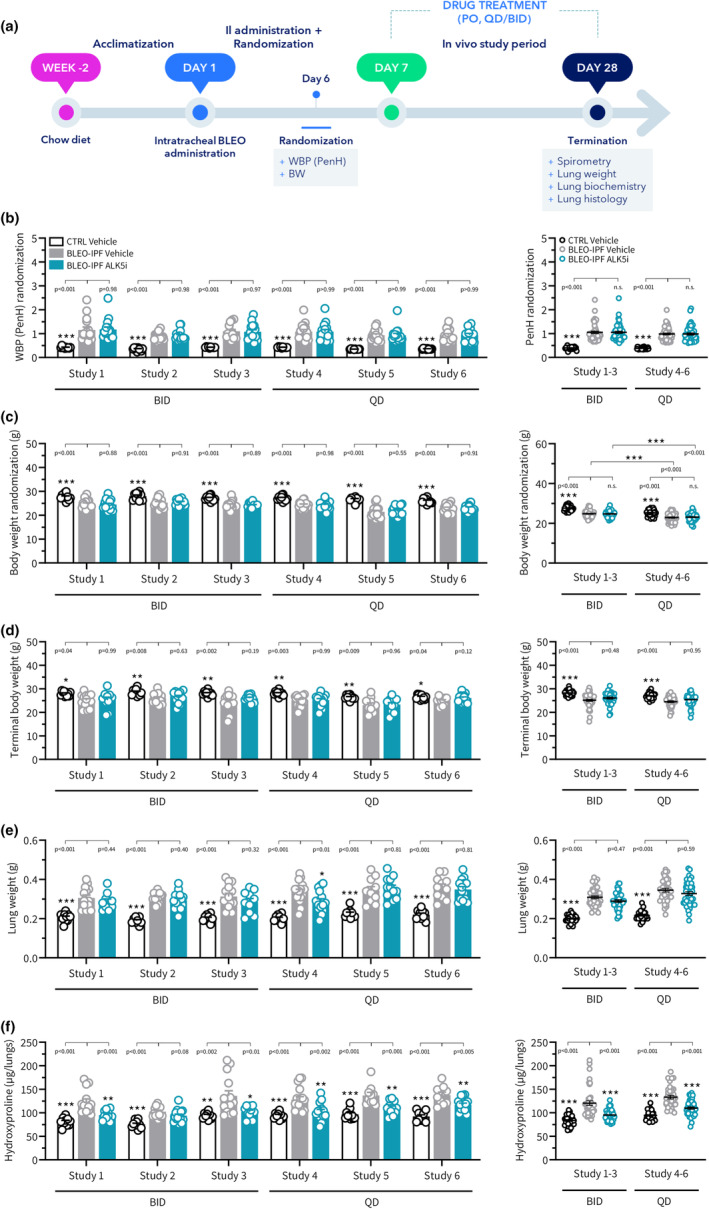
ALK5i treatment effects on body weight, lung weight and lung hydroxyproline content in BLEO‐IPF mice. TGFβR1/ALK5 inhibitor (SB525334) treatment outcomes were compared in 6 independent intervention studies in BLEO‐IPF mice. (a) Study outline. Mice received a single intratracheal instillation of saline vehicle (CTRL) or bleomycin (BLEO‐IPF, 2.0 mg/kg). BLEO‐IPF mice received vehicle (*n* = 10‐14 per study) or ALK5i (60 mg/kg/day, *n* = 10–16 per study), administered orally as bi‐daily (30 mg/kg, BID; study 1‐3) or once daily (60 mg/kg, QD; study 4–6) dosing for 21 days, starting 7 days after intratracheal BLEO instillation. Vehicle‐dosed CTRL mice served as healthy controls (*n* = 10 per study). BLEO‐IPF mice were randomized and stratified to treatment according to (b) PenH (primary factor, determined by whole‐body plethysmography, WBP) and (c) baseline body weight (secondary factor), measured on day 6 after bleomycin administration. (d) Terminal body weight. (e) Lung weight. (f) Total lung hydroxyproline (HP) content. *Left panels*: Data in individual mice according to group and study. *p < 0.05, **p < 0.01, ***p < 0.001 vs. BLEO‐IPF Vehicle, one‐way ANOVA with Dunnett's test for multiple comparisons. *Right panels*: Composite analysis of Alk5i treatment outcomes (group average). ***p < 0.001 vs. corresponding groups in study 1‐3, one‐way ANOVA with Dunnett's test for multiple comparisons.

Irrespective of regimen (BID or QD), vehicle‐dosed BLEO‐IPF mice showed similar disease phenotype at termination across all six studies. Compared to healthy control mice, vehicle‐dosed BLEO‐IPF mice showed moderate (≈10%) body loss at termination (Figure 7d) with significantly increased lung weight and total lung HP content (Figure 7e,f). BLEO‐IPF control mice demonstrated consistently impaired respiratory outcomes, as reflected by impaired FEV0.1, FVC, inspiratory capacity and static compliance (Figure 8a–d). In agreement with reduced static compliance, a proxy for tissue elasticity, all six studies revealed robust and significant increases in the total set of histological markers of fibrosis (Ashcroft score, PSR, Col1a1, Col3), fibrogenesis (α‐SMA) and inflammation (Gal‐3), see Figures 9, 10, and 11.

**FIGURE 8:**
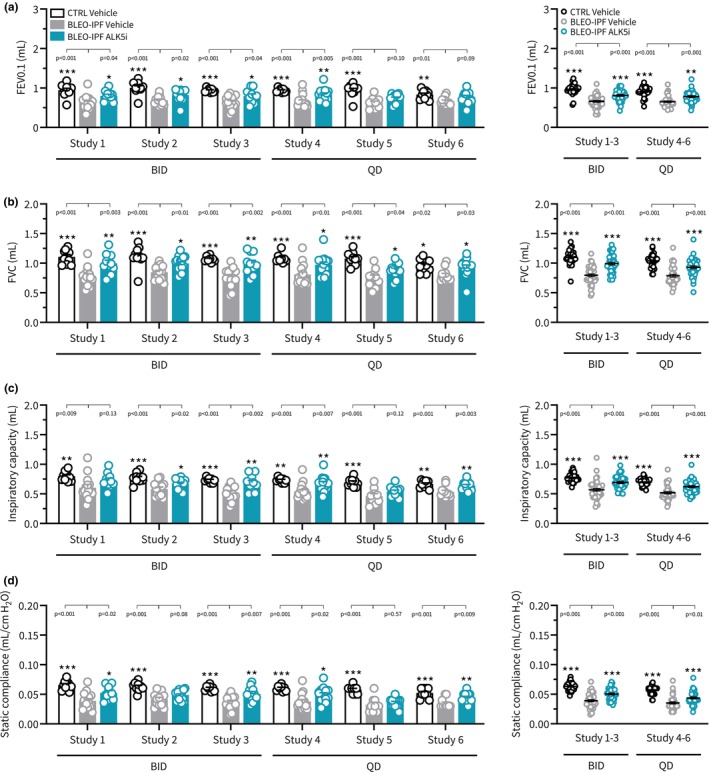
ALK5i treatment effects on spirometry endpoints in BLEO‐IPF mice. Outcomes of TGFβR1/ALK5 inhibitor (SB525334) treatment were compared in 6 independent intervention studies performed in BLEO‐IPF mice. Mice received a single intratracheal instillation of saline vehicle (CTRL) or bleomycin (BLEO‐IPF, 2.0 mg/kg). Mice received vehicle (*n* = 10‐14 per study) or ALK5i (60 mg/kg/day, *n* = 10‐16 per study), administered orally as bi‐daily (30 mg/kg, BID; study 1‐3) or once daily (60 mg/kg, QD; study 4‐6) dosing for 21 days, starting 7 days after intratracheal BLEO instillation. Vehicle‐dosed CTRL mice served as healthy controls. (a) Forced expired volume over 0.1 seconds (FEV0.1). (b) Forced vital capacity (FVC). (c) Inspiratory capacity. (d) Static compliance. *Left panels*: Data in individual mice according to group and study. *p < 0.05, **p < 0.01, ***p < 0.001 vs. corresponding BLEO‐IPF Vehicle group, one‐way ANOVA with Dunnett's test for multiple comparisons. *Right panels*: Composite analysis of Alk5i treatment outcomes (group average). **p < 0.01, ***p < 0.001 vs. BLEO‐IPF Vehicle, one‐way ANOVA with Dunnett's test for multiple comparisons.

**FIGURE 9:**
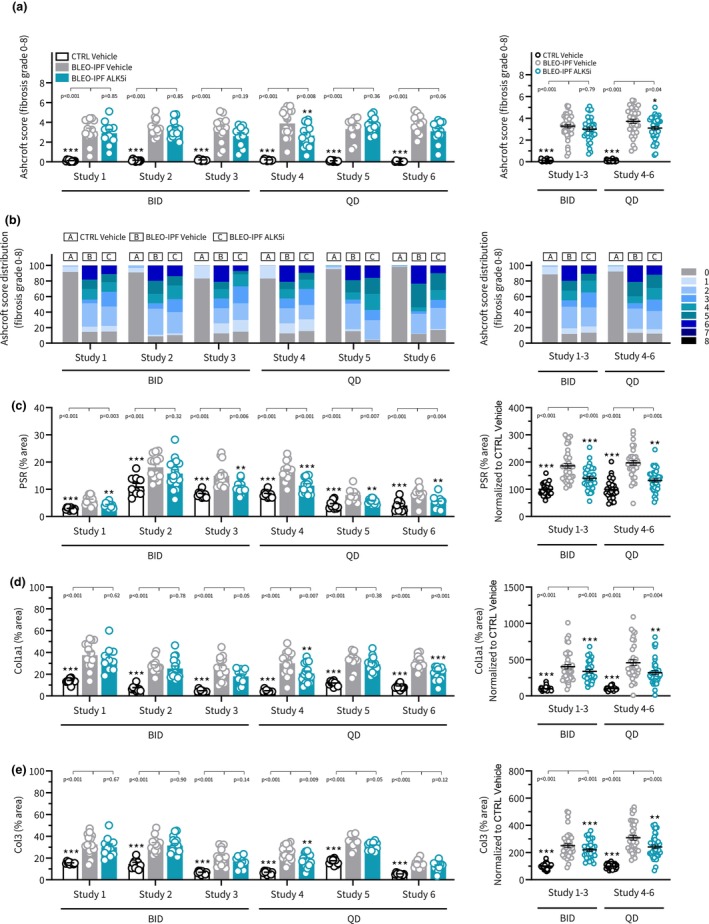
ALK5i treatment effects on lung fibrosis histological endpoints in BLEO‐IPF mice. Outcomes of TGFβR1/ALK5 inhibitor (SB525334) treatment were compared in six independent intervention studies performed in BLEO‐IPF mice. Mice received a single intratracheal instillation of saline vehicle (CTRL) or bleomycin (BLEO‐IPF, 2.0 mg/kg). Mice received vehicle (*n* = 10–14 per study) or ALK5i (60 mg/kg/day, *n* = 10–16 per study), administered orally as bi‐daily (30 mg/kg, BID; study 1–3) or once daily (60 mg/kg, QD; study 4–6) dosing for 21 days, starting 7 days after intratracheal BLEO instillation. Vehicle‐dosed CTRL mice served as healthy controls. (a, b) GHOST‐based Ashcroft fibrosis scoring. (c–e) Histomorphometric assessment of fibrosis (PSR, Col1a1, Col3) using conventional image analysis. Data were calculated as proportionate (%) area of histological staining. (c) PSR. (d) Collagen‐1a1 (Col1a1). (e) Collagen‐3 (Col3). *Left panels*: Data in individual mice according to group and study. **p < 0.01, ***p < 0.001 vs. vs. corresponding BLEO‐IPF Vehicle group. One‐way ANOVA with Dunnett's test for multiple comparisons. *Right panels*: Composite analysis of Alk5i treatment outcomes (group average), depicted as change vs. corresponding CTRL Vehicle group (for quantitative histology only). *p < 0.05, **p < 0.01, ***p < 0.001 corresponding BLEO‐IPF Vehicle group, one‐way ANOVA with Dunnett's test for multiple comparisons.

**FIGURE 10:**
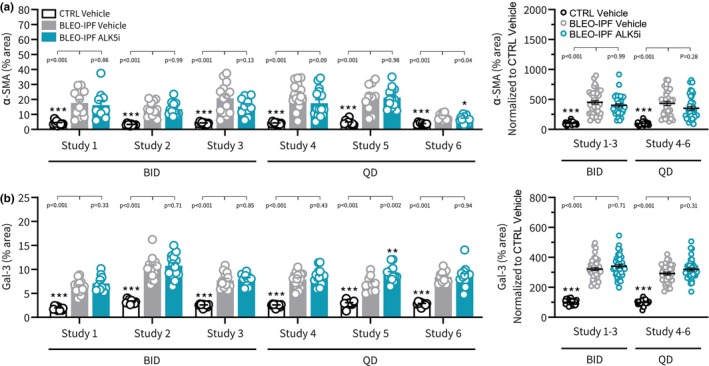
ALK5i Treatment effects on lung fibrogenesis and inflammation histological endpoints in BLEO‐IPF mice. Outcomes of TGFβR1/ALK5 inhibitor (SB525334) treatment were compared in six independent intervention studies performed in BLEO‐IPF mice. Mice received a single intratracheal instillation of saline vehicle (CTRL) or bleomycin (BLEO‐IPF, 2.0 mg/kg). Mice received vehicle (*n* = 10‐14 per study) or ALK5i (60 mg/kg/day, *n* = 10–16 per study), administered orally as bi‐daily (30 mg/kg, BID; study 1–3) or once daily (60 mg/kg, QD; study 4–6) dosing for 21 days, starting 7 days after intratracheal BLEO instillation. Vehicle‐dosed CTRL mice served as healthy controls. Histomorphometric assessment of fibrogenesis (α‐SMA) and inflammation (Gal‐3) using conventional image analysis. Data were calculated as proportionate (%) area of histological staining. (a) Alpha‐smooth muscle actin (α‐SMA). (b) Galectin‐3 (Gal‐3). *Left panels*: Data in individual mice according to group and study. *p < 0.05, **p < 0.01, ***p < 0.001 vs. corresponding BLEO‐IPF Vehicle group. One‐way ANOVA with Dunnett's test for multiple comparisons. *Right panels*: Composite analysis of Alk5i treatment outcomes (group average), depicted as change vs. corresponding CTRL Vehicle group. ***p < 0.001 vs. corresponding BLEO‐IPF Vehicle group, one‐way ANOVA with Dunnett's test for multiple comparisons.

**FIGURE 11:**
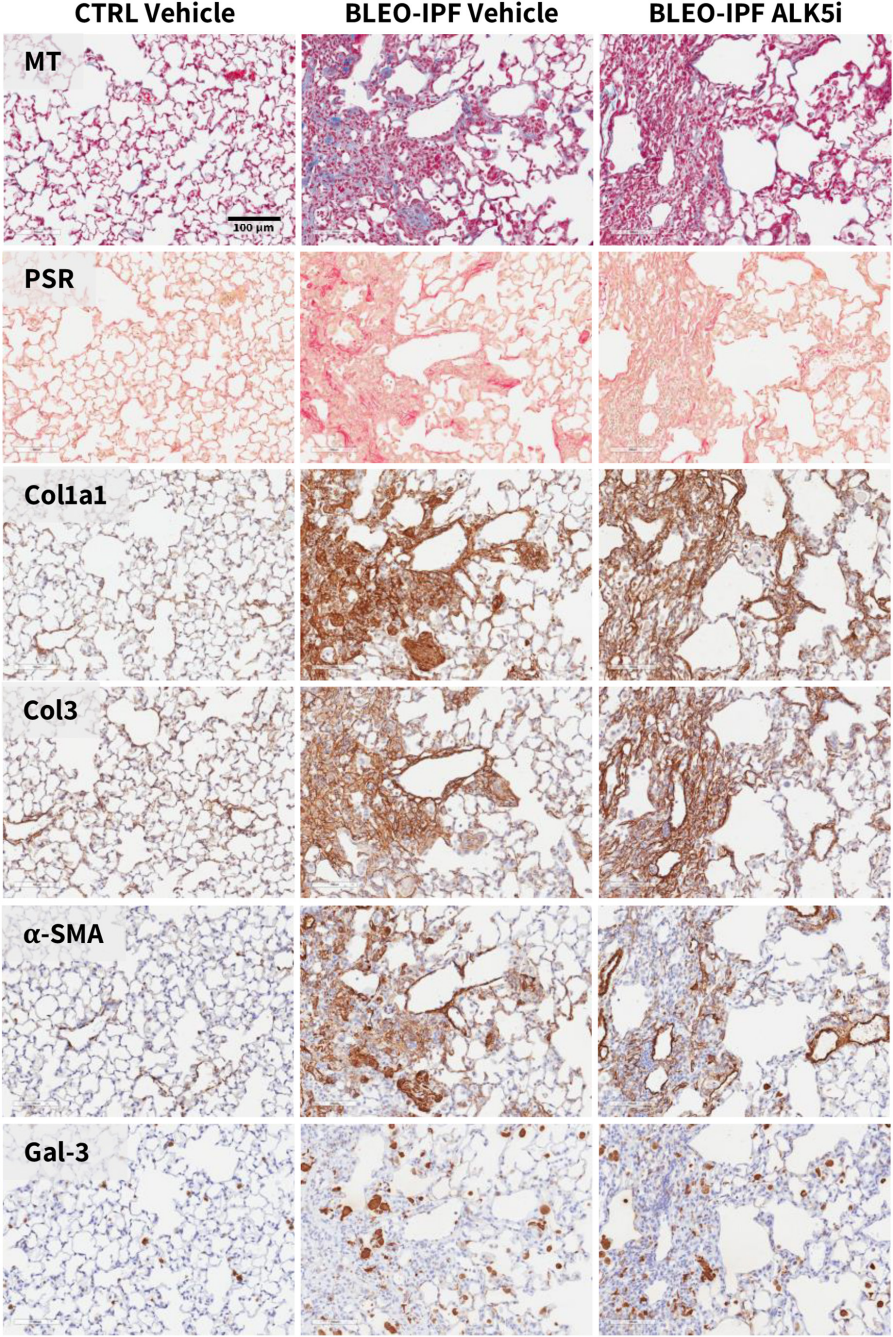
Representative photomicrographs of lung histological stainings. Histological staining from representative ALK5i treatment study (QD dosing) in BLEO‐IPF mice. Mice receiving a single intratracheal instillation of saline vehicle served as healthy controls (CTRL Vehicle). α‐SMA, α‐smooth muscle actin; Col1a1, collagen‐1a1; Col3, collagen‐3; Gal‐3, galectin‐3; MT, Masson's trichrome; PSR, picro sirius red. Scale bar, 100 μm.

The two ALK5i dosing regimens tested (BID and QD) promoted similar and reproducible therapeutic benefits on several pulmonary endpoints in the series of BLEO‐IPF mouse intervention studies performed. Overall, similar therapeutic benefits of ALK5i treatment intervention were achieved for BID and QD dosing regimens, respectively. ALK5i was weight‐neutral and had no consistent effect on lung weight in BLEO‐IPF mice (Figure 7d,e). ALK5i significantly reduced total lung HP content in 5 out of 6 studies (Figure 7f). Notably, ALK5i consistently improved lung function in BLEO‐IPF mice, including expiratory function (FEV0.1, 4 out of 6 studies; FVC, 6 out of 6 studies, Figure 8a,b), inspiratory capacity (4 out of 6 studies, Figure 8c) and static compliance (4 out of 6 studies, Figure 8d). While Ashcroft score was only significantly reduced in 1 out of 6 studies (Figures 9a,b and 11), %‐area of PSR, a standard quantitative histological marker of fibrosis, was significantly decreased in 5 out of 6 studies (Figures 9c and 11). In comparison, ALK5i had less consistent therapeutic effect on other histological markers of fibrosis/fibrogenesis, including Col1a1 (2 out of 6 studies, Figures 9d and 11), Col3 (1 out of 6 studies, Figures 9e and 11) α‐SMA (1 out of 6 studies, Figures 10a and 11). ALK5i did not suppress Gal‐3 expression (Figures 10b and 11).

## 4 DISCUSSION

We here provide a comprehensive description of functional, biochemical, histopathological, and molecular changes over the course of lung disease in the BLEO‐induced and spirometry‐confirmed mouse model of IPF. Our data indicate a consistent disease phenotype in BLEO‐IPF mice with an optimal time window for characterizing fibrosis intervention therapies from days 7–28 after a single intratracheal BLEO instillation. Also, changes in molecular markers of pulmonary fibrosis and immune system dysregulation in the BLEO‐IPF mouse model are comparable with those reported in IPF patients. Importantly, the current study for the first time provides clear evidence of highly reproducible lung functional, biochemical, and histological therapeutic effects of a TGFβR1/ALK5 inhibitor, based on outcomes of six individual intervention studies, establishing ALK5i as a reliable reference drug in preclinical drug discovery for IPF.

The BLEO mouse model is extensively used for studying molecular mechanisms of pulmonary fibrosis and serves as the most widely used animal model in preclinical drug discovery for IPF (Jenkins et al., 2017). A common feature of BLEO‐induced mouse models is the lack of chronicity, as pulmonary fibrosis is not progressive and gradually resolves with time (Degryse & Lawson, 2011; Della Latta et al., 2015; Tashiro et al., 2017). Most BLEO mouse studies have profiled aspects of lung injury at single time points, using a wide range of dosing regimens with single dose intratracheal instillation being the most frequent route of administration (Srour & Thébaud, 2015; Williamson et al., 2015). Although few longitudinal studies on lung pathology have been reported in BLEO mice, they differ based on BLEO dose, route of administration, endpoints applied and duration of disease monitoring (Chung et al., 2003; Milton et al., 2012; Peng et al., 2013; Polosukhin et al., 2012; Washimkar et al., 2023). Given the lack of consistency across laboratories, this study aimed to further inform about temporal dynamics in the disease phenotype and qualify the single BLEO instillation model for use in preclinical drug discovery.

Initially, we characterized functional, biochemical, and histological hallmarks of lung injury in BLEO‐IPF mice for up to 42 days after single‐dose intratracheal administration of BLEO. Overall, our longitudinal study emphasizes the presence of three distinct phases of lung disease in BLEO‐IPF mice, involving an early inflammatory phase (≤7 days), an intermediate phase of active/sustained fibrosis (7–28 days), and a late remodeling phase characterized by gradual resolution of fibrosis (≥35 days). The timing and transition from an acute lung inflammatory response to the onset, progression and regression of fibrosis is in overall agreement with previously reported studies in BLEO‐IPF mice (Izbicki et al., 2002; Peng et al., 2013). Consistent with acute inflammation, a substantial number of immune regulatory genes were found most markedly upregulated from day 7–14 after BLEO administration in our model. 

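Each immune gene of Figure 6e that was upregulated on at least 1 day after BLEO administration was assigned to the day of its largest log2FC against CTRL. This day was day 14 for 42 genes, day 21 for 8 genes and day 35 for 2 genes. No gene had its largest log2FC on day 7, and no test was made of the differences between adjacent days. Over the alternative settings, the number of genes with the largest log2FC on day 7 or day 14 was between 41 and 43.

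**Figure D3:**
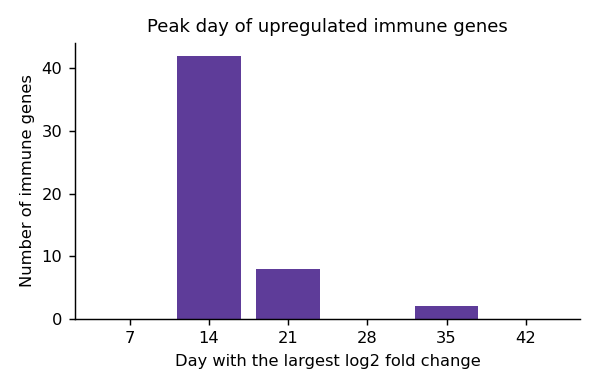
Number of immune genes (y axis) by the day after BLEO administration with their largest log2FC (x axis), among genes upregulated on at least 1 day. The bar of day 14 stands at 42 genes, that of day 21 at 8 and that of day 35 at 2.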

Early inflammatory events are a crucial driver of fibrosis in IPF (Ogawa et al., 2021; Seyran et al., 2023; Shi et al., 2021). Pulmonary inflammation in BLEO‐IPF mice was primarily reflected by expansion in alveolar and interstitial macrophage populations as well as T and B lymphocyte subsets. Alveolar macrophages are key players in the initiation and resolution of inflammation (Pound & Ritskes‐Hoitinga, 2018), a major source of TGF‐β (Szegedy et al., 2016), and capable of exacerbating pulmonary fibrosis by stimulating fibroblast proliferation and collagen synthesis (Chollet et al., 2015; Kingma & Ba, 2015). While less investigated, interstitial macrophages can present antigen and acquire a pro‐fibrotic phenotype depending on stimuli (Aran et al., 2019; Meziani et al., 2018). Although the role of the adaptive immune system in IPF pathogenesis remains to be fully elucidated, several T and B cell populations have been implicated in the initiation and perpetuation of pulmonary injury and fibrosis (Heukels et al., 2019b; Spagnolo et al., 2022). In the present study, a role of macrophages in BLEO‐induced inflammation was supported by upregulated Gal‐3 expression which gradually wore off after peaking on day 7. Gal‐3 is highly expressed and secreted by macrophages (Zaynagetdinov et al., 2013), stimulated by TGF‐β receptor signaling and recognized as a pro‐fibrotic factor in IPF (MacKinnon et al., 2012; Mathur & Singh, 2023).

BLEO‐IPF mice consistently developed restrictive respiratory function associated with reduced lung elasticity as determined by spirometry at study termination. While expiratory function was transiently impaired from day 14–28, inspiratory capacity and static compliance remained compromised throughout the monitoring period. Sustained deficits in static compliance, a proxy for tissue elasticity, were consistent with progressive increases in lung HP content and PSR staining. To further assess histological features of fibrosis in BLEO‐IPF mice, we applied Ashcroft's scoring system originally developed to grade fibrosis in human lung specimens (Moss et al., 2022; Raghu et al., 2018), and subsequently validated and adopted for use in rodent models (Ashcroft et al., 1988; Hübner et al., 2008). As for any single ordinal manual scoring system, the Ashcroft scoring is subject to significant intra/interscorer variability (Ashcroft et al., 1988; Hübner et al., 2008). To circumvent these limitations, we developed, validated, and implemented an automated deep learning‐based digital imaging analysis pipeline, termed GHOST, for more accurate and objective Ashcroft scoring of fibrosis on MT‐stained lung sections from BLEO‐IPF mice. As opposed to maintained high levels of PSR staining, Ashcroft scores declined after an initial increase from day 7‐14, signifying gradual normalization of pulmonary collagen architecture. While PSR and MT are instrumental to visualize and quantify collagen fibers, it is not possible to distinguish between collagen fiber types with these colorimetric methods. In the human and rodent lung, the ECM is composed primarily of Col1 and Col3 subtypes, which provide the structural framework and elasticity of the alveolar wall (Amenta et al., 1988; Booth et al., 2012; Tsukui et al., 2020). In contrast to progressive increases in PSR staining and maintained overexpression of Col3, levels of Col1a1 and α‐SMA [marker for collagen‐producing cells of myofibroblast lineage (Wollin et al., 2015)] declined after reaching a maximum on day 14 in BLEO IPF mice. Global gene expression analysis confirmed temporal differences in *Col1* and *Col3* expression and further emphasized extensive alterations in ECM remodeling markers involving a wide range of collagen isoforms. 

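*Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042 of GRCm38), which encodes the α1 chain of type I collagen, was at 331 ± 72.7 CPM in CTRL (SD, n = 10), 2472 ± 1163 CPM on day 14 (SD, n = 12) and 536 ± 131 CPM on day 42 (SD, n = 7). Its log2FC was 2.90 on day 14 (standard error 0.34, adjusted p = 2.36e-11) and 0.70 on day 42 (standard error 0.35, adjusted p = 0.133), with 5 of 7 mice above all CTRL mice on day 42. *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), which encodes the α2 chain, was at 661 ± 73.3, 3260.0 ± 1194 and 866 ± 192 CPM in the same groups, with log2FC of 2.30 (adjusted p = 8.15e-12) and 0.39 (adjusted p = 0.309). In a fit of only day 42 and CTRL mice, *Col1a1* (adjusted p = 4.87e-04, range over 7 alternatives 4.87e-04 to 0.231) and *Col1a2* (adjusted p = 0.00396, range 0.00396 to 0.494) were called on day 42. *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), which encodes type III collagen, was at 648 ± 154 CPM in CTRL, 3633 ± 919 CPM on day 14 and 1331 ± 202 CPM on day 42. Its log2FC was 2.49 (standard error 0.19, adjusted p = 1.15e-17) and 1.04 (standard error 0.20, adjusted p = 7.59e-05), and all 7 mice lay above all CTRL mice on day 42. From day 14 to day 42, log2 expression fell by 2.21 in *Col1a1* (adjusted p = 4.98e-06), by 1.91 in *Col1a2* (adjusted p = 5.68e-07) and by 1.45 in *Col3a1* (adjusted p = 2.03e-07). The share of the day 14 log2FC left on day 42 was 24% for *Col1a1*, 16.9% for *Col1a2* and 41.8% for *Col3a1*, and the difference between these single genes was not tested.

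**Figure D4:**
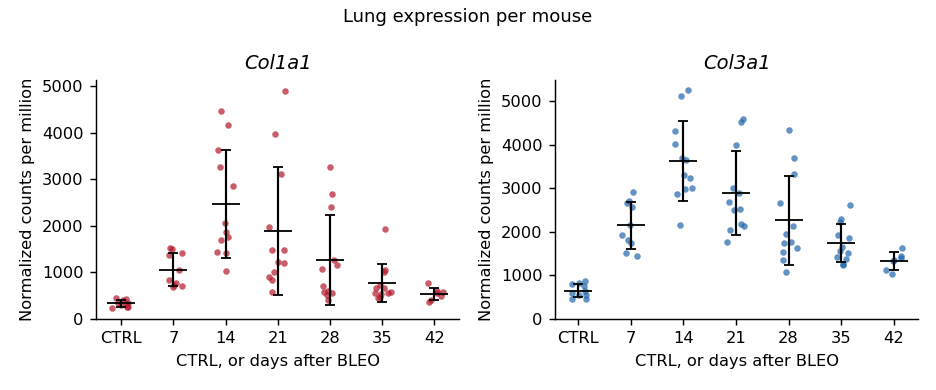
Normalized expression of *Col1a1* and *Col3a1* (y axis, CPM) in CTRL mice and on each day after BLEO administration (x axis). Points are single mice and bars mean ± SD. Both genes were highest on day 14, and on day 42 all 7 mice were above the CTRL mice only in *Col3a1*.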

As collagen fibers are composed of heterotypic fibrils and PSR binds to the fibrillary portion of various collagen types, including Col1 and Col3 (Junqueira et al., 1979), PSR staining may better capture collagen remodeling activity in BLEO‐IPF mice. Overall, spontaneous resolution of fibrosis and gradual recovery of pulmonary compliance in BLEO‐IPF mice is likely due to a combination of reduced fibrogenesis and increased collagen clearance.

In the present study, lung pathological analyses were applied to the right superior (biochemistry) and left (histology) lobule making it pertinent to validate if the changes observed were representative for the whole lung. We confirmed that changes in HP content and histological markers of fibrosis and inflammation were similar throughout the whole lung of BLEO‐IPF mice compared to normal controls, suggesting that BLEO distributed relatively equally to all parts of the lung upon intratracheal instillation. Using stereological sampling principles, we further verified that quantitative histological changes assessed by single section histomorphometry, as exemplified by Col1a1, were representative for the whole lung.

RNA sequencing data were also probed for an extensive set of genes linked to human lung fibrosis, including IPF (Ma et al., 2022; McDonough et al., 2019; Roach et al., 2021; Sivakumar et al., 2019; Wollin et al., 2015; Zhao et al., 2022). To a large extent, BLEO‐IPF mice and IPF patients showed similar directional shifts in the expression of these genes, lending further support to the use of the BLEO‐IPF mouse model in preclinical target discovery. Consistent with TGF‐β being a master regulator of fibrosis (Akhurst & Hata, 2012), BLEO‐IPF mice demonstrated substantially increased TGFβ levels in both BALF (TGFβ1, TGFβ2, TGFβ3) and lung tissue (TGFβ2, TGFβ3) for up to 28 days after BLEO administration. While *Tgfbr1* and *Tgfb2r* expression remained high, *Tgfbr3* was consistently downregulated in BLEO‐IPF mice. In comparison, the expression of *Smad* genes was largely unaffected (*Smad2‐3*) or downregulated (*Smad4‐7*). 

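*Tgfbr2* (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360 of GRCm38) was at 460.3 ± 29.4 CPM in CTRL (SD, n = 10), 753 ± 135 CPM on day 14 (SD, n = 12) and 544 ± 42.6 CPM on day 42 (SD, n = 7). Its log2FC was 0.71 on day 14 (standard error 0.08, adjusted p = 3.31e-11) and 0.24 on day 42 (standard error 0.09, adjusted p = 0.0497). The call on day 42 was lost under 3 of 7 alternatives, whose adjusted p-values ranged from 0.00107 to 0.0911. From day 14 to day 42, log2 expression fell by 0.47 in *Tgfbr2* (adjusted p = 6.42e-05) and by 0.30 in *Tgfbr1* (adjusted p = 0.0311, range 0.00668 to 0.0649), where 2 alternatives did not call the decrease of *Tgfbr1*. *Tgfbr3* (ENSMUSG00000029287, chromosome 5, 107106570 to 107289629) fell from 152 ± 14.7 CPM in CTRL to 66.4 ± 11.6 CPM on day 21, its lowest mean, and was at 75.7 ± 9.47 CPM on day 42. The log2FC of *Tgfbr3* was -1.19 on day 21 (standard error 0.11, adjusted p = 2.04e-14) and -1.003 on day 42 (standard error 0.13, adjusted p = 1.19e-08), with all BLEO-IPF mice of every day below all CTRL mice. *Tgfbr3* did not differ between day 14 and day 42 (adjusted p = 0.892).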

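*Smad4* (ENSMUSG00000024515, chromosome 18, 73639009 to 73703780 of GRCm38) was at 105 ± 6.62 CPM in CTRL (SD, n = 10), 90.0 ± 5.16 CPM on day 21 (SD, n = 12) and 91.3 ± 6.11 CPM on day 42 (SD, n = 7). Its log2FC was -0.23 on day 21 (standard error 0.05, adjusted p = 1.92e-04) and -0.21 on day 42 (standard error 0.06, adjusted p = 0.00855). *Smad4* was also downregulated on day 7 (adjusted p = 0.00903) and day 28 (adjusted p = 0.00576), but not called on day 14 (adjusted p = 0.0959) or day 35 (adjusted p = 0.0578). Over the 7 alternatives, its adjusted p ranged from 0.0136 to 0.206 on day 14 and from 0.0239 to 0.586 on day 35, with 2 alternatives calling it on each of these days. With 7 mice per group, *Smad4* was not called on day 7, 28 or 42, with adjusted p-values of up to 0.0937 (range 0.00412 to 0.0937 on day 7, 0.00177 to 0.0591 on day 28 and 0.00269 to 0.0593 on day 42). *Smad5* (ENSMUSG00000021540, chromosome 13, 56703010 to 56742377) was at 134 ± 9.37 CPM in CTRL and 122 ± 8.69 CPM on day 7 (SD, n = 10), a log2FC of -0.13 (standard error 0.06, adjusted p = 0.0423), a call that was lost under 3 of 7 alternatives (range 0.0177 to 0.153). It was not called from day 14 onwards, with log2FC between -0.05 and 0.03. *Smad6* was a DEG on all 6 days, although its call on day 42 was lost under 4 of 7 alternatives (range 0.00955 to 0.102), and *Smad7* on all but day 42.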

Smad proteins are canonical intracellular effectors of TGF‐β/TGFβR function but exhibit competing profibrotic and antifibrotic actions depending on the composition of TGFβR/Smad‐containing complexes. For example, TGFβ1R/Smad2‐3 interacts with Smad4 to promote myofibroblast activation (transcription of α‐SMA) and transcription of TGFβ1‐inducible ECM components, whereas Smad7 is negative regulator of Smad2/3 and inhibits fibrosis (Akhurst & Hata, 2012). In addition to the markedly elevated TGFβ protein levels clearly implicating TGFβRs in pulmonary fibrosis, our genome‐wide gene expression analysis signifies engagement of several TGFβ‐responsive genes in BLEO‐IPF mice. It should be noted that we did not assess TGFβR/Smad phosphorylation events which could serve to delineate TGFβ‐specific signaling events in the model further.

Rodent models applicable in preclinical drug discovery should demonstrate reproducible efficacy of a relevant drug treatment concept (Jenkins et al., 2017; Pound & Ritskes‐Hoitinga, 2018). Consequently, the repetition of intervention studies plays an integral role in the scrutinized validation of rodent models of IPF (Tashiro et al., 2017). As for clinical trials, measures to reduce group differences in baseline disease severity are often key to preventing bias and reducing variability in treatment outcomes in preclinical studies (Pound & Ritskes‐Hoitinga, 2018). Unrestrained WBP, a non‐invasive method allowing monitoring of respiratory mechanics in conscious mice (Hoymann, 2007; Lomask, 2006), has previously been reported to accurately detect respiratory deficits after single‐dose BLEO administration in mice (Khan et al., 2023; Milton et al., 2012; Vanoirbeek et al., 2010). Consistent with spirometry data, BLEO‐IPF mice also showed impaired respiratory function as measured by WBP. By detailed examination of WBP parameters, we confirmed that PenH is a sensitive proxy for impaired pulmonary function in BLEO‐IPF mice. As for spirometry variables, changes in WBP (PenH) regressed over time in BLEO‐IPF mice, although WBP‐assessed respiratory function remained significantly compromised for at least 28 days after single‐dose BLEO administration. Because gradual normalization of spirometry and WBP readouts occurred in parallel to spontaneous reversal of elevated lung weight, inflammation, and fibrosis, it may be speculated that both lung oedema and fibrosis were key determinants of spirometry and WBP outcomes in BLEO‐IPF mice. Importantly, increased PenH at baseline (day 7) was predictive of long‐term reductions in lung function in BLEO‐IPF mice, as measured by terminal spirometry on day 28. WBP (PenH) can therefore serve to exclude mice not responding adequately to BLEO as well as enable group‐wise stratification of lung disease before initiation of drug treatment in BLEO‐IPF mice. Baseline WBP (PenH)‐enabled group randomization and stratification was therefore applied in a comprehensive series of BLEO‐IPF mouse studies aiming to evaluate treatment efficacy of TGFβ1R‐selective blockade using an orally active TGFβ1R/ALK5i, (SB525334) (Grygielko et al., 2005).

ALK5i therapy was profiled using a moderate daily dose (60 mg/kg) in a 3‐week treatment intervention regimen (days 7–28 after the BLEO challenge), a time window applicable for studying the effects of lung fibrosis in the model. We initially confirmed the downregulation of pulmonary SMAD3 phosphorylation, a proxy for TGFβ1R target engagement, following ALK5i treatment in BLEO‐IPF mice. ALK5i also suppressed the expression of several TGFβ‐responsive genes, further supporting TGFβ‐directed inhibitory effects of the compound. ALK5i was therefore characterized in a total of 6 intervention studies with similar design for scrutinized assessment of the reproducibility of treatment outcomes following either twice‐daily (BID, 30 mg/kg, 3 studies) or once‐daily (QD, 60 mg/kg, 3 studies) administration over 3 weeks. Vehicle‐dosed BLEO‐IPF mice demonstrated comparable lung functional, biochemical, and histological changes across all intervention studies, further validating the robustness of the lung disease phenotype and enabling direct comparison of ALK5i effects in all intervention studies. Our study provides clear evidence of reproducible therapeutic efficacy of a standard TGFβR1/ALK5i in BLEO‐IPF mice, establishing ALK5i as a reliable reference drug in treatment intervention studies in the model. Irrespective of the dosing regimen applied, ALK5i consistently improved standard measures of lung function (FVC, FEV0.1, IC, static compliance) in BLEO‐IPF mice. FVC is considered most predictive for restrictive lung disease, and the most commonly employed and accepted primary endpoint in clinical trials for IPF (Fainberg et al., 2022; Nathan et al., 2021). In agreement with previous studies (Scotton et al., 2013), ALK5i did not reduce lung weight (oedema) in BLEO‐IPF mice.

Although there are no validated diagnostic or prognostic molecular markers for human interstitial lung diseases, biomarkers of ECM turnover/remodeling may hold promise in predicting lung function decline or outcome in patients with IPF (Inoue et al., 2020; Jenkins et al., 2015; Organ et al., 2019), emphasizing the focus on using more direct measures of lung fibrosis in clinical drug development. In contrast to clinical trials in IPF patients, lung biochemical and histological endpoints are commonly used in preclinical IPF studies, notably in various BLEO mouse models (Carrington et al., 2018; Della Latta et al., 2015). Among the extensive series of biochemical and histological markers applied to further validate the therapeutic effects of ALK5i, we report that two standard histological markers of fibrosis, i.e. total lung HP content and %‐area of PSR staining, were consistently improved. In agreement with our study, these markers have previously been reported reduced following ALK5i intervention therapy in BLEO mice (Jarman et al., 2014; Peng et al., 2013; Scotton et al., 2013; Smoktunowicz et al., 2015). Because total lung HP content and %‐area of PSR staining remained progressively elevated in the model, these two quantitative markers of fibrosis appear highly sensitive to detect antifibrotic drug effects. In contrast, the Ashcroft score and other quantitative histological markers (Col1a1, Col3, α‐SMA, Gal‐3) showed a spontaneous decline from day 14 after BLEO instillation (corresponding to ALK5i treatment day 7), which could render these markers less sensitive. Because reduced *Col1a1* and *Col3a1* mRNA expression has been reported following prophylactic (Cedilak et al., 2019; Higashiyama et al., 2007) and interventional (Jarman et al., 2014) ALK5i treatment in BLEO‐IPF mice, it may be speculated that ALK5i suppressed de novo collagen synthesis but was unable to enhance clearance of already deposited collagen fibers. Collectively, our in‐depth histological analyses indicates complex molecular mechanisms of ECM remodeling in BLEO‐IPF mice. Future histological studies must aim to characterize these dynamics in further detail.

In preclinical research, drug candidates for IPF have commonly been administered prior to BLEO instillation or within the early (inflammatory) phase of lung injury, that is, before the appearance of fibrotic lesions, thus aiming to prevent rather than reverse fibrosis (Kolb et al., 2020). Although this study design can provide preclinical proof of concept, it has limited applicability to human IPF as most patients have a significant fibrotic burden at the time of clinical presentation (Ley et al., 2011). While the BLEO‐IPF mouse is considered the best preclinical model available for drug efficacy testing (Jenkins et al., 2017), it should be noted that there exists no consensus on an optimal study design for profiling the antifibrotic efficacy of test drugs in standard animal models of IPF, including BLEO models. In the context of ALK5i treatment, previously reported BLEO studies vary substantially with regards to selection of rodent species (mouse or rat), BLEO challenge (intratracheal or intranasal; 6‐50 U per animal; 0.03–3 mg/kg) and ALK5i treatment regimen, including dose (10–60 mg/kg/day; oral or in‐diet), oral dosing frequency (BID or QD) and timing (prevention or intervention) and duration of treatment (7‐21 days) (Cedilak et al., 2019; Higashiyama et al., 2007; Jarman et al., 2014; Peng et al., 2013; Scotton et al., 2013; Smoktunowicz et al., 2015). Consistent with the common lack of pulmonary function tests in preclinical studies for IPF, only a single study has reported the use of spirometry to assess benefits of ALK5i treatment in BLEO‐IPF mice (Jarman et al., 2014). Our study, therefore, sets a framework for characterizing preclinical drug candidates for potential antifibrotic efficacy in the BLEO‐IPF mouse, using ALK5i as a reliable reference drug in treatment intervention studies.

The study has potential limitations. While we here provide a comprehensive description of the lung disease phenotype and reproducible ALK5i treatment responses in male BLEO‐IPF mice, future studies in BLEO‐IPF mice would benefit from comparatively profiling the model and ALK5i treatment in male vs. female mice. Given that aging is recognized as a major risk factor for IPF (Ley et al., 2011), translatability of the spirometry‐confirmed BLEO‐IPF mouse model may be further addressed by directly comparing the disease phenotype in young vs. aged mice (Redente et al., 2011). Considering that the single‐dose BLEO‐induced mouse model is limited by spontaneous resolution of lung disease, it could be advantageous to additionally profile ALK5i therapy in the context of sustained, progressive fibrotic lung injury, which has been reported following repetitive BLEO administration in mice (Redente et al., 2021). While we implemented non‐invasive WPB (PenH) with the aim to select and stratify BLEO‐IPF mice with impaired respiratory function at baseline, co‐application of WBP at study termination could potentially allow for within‐subject (pre‐to‐post) evaluation of lung function over the course of ALK5i treatment. Furthermore, similar scrutinized and repeated studies in the spirometry‐confirmed BLEO‐IPF mouse are warranted to inform about the degree of reproducibility of treatment outcomes using currently approved drugs for IPF, including pirfenidone and nintedanib.

## 5 CONCLUSION

The single intratracheal BLEO‐instillation mouse model of IPF consistently presents with impaired lung function and pulmonary fibrosis. ALK5i treatment reliably improves hallmarks of fibrotic lung disease, indicating the benefits of TGFβ signaling‐directed intervention in the model and establishing ALK5i as an applicable reference compound in BLEO‐IPF mouse studies. Furthermore, stratifying baseline WPB (PenH) readouts for confirmation of respiratory deficits has the potential to improve preclinical efficacy evaluation of novel drug candidates for IPF.

### AUTHOR CONTRUBUTIONS

AGP, SHK, MRR, HHH and MFE conceived and designed research. AGP, SHK, JB, DO, AMA, SEP, CGS, MWA, MRM, YN and JB performed experiments. AGP, SHK, JB, DO, AMA, SEP, CGS, MWA, MRM, YN, MRR and HHH analyzed data. AGP, SHK, AMA, CGS, MRM, MRR, US, HHH and MFE interpreted the results of the experiments. AGP, SHK, JB, DO, SEP, CGS, MWA, MRM, and HHH prepared figures. AGP, SHK, CGS, MWA, MRR, HHH and MFE drafted the manuscript. AGP, SHK, CGS, MWA, YN, MRR, US, HHH and MFE edited and revised the manuscript. All authors approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

AGP, SHK, JB, DO, SEP, CGS, MWA, MRM, HHH and MFE are employed by Gubra; AGP, DO, CGS, MRM, HHH and MFE are shareholders in Gubra. AMA was employed by Gubra and is presently employed by IQVIA. YN, JB and MRR are employed by Enanta Pharmaceuticals; US is employed by Aarhus University, Aarhus, Denmark. No other potential conflicts of interest relevant to this article were reported.

## ETHICS STATEMENT

The Danish Animal Experimentation Council approved all experiments (licenses #2018‐15‐0201‐01532, #2023‐15‐0201‐01454). All animal experiments were conducted in accordance with Gubra bioethical guidelines which are fully compliant with national and internationally accepted principles for the ethical, humane and responsible care and use of laboratory animals. The animal facility at Gubra is a fully AAALAC accredited unit.

## Supporting information

Figure S1.
Figure S2.
Figure S3.
Figure S4.
Figure S5.
Figure S6.
Figure S7.
Figure S8.

Data S1.

## Data Availability

The RNA sequencing datasets generated in the current study are available in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE268757.

# Supplementary material for: Reproducible lung protective effects of a TGFβR1/ALK5 inhibitor in a bleomycin‐induced and spirometry‐confirmed model of IPF in male mice
**Source:** Physiol Rep. 2024 Oct 11;12(19):e70077. doi: 10.14814/phy2.70077
**Supplement:** Supplementary file 1 — Figure S1. Figure S2. Figure S3. Figure S4. Figure S5. Figure S6. Figure S7. Figure S8.

**Figure S1. Application of non-invasive whole-body plethysmography for assessment of respiratory function in freely moving BLEO-IPF mice.** Mice received an intratracheal installation of saline vehicle (CTRL, n=10) or bleomycin (2.0 mg/kg, n=11) on study day 1. Whole-body plethysmography (WBP) parameters were assessed on day 7-28 (D7-D28) after bleomycin administration. **(A)** PenH. **(B-E)** WBP parameters used for calculation of PenH. **(F-N)** Other parameters derived from the WBP analysis. Mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  vs. CTRL. One-way ANOVA with Tukey's post-hoc test.

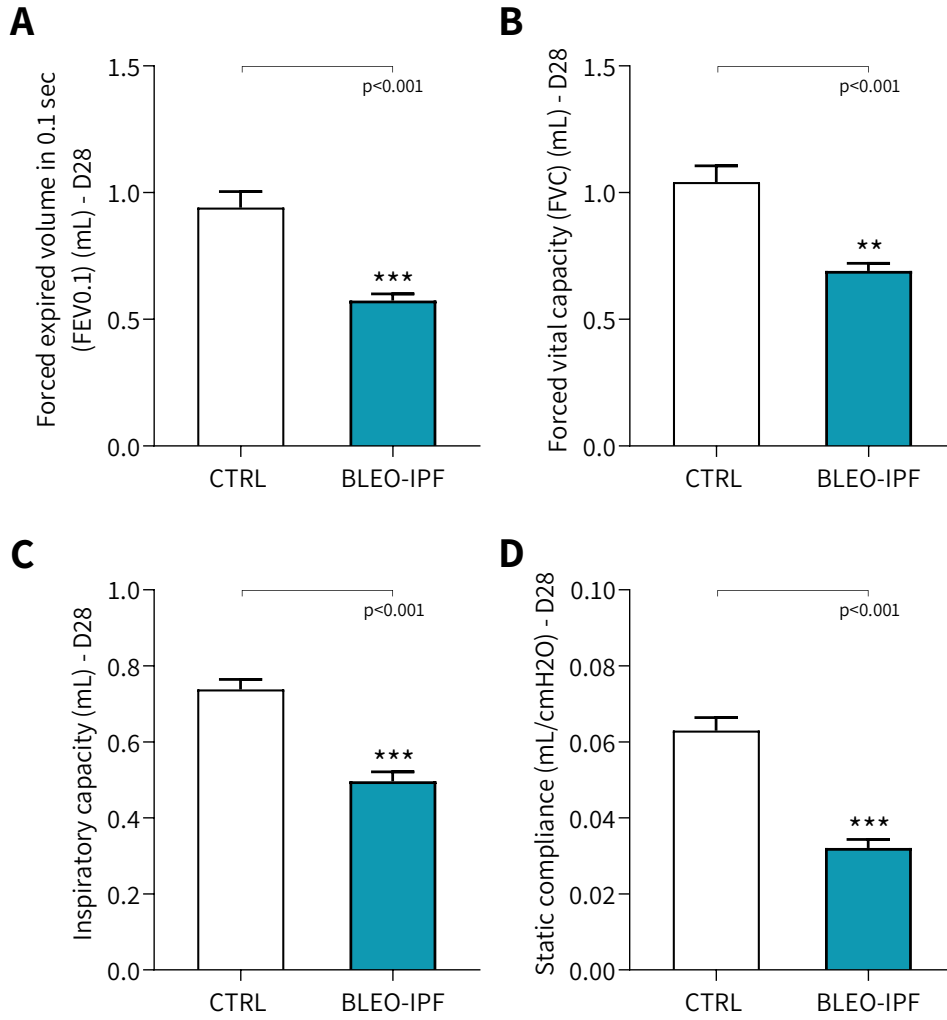

**Figure S2. Spirometry performed at termination of longitudinal whole-body plethysmography study.** Spirometry parameters were assessed on day 28 after an intratracheal installation of saline vehicle (CTRL, n=10) or bleomycin (BLEO-IPF, 2.0 mg/kg, n=11). **(A)** Forced vital capacity (FVC). **(B)** Forced expiratory volume in 0.1 seconds (FEV0.1). **(C)** Inspiratory capacity. **(D)** Static compliance. (IC). Mean  $\pm$  SEM. \*\* $p < 0.01$ , \*\*\* $p < 0.001$  vs. CTRL. Mann-Whitney test.

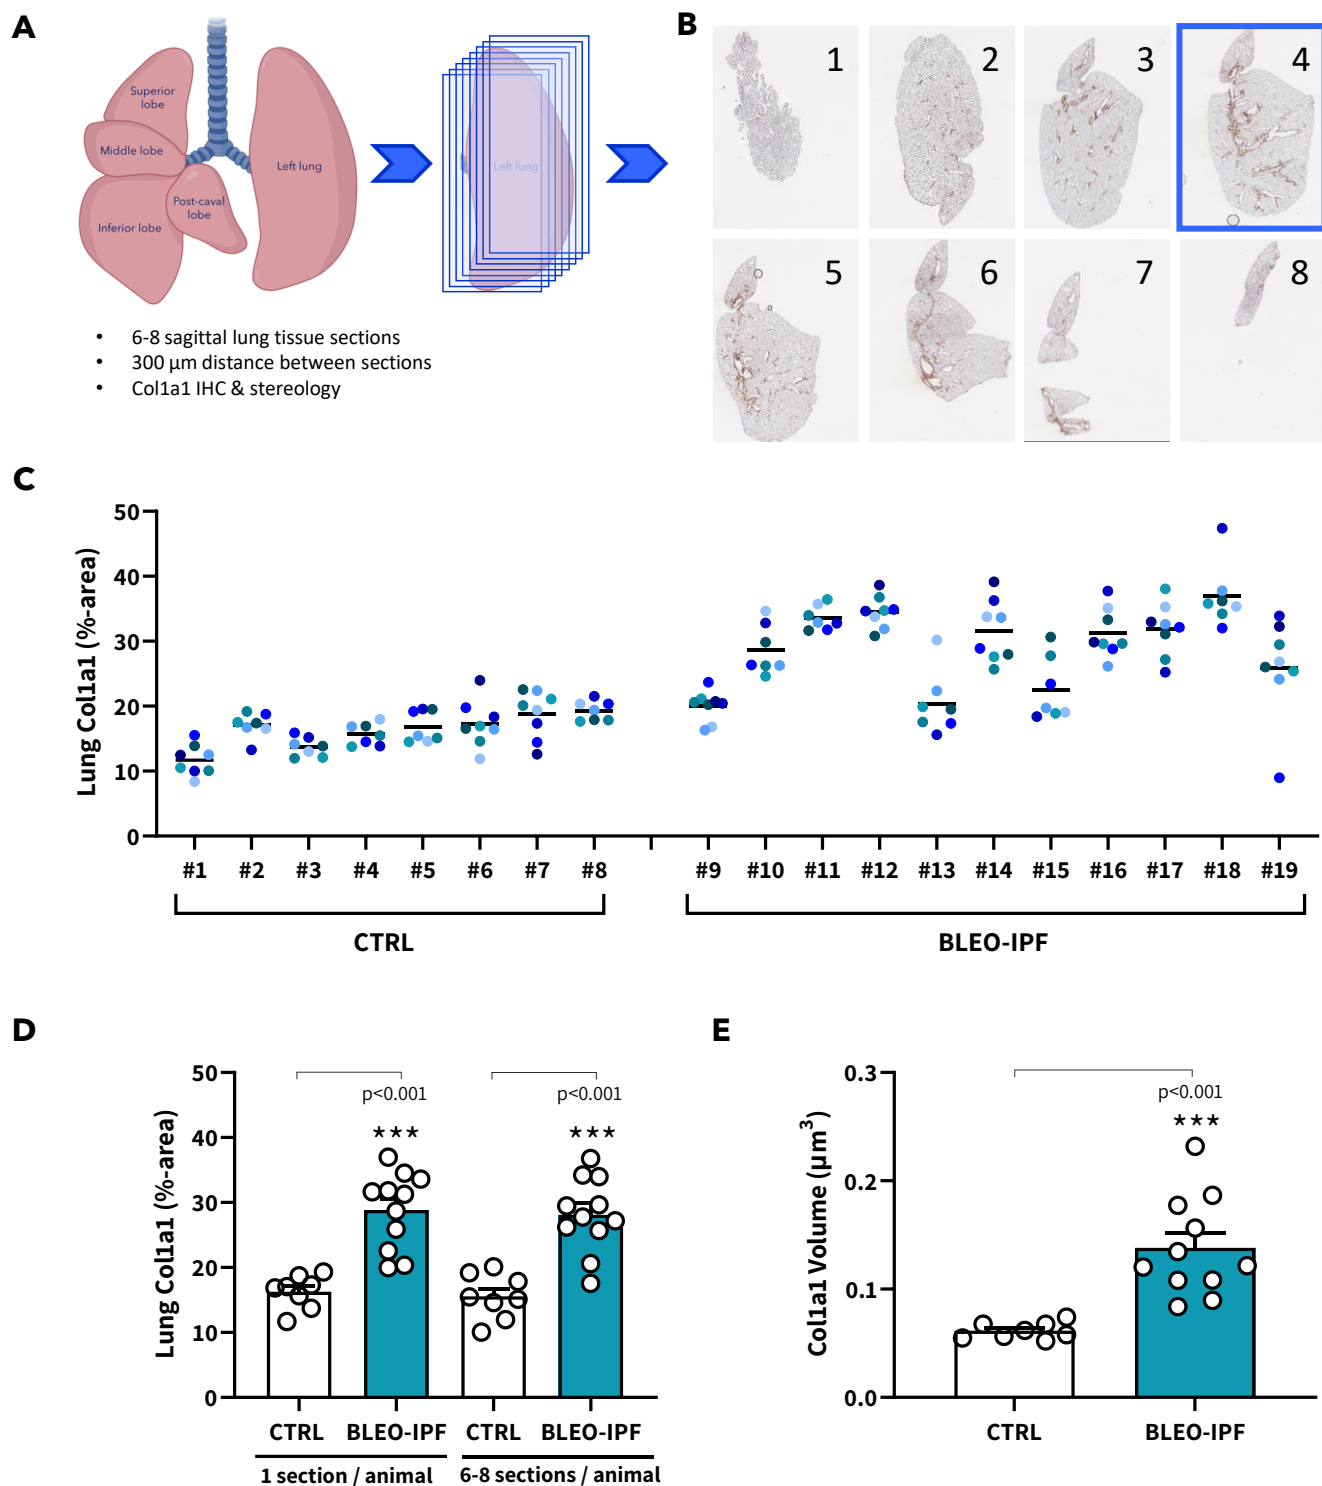

**Figure S3. Collagen-1a1 histomorphometry on left lung single-sections is representative of whole-lobule collagen-1a1 expression levels in BLEO-IPF mice.** Mice received an intratracheal installation of saline vehicle (CTRL,  $n=8$ ) or bleomycin (BLEO-IPF, 2.0 mg/kg,  $n=11$ ). Mice were terminated 28 days post-administration. **(A, B)** Using stereological principles, sagittal tissue sections ( $n=6-8$  per animal) were systematically sampled throughout the left lung lobule and processed for collagen-1a1 (Col1a1) immunohistochemistry. **(C)** Proportionate (%) area of Col1a1 immunostaining at each lung sagittal level in individual CTRL and BLEO-IPF mice. **(D)** Comparison of Col1a1 %-area for representative lung section (1 section per animal) vs. mean of all sections sampled in each mouse. **(E)** Total lung lobule Col1a1 volume ( $\mu\text{m}^3 \pm \text{S.E.M.}$ ). \*\*\* $p < 0.001$  vs. CTRL, one-way analysis of variance (ANOVA) for multiple comparisons followed by Tukey's post-hoc test. ns, not statistically significant ( $p > 0.05$ ).

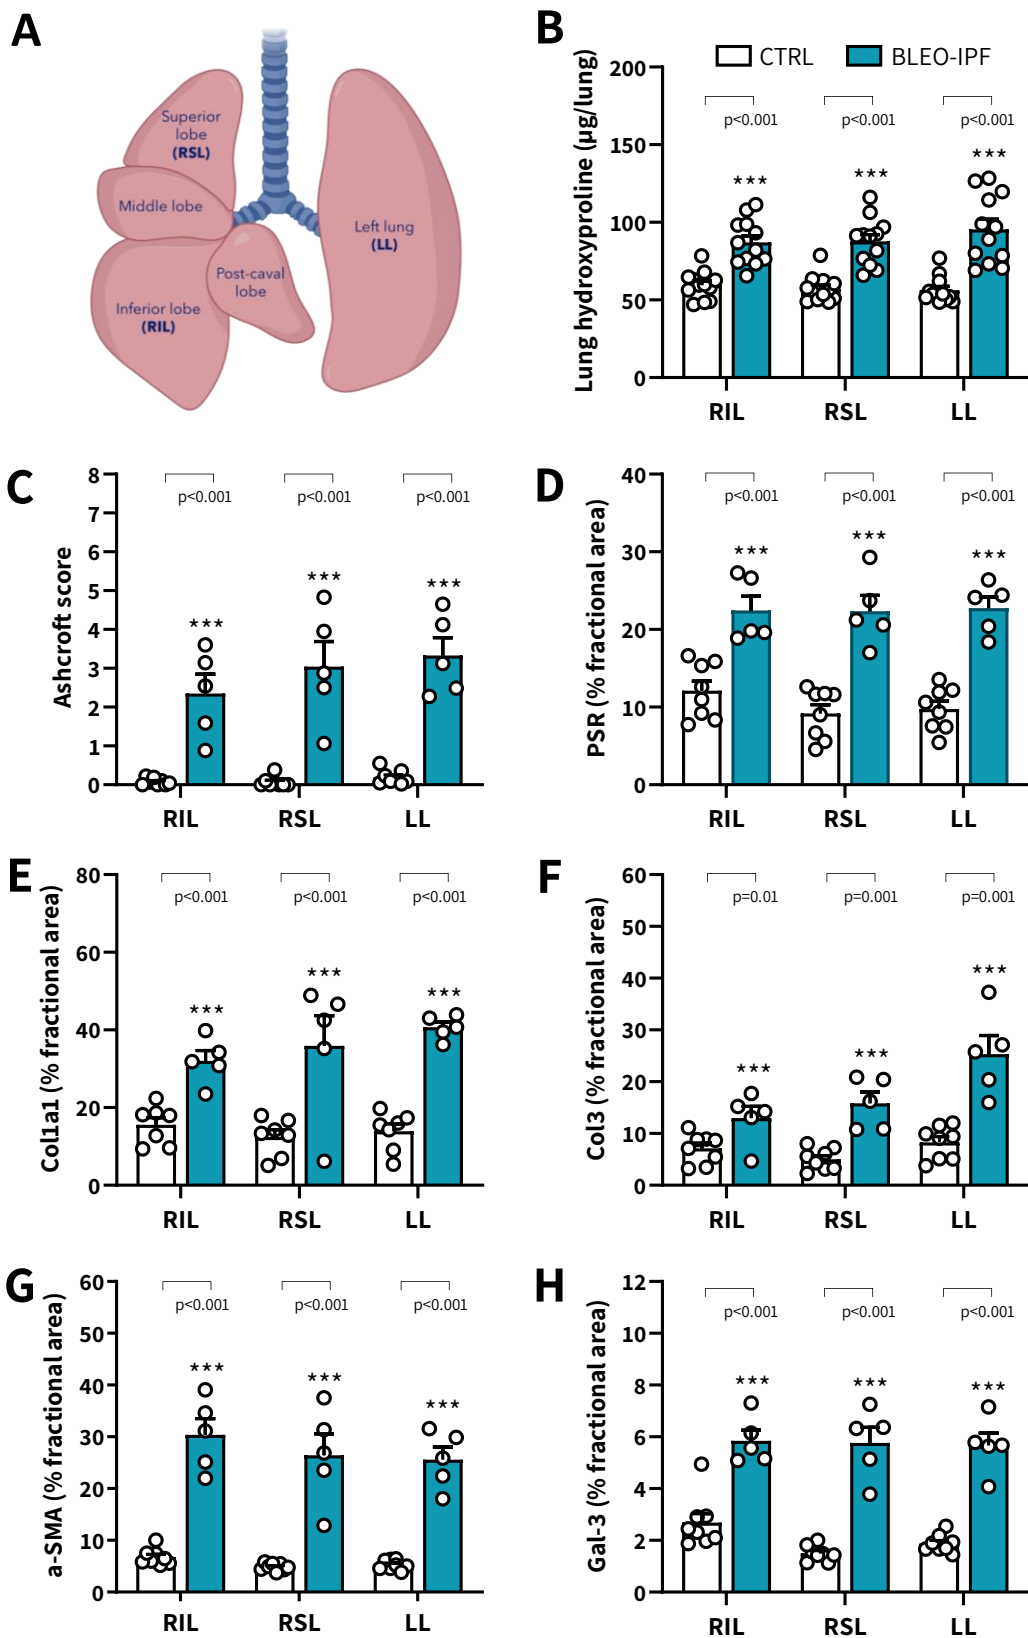

**Figure S4. Assessment of left lobule histopathology is representative of whole-lung histopathology in BLEO-IPF mice.** Mice received an intratracheal installation of saline vehicle (CTRL, n=6) or bleomycin (BLEO-IPF, 1.5 mg/kg, n=5) and terminated 28 days post-administration. **(A)** Sagittal tissue sections (n=1 per animal) were sampled from the right inferior (RIL), right superior (RSL) and left lung (LLL) lobule in CTRL and BLEO-IPF mice. **(B)** Hydroxyproline. **(C-H)** Sections were processed for Picro-sirius red (PSR) and Masson's trichrome (MT) staining as well as collagen-1a1 (Col1a1), collagen-3 (Col3), α-smooth muscle actin (α-SMA) and galectin-3 (Gal-3) immunohistochemistry. **(C)** Ashcroft score (analysed from MT-stained sections). Proportionate (%) area of **(D)** PSR staining, **(E)** Col1a1, **(F)** Col3, **(G)** α-SMA, and **(H)** galectin-3. Mean ± SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 vs. CTRL, one-way analysis of variance (ANOVA) for multiple comparisons followed by Tukey's post-hoc test. ns, not statistically significant (p>0.05).

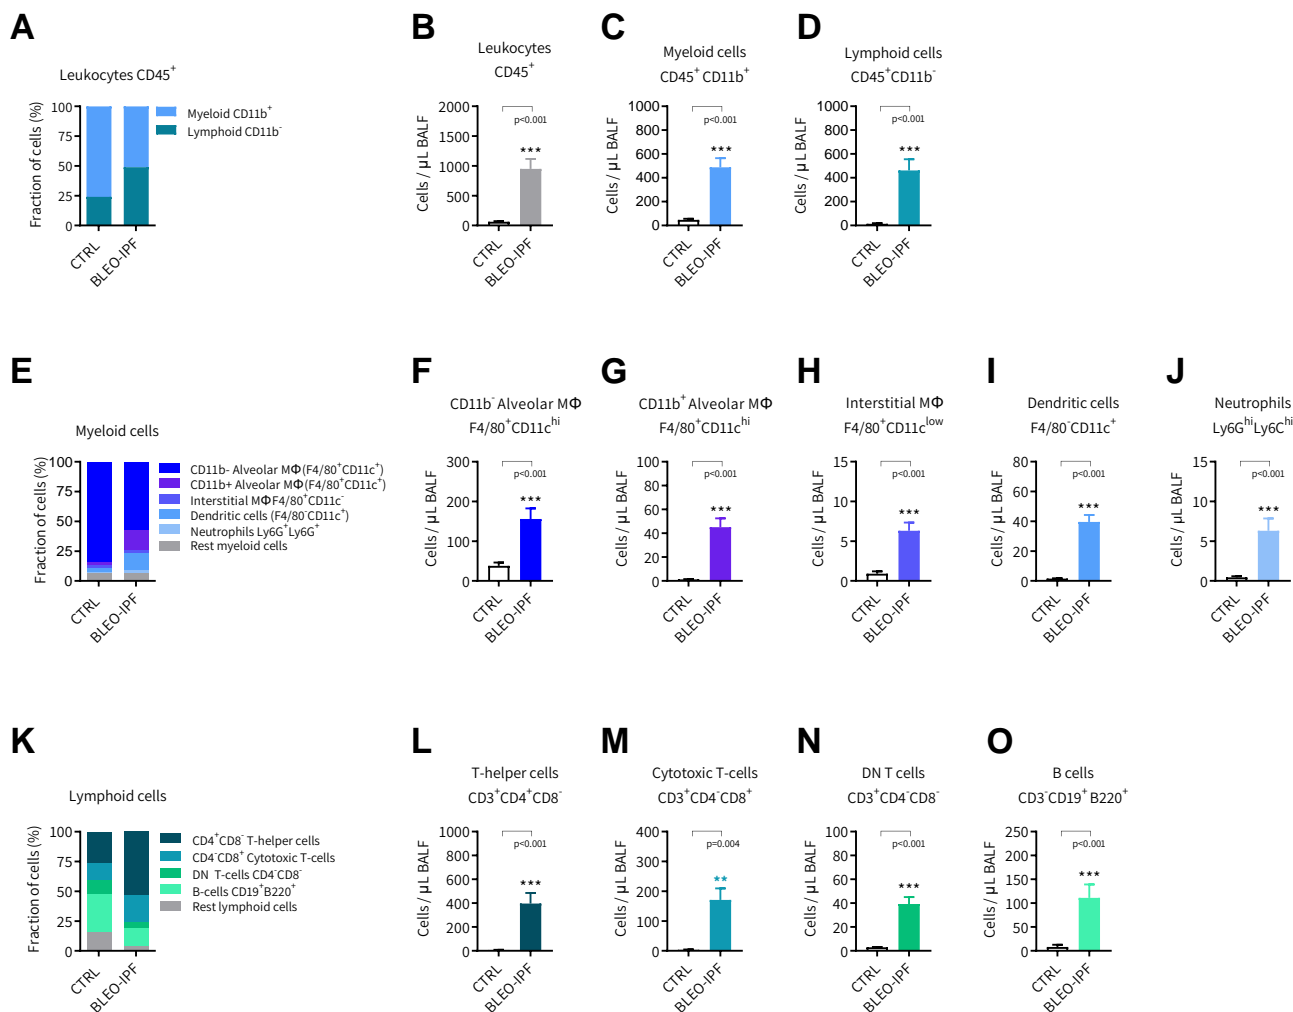

**Figure S5. BLEO-IPF mice show marked expansions in BALF-derived macrophage and lymphoid subsets.** Mice received an intratracheal installation of saline vehicle (CTRL, n=10) or bleomycin (BLEO-IPF, 1.5 mg/kg, n=13) and were terminated 21 days post-administration. **(A-D)** Relative proportions (% , cells/ $\mu$ L BALF) of leukocytes, myeloid and lymphoid cells. **(E-J)** Distribution (% , cells/ $\mu$ L BALF) of myeloid cell types, including tissue resident (alveolar)- and infiltrating (interstitial) monocytes/macrophages, dendritic-like cells and neutrophils. **(K-O)** Distribution (% , cells/ $\mu$ L BALF) of lymphoid cell types, including T-helper cells, cytotoxic T cells, double-negative (DN) T cells and B cells. \*\*p<0.01, \*\*\*p<0.001 vs. CTRL (Dunnett's test one-factor linear model).

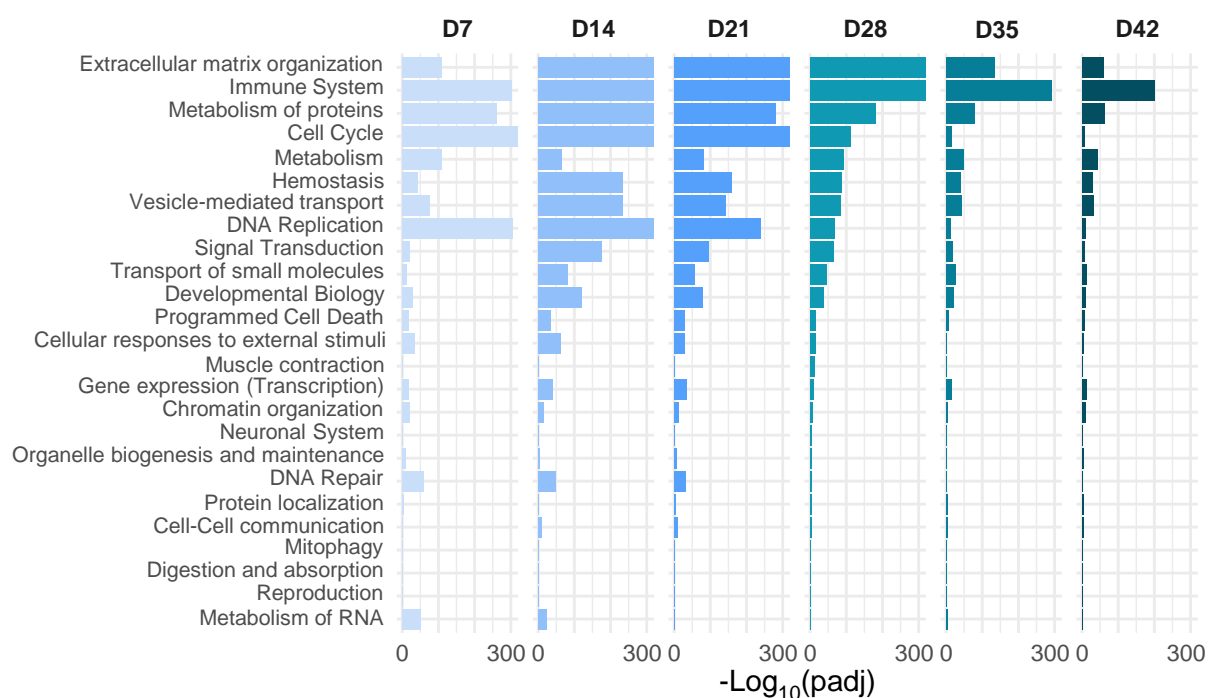

**Figure S6. Progressive lung transcriptome changes in BLEO-IPF mice.** Top-level Reactome pathway enrichment analysis of progressive lung transcriptome changes in BLEO-IPF mice as compared to control mice (intratracheal saline administration). Pathways are ranked according to perturbations on day 28 (D28). See Fig. S7 for further resolution of pathway enrichment within Extracellular matrix organisation and Immune System.

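Lists of 20 cell cycle genes and 20 DNA replication genes, all of which were tested, were compared with all other genes by the camera test and adjusted together with 21 other lists over 138 tests. The median log2FC of the cell cycle genes was 1.90 on day 7 after BLEO administration, 2.29 on day 14, 2.12 on day 21, 1.50 on day 28, 0.75 on day 35 and 0.51 on day 42. The adjusted p was 3.62e-15 on day 7, 7.37e-14 on day 14 and 0.0233 on day 42, and the fry test did not call the list on day 42 (adjusted p = 0.206). All 12 mice on day 14 and 5 of 7 mice on day 42 had a higher mean of the list than all CTRL mice. The median log2FC of the DNA replication genes was 0.77 on day 7, 0.80 on day 14, 0.75 on day 21, 0.26 on day 28, 0.12 on day 35 and 0.07 on day 42. This list was shifted from day 7 (adjusted p = 2.77e-13) to day 28 (adjusted p = 0.00447), but not on day 35 (adjusted p = 0.294) or day 42 (adjusted p = 0.855). With the inter-gene correlation estimated from the data, neither list passed the threshold on any day. The Reactome pathways themselves were not analysed here.

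**Figure D5:**
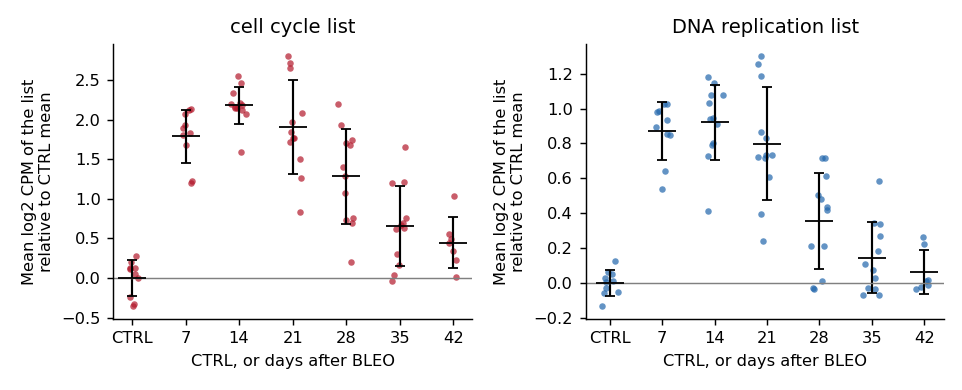
Mean log2 CPM of the cell cycle list and of the DNA replication list relative to the CTRL mean (y axis) in CTRL mice and on each day after BLEO administration (x axis). Points are single mice and bars mean ± SD. Both lists were raised in all mice on day 7 and day 14 and approached the CTRL mice by day 42.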

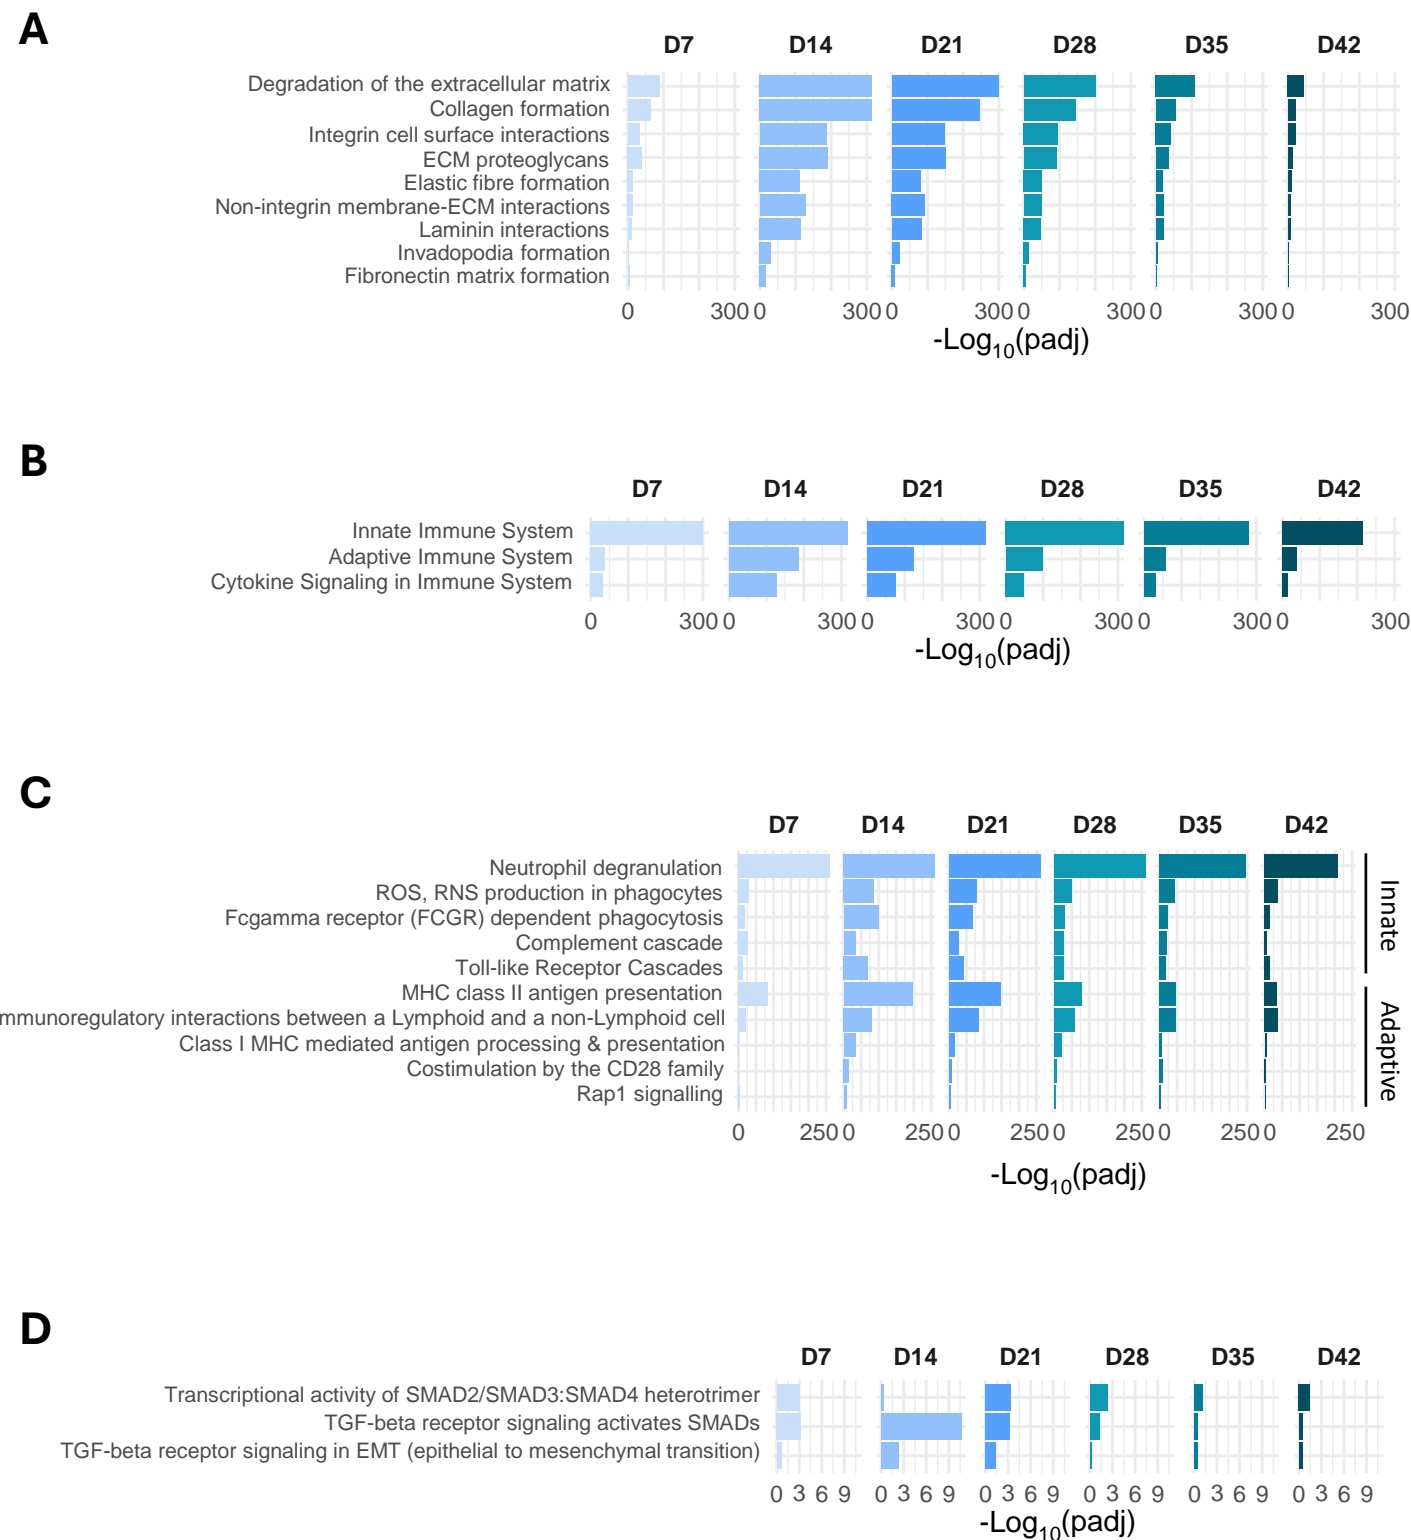

**Figure S7. Progressive lung transcriptome changes in BLEO-IPF mice.** Progressive enrichment of extracellular matrix (ECM) organisation and immune system pathways in BLEO-IPF mice as compared to control mice (intratracheal saline administration). Pathways are ranked  $[-\log_{10}(\text{adjusted p-value})]$  according to perturbations on day 28 (D28). **(A)** ECM organisation. **(B)** Top-level immune system pathways. **(C)** Top-5 pathway enrichment for the innate and adaptive immune system, respectively. **(D)** Signaling by TGF-beta Receptor Complex subpathways.

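The median log2FC of the ECM genes of Figure 6e was 0.67 on day 7 after BLEO administration, 1.15 on day 14, 1.10 on day 21, 0.82 on day 28, 0.55 on day 35 and 0.39 on day 42. For the immune genes it was 0.69, 1.08, 1.01, 0.79, 0.76 and 0.73 on the same days. For the TGFβ genes it was 0.01, 0.14, 0.13, 0.09, 0.07 and 0.10, with upregulated and downregulated genes in nearly equal number on day 7 (14 against 12). On day 14, 52 of 71 ECM genes were upregulated, of which 46 were lower on day 42 than on day 14 and 32 were still upregulated on day 42. DEGs on all 6 days comprised 35 ECM genes, 47 immune genes and 15 TGFβ genes. These medians describe the candidate genes, not the Reactome pathways of the figure.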

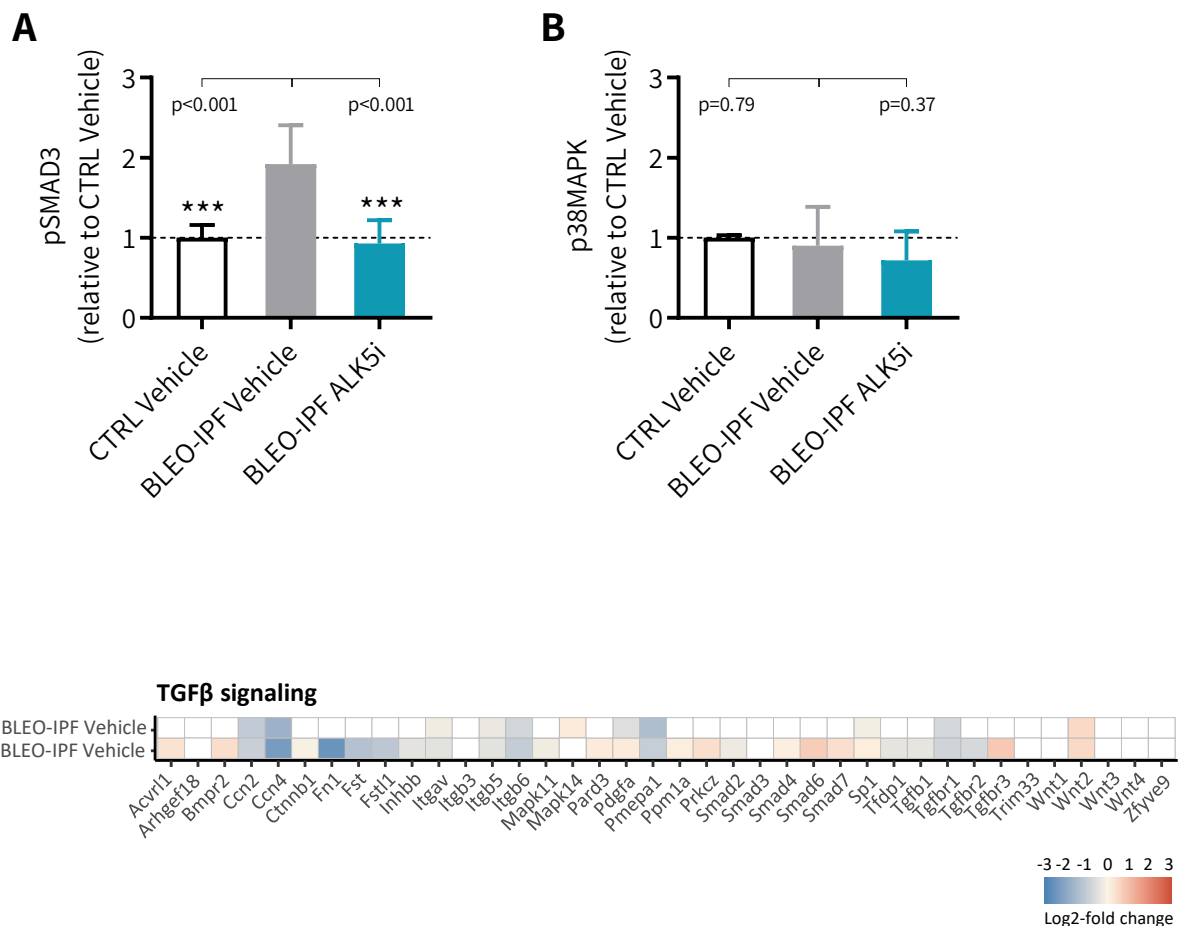

**Figure S8. Pharmacodynamic biomarkers of pulmonary TGFβR1/ALK5 target engagement assessed in BLEO-IPF mice with spirometry-confirmed lung injury.** Mice received bi-daily (BID) oral administration (5 ml/kg) of vehicle (n=14) or ALK5i (30 mg/kg, n=13) for 21 days, starting on day 7 after an intratracheal installation of bleomycin (BLEO-IPF, 2.0 mg/kg). Mice administered vehicle (BID) served as controls (CTRL Vehicle, n=10). **(A, B)** SMAD3 and p38MAPK phosphorylation levels expressed relative to CTRL Vehicle. Lung p-SMAD3 and p-38MAPK levels were analyzed using a one-way analysis of variance (ANOVA) followed by Dunnett's multiple comparisons test. Data are indicated a mean ± S.E.M. \*\*\*p<0.001 vs. BLEO-IPF Vehicle. **(C)** Gene expression markers of TGFβ signaling assessed by RNA sequencing and expressed as RPKM (reads per kilobase per million mapped reads). Lung gene expression data were analyzed using the R package DESeq2 with p-values corrected for multiple testing using the Benjamini-Hochberg method (5% false discovery rate). Color gradients indicate significantly upregulated (red color) or downregulated (blue color) genes in BLEO-IPF mice compared to BLEO-IPF Vehicle control mice. White color indicates no significant change in gene expression compared to BLEO-IPF Vehicle control mice.

# Supplementary material for: Reproducible lung protective effects of a TGFβR1/ALK5 inhibitor in a bleomycin‐induced and spirometry‐confirmed model of IPF in male mice
**Source:** Physiol Rep. 2024 Oct 11;12(19):e70077. doi: 10.14814/phy2.70077
**Supplement:** Supplementary file 2 — Data S1.

| **Parameter** | **Feature** | **BLEO-IPF mice** | **References** |
| --- | --- | --- | --- |
|  | **Spirometry** |  |  |
| *FVC (mL)* | Forced vital capacity (FVC) is the total volume expired during a forced expiration. | ↓ | 1-4 |
| *FEV (mL)* | Forced Expired Volume (FEV0.1) is the volume expired during the first 0.1 seconds of a forced expiration. | ↓ |  |
| *IC (mL)* | Inspiratory Capacity (IC) is the amount of air that can be inhaled after the end of a normal expiration. | ↓ |  |
| *Cst (mL/cmH2O)* | Static compliance (Cst) is a parameter extracted from a pressure-volume (PV) curve. Measured under closed-chest conditions, it reflects the intrinsic elastic properties of the respiratory system (i.e. lung + chest wall) at rest. | ↓ |  |
| *Flow-volume (FV) curve* | Generated by inflating the animal’s lungs to a pressure of 30 cm H2O over 1 s and held at that pressure for 0.5 s. The animal’s lungs are then rapidly exposed to a negative pressure for another 0.5 s (while volume, flow and pressure changes are recorded). A FV curve is generated, and parameters such as FVC and FEV0.1 are calculated. | ↑ |  |
| *Pressure-volume curves/loops* | During a ramp-style PV curve, the subject’s lungs are inflated and deflated at a constant and steady flow rate. PV curves assess the distensibility of the respiratory system at rest over the entire inspiratory capacity (i.e. from end of expiration to total lung capacity). | ↓ |  |
|  | **Whole-body plethysmography (WBP)** |  |  |
| *PenH* | Enhanced pause (PenH) is a unit-less and dimensionless parameter that combines both time and flow rates to describe the shape of box flow and thus ventilation. Pause is defined as ((Te-RT)/RT) and enhanced pause (Penh) is pause multiplied by (PEF/PIF). Penh is influenced by changes occurring in both nasal cavity and thoracic cavity | ↑ | 5-6 |
| *PIF (mL)* | Peak inspiratory flow (PIF) is the largest measured flow during the inspiratory portion of the breath | ↔ |  |
| *PEF (mL)* | Peak expiratory flow (PEF) is the largest measured flow during the expiratory portion of the breath | ↑ |  |
| *RT (sec)* | Relaxation time (RT) is the time required to exhale 74% of the tidal volume | ↑ |  |
| *Te (sec)* | Expiratory time (Te) is the amount of time required for the animal to exhale (time from end of inspiration to start of next inspiration). | ↑ |  |
| *EV (mL)* | Expired volume (EV) is the calculated expiratory volume (area under the flow curve). | ↑ |  |
| *Ti (ms)* | Inspiratory time (Ti) is the amount of time required for the animal to inhale. | ↑ |  |
| *Minute volume (mL/min)* | Minute volume is the total volume of air inhaled or exhaled in one minute. | ↓ |  |
| *Pau (ms)* | Pause (Pau) is defined as ((Te-RT)/RT). | ↑ |  |
| *Frequency of breathing (bpm)* | Breathing frequency is measured as the inverse of the sum of time of  inspiration and expiration. Respiratory Rate is the number of breaths taken by the subject per minute, the units are breaths per minute (bpm). | ↓ |  |
| *EEP (ms)* | End-expiratory pause (EEP) is the amount of time at no flow following expiration. | ↑ |  |
| *EIP (ms)* | End-inspiratory pause (EIP) is the amount of time at no flow following inspiration. | ↓ |  |
| *MEF (mL/s)* | Mid-expiratory flow (MEF) is the rate of airflow during the middle one half of the expiratory portion of the breath (between 25% and 75% of the volume expired). | ↓ |  |
| *TV (mL)* | Tidal volume (TV) is the calculated inspiratory volume (area under the flow curve). | ↑ |  |

**Table S1.** Definition and interpretation of spirometry and whole-body plethysmography variables applied in the study. Symbols: ↑ (increased); ↓ (reduced); ↔ (no change). References are listed below. See Fig. 2 (spirometry) and Fig. S1 (whole-body plethysmography) for the corresponding longitudinal lung functional data in BLEO-IPF mice.

**References**

1. West JB. (2012) Chapter 7: Mechanics of Breathing—How the Lung Is Supported and Moved. In *Respiratory Physiology: The Essentials*, 9th ed. Philadelphia: Wolters Kluwer Health/Lippincott Williams and Wilkins.

1. Reiss LK, Kowalik A, Uhlig S. (2011) Recurrent recruitment manoeuvres improve lung mechanics and minimize lung injury during mechanical ventilation of healthy mice. *PLoS One* 6: e24527.
2. Vanoirbeek YF et al. (2010) Noninvasive and invasive pulmonary function in mouse models of obstructive and restrictive respiratory diseases. *Am J Respir Cell Mol Biol* 42: 96-104.
3. Devos FC et al. (2017) Forced expiration measurements in mouse models of obstructive and restrictive lung diseases. *Respir Res* 18: 123.
4. Mitzner W, Tankersley C. (2003) Interpreting Penh in mice. *J Appl Physiol* 94:828-832.
5. Bates JH, Irvin CG. (2003) Measuring lung function in mice: the phenotyping uncertainty principle. *J Appl Physiol* 94(4):1297–1306.

| **Fibrosis grade** | **Histological features** |
| --- | --- |
| **0** | Normal lung tissue |
| **1** | Minimal fibrotic changes (alveolar septa ≤3× thicker than normal) |
| **2** | Clearly fibrotic changes (alveolar septa >3× thicker than normal) with knot-like formation but not connected to each other |
| **3** | Contiguous fibrotic walls (alveolar septa >3× thicker than normal) predominantly in whole microscopic field |
| **4** | Single fibrotic masses (≤10% of microscopic field) |
| **5** | Confluent fibrotic masses (>10% and ≤50% of microscopic field) |
| **6** | Large contiguous fibrotic masses (>50% of microscopic field). Lung architecture mostly not preserved |
| **7** | Non-existent alveolar septa. Alveoli nearly obliterated with fibrous masses but still up to five air bubbles |
| **8** | Microscopic field with complete obliteration with fibrotic masses |

**Table S2.** Criteria for grading lung fibrosis as outlined by Ashcroft *et al.* (J Clin Pathol 41: 467–470, 1988) and Hübner *et al.* (Biotechniques 44: 507-511, 2008).

How the deposited data were processed for this re-analysis (not part of the article)

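RNA sequencing of the inferior lobe was analysed in 75 male mice of the longitudinal study, 10 CTRL mice, 10 BLEO-IPF mice on day 7, 12 each on days 14, 21, 28 and 35 and 7 on day 42. Each mouse contributed 1 library, and all 75 columns of the count table were matched to a mouse by the names of the samples. The authors purified RNA, prepared stranded libraries, sequenced them single-end, aligned the reads with STAR to GRCm38 with the annotation of Ensembl release 96 and deposited the counts per gene without normalization. The paper's text does not name the counting program or its treatment of strand and of reads that map to several places, so genes that overlap on opposite strands were treated as uncertain. All 55536 gene identifiers were found in the annotation of that release, and no entry of the table lacked a gene. Total counts per library ranged from 9240291 to 14665247, which is the depth that limits the values here. The floor was set at 3 counts, and no fold change is given where both groups lay at or under it. No pair of mice within a group was close enough to be the same library, by a chi-square test of the counts over genes.

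From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16, using the quasi-likelihood F test with TMM factors and 1 mean per group. Genes were kept by edgeR's filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method over the 16221 genes tested, at a threshold of 0.05. Day 42 was also compared with day 14 in the same fit. Log2 CPM for scores and plots used a prior count of 2. Standard errors were derived from the F statistic, as the absolute log2FC divided by the square root of F. They rest on the spread shared by all 7 groups, not only on that of the groups compared. SDs are between mice. Gene lists were tested with limma 3.58.1 by the camera test on voom values at a preset inter-gene correlation of 0.01. This covered the 3 categories of Figure 6e (18 tests) and 23 lists of marker genes (138 tests), each adjusted within its family. The marker lists stood for AT1 cells, AT2 cells, transitional alveolar epithelial cells, club cells, ciliated cells, endothelial cells, fibroblasts, myofibroblasts, alveolar macrophages, monocyte-derived macrophages, neutrophils, T cells, B cells, plasma cells, red blood cells, thymus, cardiac muscle, skeletal muscle, brown adipose tissue, mitochondrially encoded genes, male-specific genes, cell cycle and DNA replication. They held 249 genes, of which 230 were tested, 1 stood in more than 1 list and 12 were also candidate genes of Figure 6e. Directions in patients were read from the colors of Figure 6e, and the match was set against 10000 random gene lists drawn from the 100 genes on each side in mean expression. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

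The samples, the main tests, the marker lists and the alternatives were fixed before the data were examined, as was the rule for the genes that are named. The refits that left out 1 mouse, and the closing section's tests on plasma and B cell, thymus and skeletal muscle markers, were chosen after the values were seen, and the other checks after the main fit had been run. The rule named every gene that the paper's text names for this study, and on day 14 and on day 42 the 3 largest increases and the 3 largest decreases. These required an adjusted p under 0.05, a mean log2 CPM above 1, a gene symbol and all BLEO-IPF mice of that day on one side of all CTRL mice. Names that only repeat a clone's accession were not counted as gene symbols. Candidate genes with a direction opposite to the color in Figure 6e would also have been named, but there were 0 of them. *Lgals3*, *Tgfb2* and *Tgfb3* were added after their values were seen. The 9 alternatives for the number of DEGs were DESeq2 1.42.0 with its own size factors, library size as the only scaling, upper quartile factors, no filter on low counts, at least 10 counts in every mouse, a fit of only the groups compared, the replicate number as a block, 7 mice in each group, and an absolute log2FC of at least 0.5. Named genes were refitted under 7 of them, without the stricter filter and the fold change threshold, and candidate genes whose call differed from Figure 6e under 8, all but the fold change threshold. List tests were repeated with fry, with an estimated inter-gene correlation and with the replicate block.

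The steps were tested on simulated counts drawn from the means of the real genes and the real library sizes, with 200 genes changed by known amounts. The fit recovered 191 of the 200 genes on day 14 (95.5%) and 181 on day 42 (90.5%), and called 11 and 6 of the unchanged genes, among 16115 genes tested. All groups were given the same spread per gene and few genes changed. The simulation therefore does not test the fit or the scaling where the spread differs between groups and many genes change, as in these mice. Unchanged groups and their CTRL group were simulated from the CTRL means, each gene independently, to show what a shared control group alone gives. As checks, the fit was repeated after thinning all libraries to one total count and after removing each library's trend with GC content or gene length through offsets, for 30 splits of the mice per comparison in fits of only those mice, and for 40 arrangements of the labels of all mice. The patient transcriptomes, the Reactome gene sets and the ALK5 inhibitor study were not analysed here.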

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

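The tests on plasma and B cell markers and the permutation of the labels of all mice for shared DEGs were chosen only after the results were seen.

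In 8 groups of mice, 1 mouse stood apart from the others of its group in a named gene, by a gap that took an unusually large part of the group's range. On the log2 CPM scale, the share of the range was 0.467 for *Tgfbr1* in CTRL replicate 2 (76.6 CPM against 86.2 to 98.7 CPM in the others), 0.521 for *Smad7* (132 against 86.3 to 106 CPM) and 0.55 for *Mmp12* (15.3 against 4.22 to 7.57 CPM) in the same mouse. It was 0.497 for *Chl1* in CTRL replicate 4 (0.0928 against 0.271 to 0.571 CPM). On day 7, it was 0.554 for *Acvrl1* in replicate 5 (388 against 561 to 756 CPM), 0.613 for *Pdgfa* in replicate 3 (166 against 66 to 94.4 CPM) and 0.52 for *Thbs4* in replicate 1 (32.2 against 9.70 to 17.3 CPM). On day 42, it was 0.59 for *Lgals3* in replicate 4 (132 against 201 to 270 CPM). As 53 genes were examined in 3 groups each, 159 groups in all, chance alone gives 7.95 such mice, so their number is what chance gives. The comparisons of these genes with CTRL were refitted without the mouse, which made 28 refits with 6 mice left out in turn, and 1 call changed. *Pdgfa* on day 7 went from a log2FC of -0.17 (adjusted p = 0.112) to -0.30 (adjusted p = 8.6e-04) without replicate 3. No biological explanation for these single mice was tested.

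Between day 14 and day 42, 5521 genes differed in a direct comparison, and 36 of the 53 named genes were among them. Of the 30 splits of the mice of both days, the real one included, 1 gave as many DEGs as the real one in a fit of only those mice (4338), and the same held for upregulated and downregulated DEGs. Among collagens, the log2FC from day 14 to day 42 was -2.21 for *Col1a1*, -1.91 for *Col1a2*, -1.45 for *Col3a1*, -2.15 for *Col5a1*, -1.87 for *Col5a2* and -2.15 for *Col5a3*. It was -1.03 for *Col6a1*, -1.56 for *Col6a3*, -1.31 for *Col15a1*, -0.76 for *Col16a1* and -0.65 for *Col18a1*, and -0.65 for *Acta2*. Of the genes of TGFβ signaling, it was -0.33 for *Tgfb1*, -0.47 for *Tgfbr2*, -1.07 for *Ccn2*, -1.65 for *Ccn4*, -2.18 for *Fn1*, -3.15 for *Fst*, -0.45 for *Itgav*, -0.52 for *Itgb5* and -0.86 for *Pmepa1*, and it was positive for *Prkcz* (0.51) and *Sp1* (0.28). Some of these differences lay close to the threshold. Those of *Tgfbr1* (-0.30, adjusted p 0.00668 to 0.0649 over 7 alternatives), *Inhbb* (-0.64, 0.0154 to 0.142), *Mapk11* (-0.32, 0.0241 to 0.264) and *Krt79* (1.30, 0.0198 to 0.0639) were each lost under 2 of them, and that of *Smad7* (0.27, 0.0213 to 0.192) under 3. The difference of *Mapk14* (-0.11, adjusted p = 0.0413) was lost under all 7 (0.0527 to 0.332). Of the genes with the largest changes, it was -3.43 for *Chl1*, -3.77 for *Thbs4*, -3.13 for *Cemip*, 2.52 for *Colq*, -1.54 for *Spp1*, -0.998 for *Ankrd34b* and -1.19 for *Mmp12*. With the counts of all libraries thinned to one depth, 34 of the 36 genes kept an adjusted p under 0.05 and their direction, and with library size as the only scaling 35 did. These tests argue against depth or scaling as the whole source of the difference. A change over time after BLEO administration stays open as a hypothesis, and differences between the mice of separate termination days were not tested, since neither the labels nor the paper name a batch.

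The number of DEGs against CTRL was 2.53 times as large on day 14 as on day 42. With 7 mice in every group the ratio was 3.33 (8576 against 2574 DEGs), so the smaller group of day 42 did not account for it. In fits of only the groups compared it was 1.54 (9216 against 5997 DEGs), the lowest of the 9 alternatives, so its size depended on which mice the fit included. The fit of all mice uses 1 estimate of the spread per gene for all groups. Along the first principal component, the SD between mice was 2.78 in CTRL, 12.7 on day 42 and 22 on day 14. Day 42 was thus compared with CTRL at a spread that the other days also set. How far this accounts for the change of the ratio was not tested. It was 2.57 after thinning the counts to one depth (9820 against 3822 DEGs), 2.4 after a correction for GC content (10271 against 4288 DEGs) and 2.67 after a correction for gene length (10162 against 3813 DEGs). For each day, in fits of only the mice compared, 1 of 30 splits of the BLEO-IPF and CTRL mice, the real one, gave as many DEGs, as many upregulated and downregulated DEGs and as many candidate genes called. The largest other split was on day 14, with 1568 DEGs. When the labels of all mice were permuted, 1 of 40 arrangements, the real one, gave as many DEGs shared by all 6 days, and the next largest gave 16 genes. These values argue against group size, depth, GC content or gene length as the whole cause, and a partial resolution of the response by day 42 remains a hypothesis.

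Large changes also appeared in genes that the paper does not discuss. On day 14, the log2FC was 7.30 for *Chl1*, 7.23 for *Thbs4* and 6.53 for *Cemip*, and -3.38 for *Krt79*, -3.13 for *Colq* and -3.06 for *Cst8*. On day 42, it was 3.94 for *Ankrd34b*, -3.09 for *Cyp1a1*, -2.33 for *Gria1* and -2.09 for *Pcdhac2*. All mice of the day lay on one side of all CTRL mice, as the rule for naming genes required. All 10 changes kept an adjusted p under 0.05 and their direction after thinning the counts to one depth, and likewise 10 after the correction for GC content, which argues against either as the whole cause. Reads shared with the genes that overlap *Pcdhac2* were not excluded. Whether these genes changed within cells or with the mixture of cells in the lobe was not tested.

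Lists of marker genes, which the paper does not use, were shifted against CTRL by the camera test. For each of them the day with its lowest adjusted p is given. All genes of a list were tested in these lungs where no number is given. The list of transitional alveolar epithelial cells, 2 of whose 10 genes are candidate genes of Figure 6e, rose on day 7 (median log2FC 1.08, adjusted p = 5.01e-11), with all 10 mice above all CTRL mice. The list of myofibroblasts, with 3 candidate genes, rose on day 14 (median 2.06, adjusted p = 2.82e-04; 12 of 12 mice). The list of monocyte-derived macrophages, with 3 candidate genes among its 12, rose on day 35 (median 1.81, adjusted p = 1.03e-11; 12 of 12 mice). On day 14, lower medians were found for AT2 cells (-0.68, adjusted p = 0.0233; 9 of 12 mice below all CTRL mice), B cells (-1.26, adjusted p = 0.00106; 9 of 12 mice) and mitochondrially encoded genes (-0.47, adjusted p = 0.0219; 11 of 12 mice, 6 of 9 genes tested). On day 28, they were found for ciliated cells (-0.78, adjusted p = 1.94e-06; 10 of 12 mice) and club cells (-0.90, adjusted p = 0.00444; 6 of 12 mice). On day 35, they were found for endothelial cells (-0.50, adjusted p = 3.0e-05; 10 of 12 mice, 1 candidate gene) and red blood cells (-1.27, adjusted p = 2.67e-06; 11 of 12 mice, 6 of 8 genes tested). On day 42, they were found for fibroblasts (-0.36, adjusted p = 0.0126; 7 of 7 mice, 1 candidate gene) and brown adipose tissue (-0.94, adjusted p = 0.0233; 5 of 7 mice, 8 of 10 genes tested). The AT2 cell list was also shifted on day 42, in the opposite direction (0.20, adjusted p = 0.0394; 6 of 7 mice above all CTRL mice), which fry did not call (adjusted p = 0.105). All of the other shifts named also passed the threshold under fry, which tests a list without reference to other genes. With the replicate number as a block, brown adipose tissue was not called on day 42 (adjusted p = 0.0756), and the other shifts named were. The number of lists shifted on a day was 8, 12, 12, 10, 7 and 11 of 23. In fits of only the mice compared it was 9, 11, 11, 11, 10 and 12, and 8, 10, 2, 10, 8 and 2 of 30 splits of the mice, the real one included, gave as many, so these numbers alone do not separate the real groups from chance. The shift of the ECM category was as large in 1 of 30 splits on days 7, 14, 21 and 35, in 2 on day 28 and in 3 on day 42, where chance splits reached it, that of the immune category in 1 on every day, and that of the TGFβ category in 19, 10, 19, 26, 25 and 24. Which cells carried these RNAs was not measured. The paper reports on some of these cell types by other methods. It found more macrophages, T cells and B cells in BALF on day 21 by flow cytometry, and more α-SMA in lung sections. Those are other measures in other material, and the lists were not tested against them.

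Plasma cell markers stood at a median log2FC of 3.54 on day 35 (adjusted p = 3.54e-05; 10 of 12 genes tested), while B cell markers were not raised (-0.27, adjusted p = 0.266). All 12 mice of day 35 had a plasma cell score above the highest CTRL mouse, which argues against a few extreme mice as the whole source of the rise, though not of its size. The plasma cell score minus the B cell score was 2.59 ± 1.58 (SD, n = 12) on day 35, against an SD of 0.367 in CTRL mice. A lower share of the main lung cell types would have raised both lists alike, so this difference argues against it. Without its immunoglobulin genes, the median of the plasma cell list fell to 0.693 with 4 of the 10 genes left, so the size of the rise rested on immunoglobulin genes. Counts on immunoglobulin genes made up a median of 0.048% of a CTRL library, 0.193% on day 28 and 0.127% on day 35, and at most 0.0591% in CTRL and 1.23% on day 35. The highest share can shift all other genes by at most 0.0178 on the log2 scale. An accumulation of antibody-secreting cells in the lung after BLEO administration is a candidate explanation that remains a hypothesis.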

How the results depend on the processing

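No test here was chosen after the results were seen, and of the alternatives only the refits that left out 1 mouse were chosen after the values were seen. The 60 results that answer a comparison had 382 values under alternatives, of which 327 stayed on the same side of the threshold or within the spread, 12 became weaker, 2 stronger, 1 reversed and 40 moved. Of the 258 values that count genes, 228 lay within 1.5 times the value reported. Day 14 had the most DEGs under all alternatives. Among the scaling alternatives, the share of upregulated DEGs moved by at most 6.27 percentage points, and the median of all genes by at most 0.0297 on the log2 scale.

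An absolute log2FC of at least 0.5 lowered the numbers by construction, since it adds a condition. On days 7, 14, 21, 28, 35 and 42 it left 3036, 5030, 4080, 3247, 2183 and 1857 DEGs, with 1792, 2639, 2230, 2031, 1495 and 1106 upregulated and 1244, 2391, 1850, 1216, 688 and 751 downregulated. It left 2510 DEGs between day 14 and day 42 (1051 higher and 1459 lower on day 42) and 879 shared DEGs. With 7 mice in each group, a smaller sample, DEGs numbered 3039 on day 35 and 2574 on day 42, shared DEGs 1199 and downregulated DEGs 2103 on day 7, 1065 on day 35 and 961 on day 42. On day 42, downregulated DEGs numbered 1165 without the filter on low counts and 2870 in a fit of only day 42 and CTRL mice, and the cause was not tested. The match with the direction in patients moved to 94.64% on day 7, 96.64% on day 28, 99.04% on day 35 and 96.67% on day 42 when only genes that were also DEGs in mice were counted, a smaller set by construction.

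With an inter-gene correlation estimated from the data, the set tests lost all their calls. The adjusted p of the ECM category was 0.171 on day 7, 0.0643 on days 14, 21 and 28, 0.112 on day 35 and 0.198 on day 42. That of the immune category was 0.0643 on day 7 and 0.0535 on the other 5 days, and 0 marker lists were shifted on any of the 6 days, with 21 of 138 tests at an unadjusted p under 0.05. At the preset correlation, random splits of the mice also gave small p-values. On day 28, they reached an unadjusted camera p of 4.29e-10 for the ECM category and up to 15 shifted marker lists. The p-values at the preset correlation can thus not be taken at face value. How far this accounts for the lost calls was not tested. The fry test called the TGFβ category on day 14 (adjusted p = 5.16e-05) and day 21 (adjusted p = 0.0286), and the cause was not tested. Of the 60 list tests past the threshold, 56 held under fry, which added 16, and none under the estimated correlation. The direction of a list reversed, without a call, for skeletal muscle on day 21 under fry (adjusted p = 0.936). Of 414 results for marker lists, 328 stayed the same, 66 became weaker, 16 stronger and 4 reversed.

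Replicate numbers were shared between groups but did not pair the mice. Over 204 pairs of mice with the same number in separate groups, the mean correlation of deviations from the group mean was 0.00584 (from -0.538 to 0.569, 63 pairs above 0.1), against 3.04e-04 for mice with different numbers. With the replicate number as a block, the TGFβ category reversed its direction on day 35 without a call (adjusted p = 0.997), as did skeletal muscle on day 21 (adjusted p = 0.953), AT2 cells on day 28 (adjusted p = 0.888) and male-specific genes on day 42 (adjusted p = 0.95). The block kept 12 of 12 category calls and 58 of 60 list calls, all but those of brown adipose tissue on day 21 (adjusted p = 0.0703) and day 42 (0.0756), and all counts of DEGs within 1.5 times. The log2FC of *Acta2* on day 42 was -0.019 and that of *Pdgfa* on day 35 -0.014 with the block.

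Named genes gave 2594 values under alternatives, of which 2478 stayed the same, 66 became weaker, 31 stronger and 19 reversed. The 19 reversals were in changes near 0 that were not called under these alternatives, and their cause was not tested. The log2FC of *Smad2* on day 7 was -0.0095 with DESeq2, -0.0043 in the fit of only those groups and -0.012 with 7 mice per group, which also gave *Smad2* -0.0299 on day 28 and 0.019 from day 14 to day 42. With 7 mice per group, it was -0.0057 for *Ccn2* on day 35, -0.059 and -0.014 for *Pdgfa* on days 14 and 35 and 0.0032 for *Smad5* on day 14. Upper quartile factors gave -0.0033 for *Pdgfa* on day 14 and 0.0075 for *Tgfbr3* from day 14 to day 42, and library size as the only scaling gave *Tgfbr3* 0.012. For *Smad5* from day 14 to day 42, it was 0.0055 with DESeq2, 0.027 with library size only, 0.025 with upper quartile factors, 0.0085 without the filter and 0.0076 in the fit of only those groups. Leaving out 1 mouse in 28 comparisons changed 1 call, that of *Pdgfa* on day 7. The depth limits what can be said of the 9 candidate genes left out by the filter, and of the fold changes of *Chl1*, *Thbs4*, *Cemip* and *Ankrd34b*, whose CTRL libraries held at most 12 counts.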

Differences from the paper's values

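The refit of *Pdgfa* without 1 mouse and the candidate genes named from Figure 6e were chosen after their values were seen, and no other test here was. None of the values the paper states for these data differed from the values here by more than 1.5 times. The paper reports 9789 DEGs on day 14 and 2268 DEGs shared by all days, against 10118 and 2214 here. Figure 6c, read by eye, shows about 7400 DEGs on day 7, about 8500 on day 21, about 6800 on day 28, about 4800 on day 35 and about 4100 on day 42, against 7429, 8788, 7023, 4853 and 4001 here. Figure 6a,b, read by eye, shows about 4000 upregulated and about 3800 downregulated genes on day 21 and about 3400 and about 2800 on day 28, against 4598, 4190, 3906 and 3117 here. Those diagrams set mice against patients, and the paper does not state whether they hold all mouse DEGs, so the numbers may not cover the same genes. Of the alternatives set before the data were examined, only 7 mice per group (shared DEGs, day 35 and day 42) and the fold change threshold of 0.5 gave values that differed by more than 1.5 times. The paper states a sequencing depth of about 15 M reads per sample, against a median of 10.7 M counts on genes, which is another quantity.

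The colors of Figure 6e, read by eye, were the same as the calls here for 168, 169, 170, 169, 168 and 169 of 170 candidate genes tested on the 6 days, and 0 genes were colored in the opposite direction. Genes colored as downregulated but not called here were *Lyn* on day 7 (adjusted p = 0.0608, range over the alternatives 0.0247 to 0.159), *Trim33* on day 7 (0.0734, range 0.0349 to 0.338) and *Ppm1a* on day 28 (0.0518, range 0.0308 to 0.127). *Lyn* was called with DESeq2, with at least 10 counts in every mouse, in the fit of only those groups and with the replicate block, and *Trim33* with at least 10 counts in every mouse. *Ppm1a* was called with library size only, upper quartile factors, at least 10 counts in every mouse and in the fit of only those groups. Genes colored as upregulated but not called here were *Il6* (0.0550, range 0.0186 to 0.252) and *Ctnnb1* (0.0623, range 0.0217 to 0.390) on day 35 and *Fstl1* (0.0523, range 5.45e-05 to 0.0885) on day 42. *Il6* was called with DESeq2, library size only and the replicate block, *Ctnnb1* with DESeq2, library size only and the fit of only those groups, and *Fstl1* with DESeq2, library size only, upper quartile factors and the fit of only those groups. *Wnt4* was called on day 14 (0.0418, range 0.0179 to 0.0982) but not colored, and was not called by 7 of 8 alternatives, all but the replicate block. *Il10* and *Wnt1* are colored as upregulated on day 14 and were left out by the filter here. They were called by the settings that tested them, DESeq2 (adjusted p = 0.00102 and 0.0354) and no filter on low counts (adjusted p = 0.00125 and 3.49e-04).

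Some statements in the paper's text differ from the calls here, although Figure 6e, read by eye, draws the same calls for these genes. The text lists *Sp1* and *Smad7* among the genes that were largely unregulated. *Sp1* was downregulated on all 6 days (log2FC -0.47 on day 14), and *Smad7* from day 7 to day 35 (-0.48 on day 14). The call of *Sp1* was lost on day 35 with 7 mice per group (adjusted p = 0.388, range 0.00529 to 0.388) and on day 42 with library size only (0.053), no filter (0.103) and 7 mice per group (0.125, range 0.00215 to 0.125). *Smad7* was not called on day 42 in any setting (0.120, range 0.0585 to 0.278). The text lists *Smad3* as unaffected in the results and as largely unaffected in the discussion. It was called on day 14 (log2FC 0.20, adjusted p = 0.00914), though not with 7 mice per group (0.0622, range 0.00601 to 0.0622), and on day 21 only in the fit of those groups alone (0.0494, range 0.0494 to 0.239). The text lists *Pdgfa* as largely unregulated, and it was not called on any day here except in the fit of only the groups compared, on day 21 (0.0363, range 0.0363 to 0.309) and day 42 (0.0154, range 0.0154 to 0.297), and on day 7 without replicate 3 (8.6e-04), a setting chosen after seeing the values. *Wnt3* in the same list was left out by the filter, with at most 4 counts in a library.

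The text lists *Smad4* to *Smad7* as downregulated. *Smad4* was not called on day 14 (adjusted p = 0.0959, range 0.0136 to 0.206) except with library size only (0.0213) and upper quartile factors (0.0136), or on day 35 (0.0578, range 0.0239 to 0.586) except with upper quartile factors (0.0471) and in the fit of only those groups (0.0239). *Smad5*, which Figure 6e does not draw, was called on day 7 only (0.0423), and no setting called it on another day. The text lists genes as upregulated or downregulated over the course of the study that were not called on every day here. *Ccn2* was not called on day 35 (0.929) or day 42 (0.395; 0.00728 in the fit of only those groups, range 0.00728 to 0.533), nor was *Fst* (0.238 on day 35, 0.547 on day 42; day 35 0.0476 in the fit of only those groups, range 0.0476 to 0.392). *Mapk11* was not called on day 42 (0.288) or day 35 (0.0607, range 0.0106 to 0.229), where library size only (0.0399), upper quartile factors (0.0479) and the fit of only those groups (0.0106) called it. *Itgb5* was not called on day 7 (0.254, range 0.0270 to 0.527) or day 42 (0.195, range 0.00391 to 0.304), and *Itgav* (0.192, range 0.0164 to 0.300) and *Prkcz* (0.116, range 0.00246 to 0.263) were not called on day 42. The fit of only the groups compared called *Itgb5* on day 7 (0.027) and day 42 (0.00391), *Itgav* on day 42 (0.0164) and *Prkcz* on day 42 (0.00246). *Tgfb1*, listed as upregulated, was not called on day 35 (0.174, range 0.0553 to 0.314) or day 42 (0.122, range 0.0156 to 0.252), where the fit of only those groups called it (0.0156). The text places the strongest upregulation of a substantial number of immune genes on days 7 to 14. Of 52 upregulated immune genes, 42 had their largest log2FC on day 14, which lies within that window. The difference is only that 0 had it on day 7. The text describes *Col3a1*, *Col5a2*, *Col5a3*, *Col15a1* and *Col18a1* as remaining at high levels. All 5 were still called on day 42 and were lower than on day 14.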

Other observations

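The test of muscle tissue and that of thymus tissue were chosen only after the results were seen, and the genes *Lgals3*, *Tgfb2* and *Tgfb3* after their values were seen. *Lgals3*, which encodes galectin-3, was upregulated on all 6 days, with a log2FC between 0.93 on day 28 and 1.50 on day 14, where expression rose from 99.7 CPM in CTRL to 282 CPM. It was at 217 CPM on day 42. *Tgfb2* was upregulated on all 6 days, with a log2FC between 0.25 on day 7 and 0.74 on day 21, and *Tgfb3* with one between 0.53 on day 7 and 1.10 on day 28. The call of *Tgfb2* on day 7 (adjusted p = 0.0209) was lost with 7 mice per group (0.11, range 0.0115 to 0.110). Genes on the opposite strand that overlap *Tgfb3* had 25.6% as many counts, so its value is uncertain to that extent.

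In a principal component analysis of log2 CPM, the first component held 32.3% of the variance and the second 10.6%. Along the first component, CTRL mice lay between -58.8 and -49.8 with an SD of 2.78, below all BLEO-IPF mice. The SD between mice was 8.89 on day 7, 22 on day 14, 25.6 on day 21, 31.2 on day 28, 18.6 on day 35 and 12.7 on day 42. Mice of one day thus differed more from each other on day 28 than on day 7, and this difference in spread was not tested.

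Of the 4001 DEGs on day 42, 3437 (85.9%) were also DEGs on day 14, 3402 of them in the same direction and 35 in the opposite one, while 564 were not DEGs on day 14. The days share their controls, which raises such an overlap. In 20 simulations of unchanged groups with a shared, simulated CTRL group, at most 2 genes were called on any day.

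Marker lists that were not shifted on any day included AT1 cells (lowest adjusted p = 0.246 on day 14, median log2FC -0.26), T cells (0.386 on day 14, -0.17), alveolar macrophages (0.231 on day 42, 0.64) and neutrophils (0.178 on day 42, 0.40; 8 of 10 genes tested), although fry called neutrophils on day 14 (adjusted p = 0.0239, median 1.15). Nor were lists shifted for cardiac muscle (0.0898 on day 35, 1.34) or for male-specific genes (0.483 on day 7, -0.11; 4 of 5 genes tested), which were listed because all mice were male. In 138 list tests, 60 passed the adjusted threshold and 68 had an unadjusted p under 0.05.

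Skeletal muscle markers, 5 of 10 genes tested, were not shifted on any day (lowest adjusted p = 0.453 on day 28), but the median log2 ratio of the mean CPM of day 28 to CTRL was 3.37. Without day 28 replicate 10, it fell to 0.379. That mouse had 247.7 CPM of *Ckm*, against at most 13.2 CPM in the other 74 mice. A candidate explanation is muscle tissue in that single library, a hypothesis that was not tested on other material.

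Thymus markers, 7 of 10 genes tested, were not shifted on any day by the camera test (lowest adjusted p = 0.0837 on day 35, median log2FC -0.43), while the fry test called them as lower on all 6 days (adjusted p from 3.83e-05 on day 14 to 0.0360 on day 28). On day 14, their median stood at -0.784 against the mean of the CTRL mice and at -0.373 against the median CTRL mouse, with a robust SD between CTRL mice of 0.287. *Rag1* was at 18.6 CPM in CTRL replicate 9 against a median of 0.493 CPM in CTRL, and the same 3 CTRL mice were the highest for *Rag1* and *Dntt*. Single BLEO-IPF mice were also high, with 13.3 CPM of *Rag1* and 4.66 CPM of *Dntt* in day 28 replicate 7 (group medians 0.295 and 0.477 CPM) and 5.50 CPM of *Rag1* in day 21 replicate 3 (0.215), so that this was not confined to CTRL mice. Thymus tissue in some CTRL samples could explain part of the difference, and it cannot be told apart from a decrease after BLEO administration, because the remaining difference is close to the spread between CTRL mice.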
